# Cell type-specific transcriptional programs in mouse prefrontal cortex during adolescence and addiction

**DOI:** 10.1038/s41467-019-12054-3

**Published:** 2019-09-13

**Authors:** Aritra Bhattacherjee, Mohamed Nadhir Djekidel, Renchao Chen, Wenqiang Chen, Luis M. Tuesta, Yi Zhang

**Keywords:** Cellular neuroscience, Computational neuroscience, Diseases of the nervous system

## Abstract

Coordinated activity-induced transcriptional changes across multiple neuron subtypes of the prefrontal cortex (PFC) play a pivotal role in encoding and regulating major cognitive behaviors. Yet, the specific transcriptional programs in each neuron subtype remain unknown. Using single-cell RNA sequencing (scRNA-seq), here we comprehensively classify all unique cell subtypes in the PFC. We analyze transcriptional dynamics of each cell subtype under a naturally adaptive and an induced condition. Adaptive changes during adolescence (between P21 and P60), a highly dynamic phase of postnatal neuroplasticity, profoundly impacted transcription in each neuron subtype, including cell type-specific regulation of genes implicated in major neuropsychiatric disorders. On the other hand, an induced plasticity evoked by chronic cocaine addiction resulted in progressive transcriptional changes in multiple neuron subtypes and became most pronounced upon prolonged drug withdrawal. Our findings lay a foundation for understanding cell type-specific postnatal transcriptional dynamics under normal PFC function and in neuropsychiatric disease states.

## Abstract (web summary)

Cognitive behaviours are encoded and regulated by coordinated activity-induced transcriptional changes. Through single-cell RNA sequencing, the authors classify diverse cell types in mouse prefrontal cortex and analyze their transcriptional adaptations in adolescence and drug addiction.

## Introduction

Interactions with the natural and social environment drive animal behavior, and thereby support survival. Such interactions are largely adaptive, adjusting not only with the continuously changing environment, but also progressively throughout the postnatal development of an organism. As the site of origin of executive function, the prefrontal cortex (PFC) is a major brain region regulating behavior^1^. The PFC encodes and regulates the highest cognitive functions (such as learning, memory, judgment, decision-making, emotion, risk assessment or social behavior) through dynamic integration of sensory-stimulus-driven inputs from multiple brain regions^2^. A myriad of neuronal cell types of the PFC participate in this process. To sustain this dynamic experience-dependent neuroplasticity, the PFC, unlike any other brain region, continues to develop significantly during postnatal life, and retains a certain degree of plasticity lifelong^3^.

Neural activity can induce widespread transcriptional changes in neurons^4^, which in turn can encrypt structural and/or functional changes in them^4^. This is a principal basis of experience-dependent neuroplasticity that elicits stable long-term neural circuit changes. Stimulus-driven plasticity in PFC proceeds through early life experiences to shape the behavioral circuits of an organism. However, profound sensory experiences even in later life can significantly impact circuits, which in turn can recondition behavior^5,6^. Dysfunctions of both the early and later life events have been associated with various cognitive and psychiatric disorders. For example, several genetic aberrations can affect early life PFC development leading to psychiatric disorders such as schizophrenia, bipolar disorder, chronic depression, mania, or personality disorders^7^. On the other hand, major emotional or psychological episodes like chronic stress, trauma, drug addiction can alter brain function and behavior even much later in life^5,6^. However, the cellular mechanisms underlying these dysfunctions are largely unknown.

Deciphering the coordinated transcriptional programs across the various neuron subtypes of PFC during adaptive (taking place normally through postnatal development) or induced (initiated by major later life events) plasticity is at the heart of understanding both the biology and pathology of cognitive behavior. However, the profound cellular heterogeneity of the PFC has hindered the study of cell-type-specific transcriptional dynamics. To overcome this technical barrier, we performed single cell RNA sequencing (scRNA-seq) to classify all neuron subtypes in mouse PFC. We then analyzed transcriptional dynamics in each of the neuron subtypes between adolescence^8,9^ (P21) and adulthood (P60) in mouse, a critical postnatal period believed to be associated with greatly increased neuroplasticity, and manifestation of most neuropsychiatric disorders^7,10^. In parallel, to understand transcriptional changes during induced plasticity in the mature brain, we analyzed volitional drug-intake using the cocaine intra-venous self-administration (IVSA) model^11^, a gold standard in addiction studies.

Using the two models (adolescence and drug addiction), we uncovered transcriptional dynamics in each neuron subtype associated with adaptive and challenge-induced neuroplasticity, highlighting distinct and conserved mechanisms. Comparative analysis of the transcriptional dynamics of various neuropsychiatric disease-relevant genes in PFC neuron subtypes revealed cellular/neural bases of these disorders. Collectively, our study establishes a foundation for understanding postnatal transcriptional dynamics in PFC and its relationship to the various cognitive and psychiatric disorders.

## Results

### Cellular composition of PFC

To understand the cellular heterogeneity of PFC, we sought to classify the cell types based on their transcriptome. To this end, the PFC was dissected from acute coronal brain sections of P60 mice (Fig. 1a). We isolated the region that is broadly accepted as the PFC which predominantly encompass the anterior cingulate, prelimbic and infralimbic areas. After the tissue was enzymatically dissociated into single cell suspension, the cells were captured with the 10X Chromium platform (10X Genomics, CA), and used to construct cDNA libraries for sequencing (Fig. 1a).

**Fig. 1:**
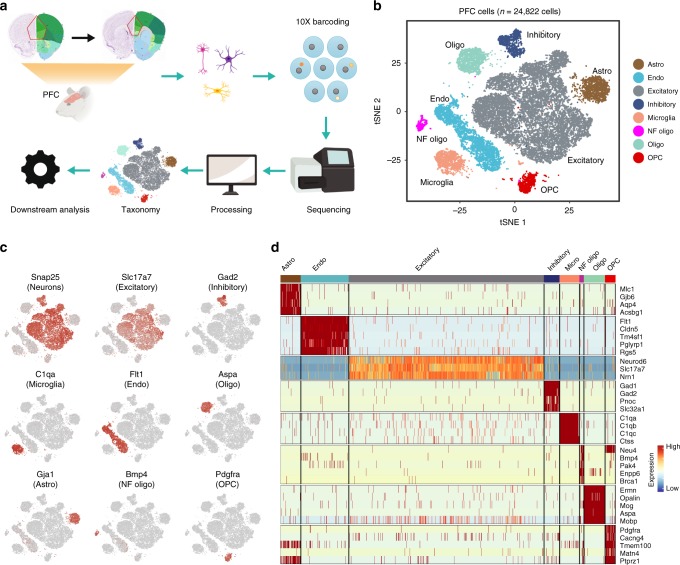
Transcriptome-based cell classification in mouse PFC. **a** Schematic of the experimental design. PFC sections (red outline) were isolated for scRNA-Seq. Created with BioRender.com. **b** t-SNE plot showing the broad clustering of PFC cell types based on transcriptome. **c** Expression of cell type-specific markers in each broad cell cluster color-highlighted on t-SNE plots. **d** Single cell heat map showing cell type-specific gene marker expression in the different PFC cell clusters

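Each library was prepared from the pooled PFC of 2 mice. Cells were captured in droplets in which every mRNA molecule receives a barcode for its cell and a unique molecular identifier (UMI), so that the number of UMIs counts molecules. The 12 libraries belong to 6 groups of 2: cocaine (libraries 1 and 4) and saline (libraries 2 and 3) at the end of the 15-day maintenance phase of intravenous self-administration, cocaine (libraries 6 and 8) and saline (libraries 5 and 7) at 48 h of withdrawal, and cocaine (libraries 9 and 10) and saline (libraries 11 and 12) at 15 days of withdrawal. The paper gives these mice as P60 and the sample labels give 8 to 10 weeks. The authors aligned the reads to the mm9 genome with Cell Ranger and deposited the UMI counts of 26145 genes for every barcode called as a cell, without normalization, together with a table that gives each retained cell its type and cluster. Between 1215 (library 3) and 5079 barcodes (library 11) were deposited per library, 31791 in all, and between 1055 (library 3) and 3784 cells (library 11) were retained. The retained cells of the saline libraries held 8375172 (library 2), 10980559 (library 3), 12449647 (library 5), 19814919 (library 7), 42892922 (library 11) and 27704573 UMIs (library 12). Those of the cocaine libraries held 11998611 (library 1), 11929460 (library 4), 13130304 (library 6), 20336658 (library 8), 42853772 (library 9) and 35716171 UMIs (library 10). The median number of UMIs per retained cell lay between 3426 (library 2) and 11334.5 (library 10). For the values given here, the cell types and clusters are those of the authors. The 13 mitochondrial and 154 ribosomal protein genes were left out of CPM and tests, which leaves 25978 genes. Medians of UMIs and genes per cell include these genes. Exceptions are the medians given beside shares of cells with a UMI and for P21 cells with differing classes. The UMIs of all cells of a type in a library were summed and divided by their total, giving CPM. Means and SDs are over libraries with at least 10 cells of the type, since libraries and not cells are the replicates.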

We sequenced a total of 29,864 single cells from 12 independent biological samples (Supplementary Fig. 1a, Supplementary Data1). We first filtered out cells with potential double droplets (characterized with an unusually high number of detected genes) and unhealthy cells that generally have high mitochondrial mRNA loads (>10%) (see methods). We found that different cell types express different number of genes, particularly between neuronal and non-neuronal cells (Supplementary Fig. 1b). Thus, we applied a slightly different criteria to filter out low quality neuronal and non-neuronal cells (<800 genes for non-neuronal and <1500 genes for neuronal cells detected per cell) (refer to Methods). 

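In the 24822 retained P60 cells, the median number of detected genes was 3975 in excitatory neurons and 2973 in inhibitory neurons. It was 2210.5 in newly formed oligodendrocytes, 1942 in endothelial cells, 1785 in oligodendrocyte precursors, 1540 in astrocytes, 1448 in mature oligodendrocytes and 1098 in microglia. The median number of UMIs per cell followed a similar order, from 13620 in excitatory and 8038 in inhibitory neurons to 5543.5 in newly formed oligodendrocytes and 3213.5 in microglia. Both measures did not rank all types alike. Oligodendrocyte precursors had a median of 3405 UMIs and 1785 genes, and mature oligodendrocytes 3626 UMIs and 1448 genes. The number of detected genes therefore did not follow depth alone.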

In the end, we obtained 9195 high quality non-neuronal (median UMI: 3764; median 1658 genes/cell) and 15,627 neuronal (median UMI: 13,194; median 3914 genes/cell) cells (Supplementary Fig. 1c), which can be separated into 8 major cell clusters (Fig. 1b). 

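By the deposited clusters, the retained cells comprised 9188 non-neuronal cells, with a median of 3762.5 UMIs and 1658 genes, and 15634 neurons, with a median of 13194 UMIs and 3913 genes. The lowest number of detected genes was 271 in a non-neuronal cell and 1507 in a neuron, and the highest share of mitochondrial UMIs was 9.99%. Of all deposited barcodes, 29161 had at least 800 genes and no more than 10% mitochondrial UMIs. When a barcode with a Snap25 UMI was read as a neuron, 28358 barcodes passed the mitochondrial limit and the gene minimum of their class, 21468 of them with and 6890 without Snap25. The filter on double droplets that the authors also applied was not repeated.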

Importantly, each of the 8 major cell clusters can be detected in each of the 12 samples (Supplementary Fig. 1d). 

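Excitatory neurons numbered between 321 (library 2) and 2619 (library 9) per library, and inhibitory neurons between 19 (library 2) and 218 (library 9). Library 3, a saline library of the maintenance phase, held 8 astrocytes, 3 oligodendrocyte precursors, 41 mature oligodendrocytes and 0 newly formed oligodendrocytes among its 1055 retained cells, a count of 0 that allows a share of up to 0.284%. The other libraries each held between 11 and 60 newly formed oligodendrocytes.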

Based on the expression of cell type-specific markers, the non-neuronal cells were clustered as: astrocytes (*Gja1*^*+*^), oligodendrocyte (*Aspa*^*+*^), newly formed oligodendrocytes (*Bmp4*^*+*^), oligodendrocyte precursors (*Pdgfra*^*+*^), microglia (*C1qa*^*+*^) and endothelial cells (*Flt1*^*+*^) (Fig. 1c, d). 

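The level of each gene was compared between the 8 cell types over the P60 libraries, as mean ± SD. Gja1 (ENSMUSG00000050953, chromosome 10) reached 1063 ± 236 CPM in astrocytes (n = 11), against 33.7 ± 6.94 CPM in the next highest type, endothelial cells. Aspa (ENSMUSG00000020774, chromosome 11) reached 1045 ± 225 CPM in mature oligodendrocytes (n = 12) and 11.8 ± 5.90 CPM in astrocytes. For Bmp4 (ENSMUSG00000021835, chromosome 14), whose end lies within 300 bases of another gene, the level was 1000.5 ± 210 CPM in newly formed oligodendrocytes (n = 11) and 27.1 ± 16.5 CPM in oligodendrocyte precursors. The precursors in turn held 775 ± 218 CPM of Pdgfra (ENSMUSG00000029231, chromosome 5; n = 11), and newly formed oligodendrocytes 16.9 ± 35.4 CPM. C1qa (ENSMUSG00000036887, chromosome 4) was at 13062 ± 2367 CPM in microglia (n = 12) and 54.5 ± 78.8 CPM in newly formed oligodendrocytes. Flt1 (ENSMUSG00000029648, chromosome 5) was at 2647 ± 183 CPM in endothelial cells (n = 12) and 18.5 ± 28.8 CPM in oligodendrocyte precursors. Each of the 35 genes of Fig. 1d had its highest mean in the type that the figure names for it. The authors named the types from the same libraries. Using only the saline libraries moved the level of Aspa most, to 1186 CPM, by less than 1 SD.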

The neurons express *Snap25* and can be divided into excitatory (*Slc17a7*^*+*^) and inhibitory (*Gad2*^*+*^) neurons (Fig. 1c, d). 

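Snap25 (ENSMUSG00000027273, chromosome 2) was at 4323 ± 454 CPM in excitatory and 2939 ± 196 CPM in inhibitory neurons (mean ± SD, n = 12 libraries), and the highest level outside neurons was 446 ± 389 CPM in oligodendrocyte precursors (n = 11). Slc17a7 (ENSMUSG00000070570, chromosome 7) was at 410 ± 52.4 CPM in excitatory neurons and 29.0 ± 27.3 CPM in inhibitory neurons, with 70.8 ± 74.0 CPM in the precursors. Gad2 (ENSMUSG00000026787, chromosome 2) was at 1546 ± 235 CPM in inhibitory neurons, 0.748 ± 0.544 CPM in excitatory neurons and 8.37 ± 12.9 CPM in microglia.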

The excitatory neurons form the largest (52.3%) cell class in the PFC, while the inhibitory neurons comprise a smaller portion (4.3%) of the total populations, consistent with the general excitatory/inhibitory ratio reported in most cortical areas (Supplementary Data 2).

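Over all retained P60 cells, 14443 (58.2%) were excitatory and 1191 (4.80%) inhibitory neurons. The remaining classes were 3564 endothelial cells (14.4%), 1578 mature oligodendrocytes (6.36%), 1495 astrocytes (6.02%), 1448 microglia (5.83%), 767 oligodendrocyte precursors (3.09%) and 336 newly formed oligodendrocytes (1.35%). The share of excitatory neurons varied between libraries from 25.1% (library 2) to 73.8%, and that of inhibitory neurons from 1.49% (library 2) to 8.31% (library 8). The paper states that excitatory neurons form the largest class and compares their ratio to inhibitory neurons with that of other cortical areas.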

### Molecularly distinct neuronal subtypes in the PFC

Neurons of the cortex are diverse, and have been classified by one or combinations of different criteria such as morphology, electrical properties, anatomical location and histological features^12^. Despite apparent similarity, distinct functional subpopulations are believed to exist within the same neuron types classified by above approaches. Since the structure, function or behavior of a cell must have an impression on its gene expression, a cell’s transcriptome can be a unifying basis for its classification. Indeed, we found that excitatory and inhibitory neurons of the PFC exhibit great transcriptional differences, forming distinct cell subtypes.

Excitatory neurons are the largest cell population in the PFC and are comprised of subtypes projecting to intra-cortical or long-distance targets. A broad “low resolution” classification of excitatory neurons revealed 13 transcriptionally distinct clusters or subtypes (hereon referred as Exc-1, 2,..13) (Fig. 2a, Supplementary Fig. 2a). 

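The deposited table assigns excitatory neurons to the 26 clusters of the finer classification, and these were combined into Exc-1 to Exc-13 through the percentages of expressing cells that the paper's Supplementary Data 5 prints for each subtype. The match is approximate for Exc-6, where the percentages differed on average by 0.621 percentage points, and for Exc-11, where they differed by 5.01 points and lay nearer to those of Exc-9; for the other subtypes they differed by at most 0.234 points in the P60 cells. In the P21 cells the match was looser, with 6.41 points for Exc-1, nearer to Exc-3, 7.35 points for Exc-11, nearer to Exc-10, and 0.378 to 3.12 points for the others. Of the 29 genes of Fig. 2b, 17 had a mean CPM more than 2 times that of the next subtype and 6 less than 1.5 times, with a median ratio of 2.41 and a range of 1.00 to 126. For 19 of the genes, the highest subtype lay above the next one in every library. The genes gave 10 subtypes a gene of their own with the highest mean, and Exc-2, Exc-8 and Exc-9 had none. Pou3f1 (ENSMUSG00000078236, chromosome 4), which lies within 300 bases of another gene, was at 91.2 ± 38.0 CPM in Exc-10 (mean ± SD, n = 8 libraries) and 14.8 ± 7.39 CPM in Exc-3. Tshz2 (ENSMUSG00000047907, chromosome 2) was at 2100 ± 186 CPM in Exc-12 and 71.7 ± 27.4 CPM in Exc-1, and Foxp2 (ENSMUSG00000029563, chromosome 6) at 151 ± 18.3 CPM in Exc-13 and 34.7 ± 8.24 CPM in Exc-12 (n = 12).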

Each subtype can be identified by unique expression of one or combination of 3–4 markers (Fig. 2b). Unique markers projected on t-SNE plots showed selective expression in respective neuron populations (Supplementary Fig. 2b). RNA in situ hybridization confirmed the presence of transcriptionally and anatomically distinctive neuron subtypes revealed by scRNA-seq (Supplementary Fig. 2c). Multi-channel single molecule fluorescence in situ hybridization (smFISH) further confirmed the presence of very distinct non-overlapping neuron populations. Co-staining for unique markers detected the Exc-10 (*Pou3f1*^*+*^*) *and Exc-12 (*Tshz2*^*+*^*)* neurons adjacently within the same layer, while Exc-13 (*Foxp2*^*+*^*)* neuron cluster was detected mainly in a deeper layer (Fig. 2c).

**Fig. 2:**
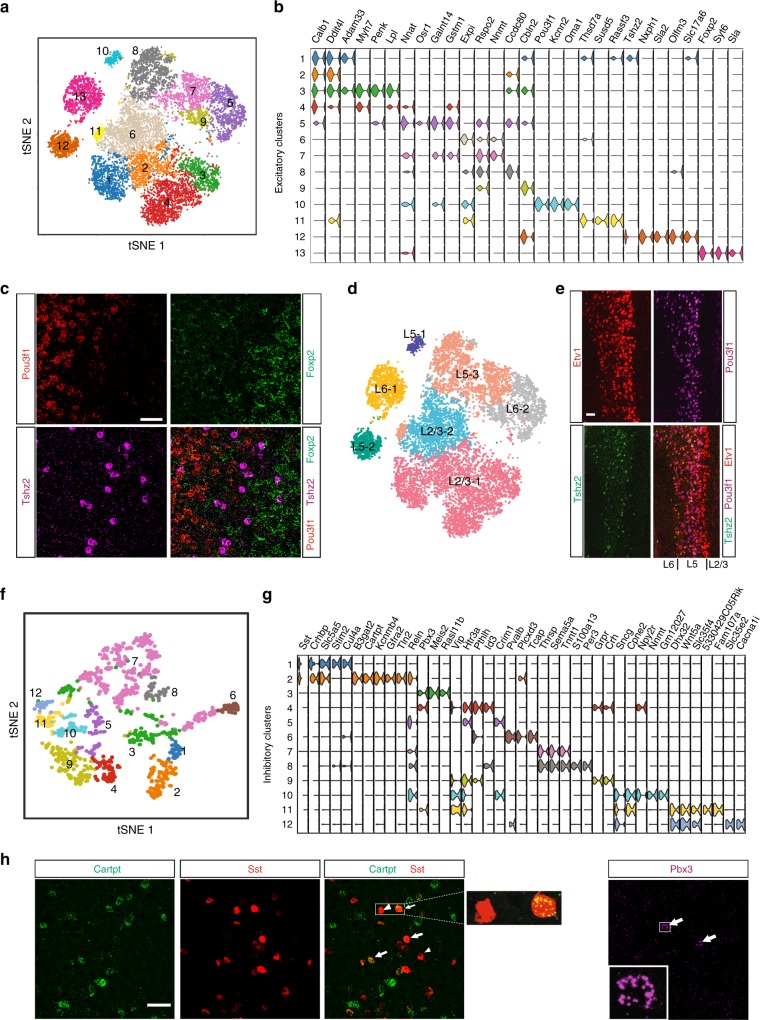
PFC contains distinct excitatory and inhibitory neuron subtypes. **a** t-SNE plot showing that excitatory neurons of PFC can be broadly classified into 13 unique subtypes based on their transcriptome. **b** Violin plot showing expression of specific markers for each of the 13 excitatory neuron clusters or subtypes. **c** Multi-channel FISH detecting distinct excitatory neuron types within the same cortical layer *(Pou3f1* and *Tshz2* in L5) or across different layers (*Foxp2* in L6). **d** Assigning excitatory neurons to respective cortical layers by projecting expression of layer-specific markers onto the t-SNE plot. **e** Identification of two distinct cell types (*Pou3f1*^*+*^ and *Tshz2*^*+*^) in L5 that commonly express L5 marker *Etv1*. **f** t-SNE plot showing classification of PFC inhibitory neurons into 12 distinct subtypes based on their transcriptome. **g** Violin plot showing distinct markers for each of the 12 different subtypes of inhibitory neurons. **h** Multi-channel FISH detecting subtypes within a known inhibitory neuron subpopulation (*Cartpt*^*+*^, arrow, and *Cartpt*^*−*^, arrowhead within *Sst* neurons: enlarged view of single cells in box area shown in side panel) and a rare neuron subtypes (*Pbx3*^+^: inset is an enlarged view of single cell)

Cortical excitatory neurons show remarkable laminar organization into histologically distinct layers which is tightly coupled to their projection, connections and function^13^. The PFC is comprised of 4 layers (L) L1, L2/3, L5, and L6 (but does not contain a L4). To detect the layer identity of the 13 excitatory neuron subtypes, we overlaid the expression of unique layer marker genes on the excitatory subpopulations (Supplementary Fig. 2d). For example, *Cux2* or *Calb1* represent L2/3 identity, *Etv1* is L5, while *Syt6* is in L6 (Supplementary Fig. 2e). 

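Cux2 (ENSMUSG00000042589, chromosome 5) was highest in Exc-3, at 134 ± 23.5 CPM, followed by Exc-4 with 126 ± 31.5, Exc-2 with 112 ± 30.6 and Exc-6 with 94.1 ± 16.2 CPM (mean ± SD, n = 12 libraries); it was at 1.25 ± 1.82 CPM in Exc-8 and 1.92 ± 2.32 CPM in Exc-13. Calb1 (ENSMUSG00000028222, chromosome 4) was at 317 ± 96.1 CPM in Exc-4, 276 ± 80.1 CPM in Exc-3 and 196 ± 50.2 CPM in Exc-2, but at 11.1 ± 8.15 CPM in Exc-6 and 2.01 ± 2.1 CPM in Exc-8. Syt6 (ENSMUSG00000027849, chromosome 3) reached 91.3 ± 16.9 CPM in Exc-13 and 3.45 ± 2.40 CPM in Exc-12. The ends of Cux2 and Syt6 lie within 300 bases of another gene.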

The L1 is sparsely populated, containing few inhibitory neurons, not only in PFC, but throughout the entire cortex^14^. The comparative analysis revealed layer identity of each neuron subtype including several closely related subtypes in each layer e.g., L5-1, L5-2, and L5-3 within L5 (Fig. 2d, see the table in Supplementary Fig. 2d for a layer-cluster relationship). 

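The layer 5 gene Etv1 (ENSMUSG00000004151, chromosome 12) was highest in Exc-12, at 706 ± 50.4 CPM (mean ± SD, n = 12 libraries). Exc-8 had 262 ± 51.5 CPM, Exc-10 197 ± 80.0 CPM (n = 8) and Exc-7 87.2 ± 26.9 CPM, while Exc-1 had 8.55 ± 5.04 CPM. From layer genes of this kind, the paper concludes to which layer each subtype belongs.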

Multi-channel RNA-smFISH revealed that the distinct non-overlapping *Pou3f1*^*+*^ (Exc-10) and *Tshz2*^*+*^ (Exc-12) neurons both express *Etv-1*, revealing their L5 identity (Fig. 2e). Previous studies have demonstrated that different PFC layers are involved in different neuronal functions^13^. For example, L2/3 are largely involved in intra-cortical (cortico-cortical) regulations, while L5 sends long distance projections outside cortex and L6 receives subcortical inputs (e.g., from thalamus) and projects to superficial layers^13^. Thus, layer properties confer further identity to each subtype, which provides a foundation for understanding cell cluster-specific function.

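Over the 12 libraries, 12.1 excitatory neurons were retained for each inhibitory neuron. The ratio varied between libraries from 6.01 to 24.9, with a mean of 14.4 ± 5.37 (SD). Because the dissociated cells that survive capture are counted, the ratio describes the retained cells.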

Like most other cortical areas, the inhibitory neurons are present in much lower numbers in the PFC, only accounting for 4.3% of the total PFC cells (at a ratio of 1:12 with excitatory neurons). Unlike excitatory neurons, inhibitory neurons do not show distinct laminar organization, although some types may be differentially enriched within particular cortical layers. Classification revealed 12 clusters (referred as Inhib-1, 2,..12), highlighting functional diversity and specialization (Fig. 2f, Supplementary Fig. 3a). 

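The 1191 inhibitory neurons of the 12 P60 libraries are too few for a mean over libraries in most of the 12 clusters, so levels are given over all cells of a cluster. Sst (ENSMUSG00000004366, chromosome 16) was at 40352 CPM in Inhib-1 (36 cells) and 22929 CPM in Inhib-2 (112 cells). Pvalb (ENSMUSG00000005716, chromosome 15) was highest in Inhib-6 (44 cells), at 1612 CPM, with 256 CPM in Inhib-7. Vip (ENSMUSG00000019772, chromosome 10) was at 19303 CPM in Inhib-4 (74 cells), 17739 CPM in Inhib-9 (145 cells) and 6095 CPM in Inhib-10 (62 cells). Of the 40 genes of Fig. 2g, 16 were more than 2 times as high in their highest cluster as in the next and 15 less than 1.5 times, with a median ratio of 1.76; each of the 12 clusters had at least 1 of them.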

As expected, the major known inhibitory neuron populations like *Sst*^*+*^, *Pavlb*^*+*^ and *Vip*^*+*^ were detected (Fig. 2g, Supplementary Fig. 3b) and could also be confirmed from RNA-FISH (Supplementary Fig. 3c). Developmentally, *Sst*^*+*^and *Pavlb*^*+*^ originate from the medial ganglionic eminence (MGE), while the *Vip*^*+*^ originate from the caudal ganglionic eminence (CGE)^15^. Based on the expression of combinational markers, these major inhibitory neuron populations can be further classified (Fig. 2g). For example, the *Sst* population can be further classified into two broad subtypes based on the expression of *Stim2* and *Cul4a* or otherwise *B3gat2*, *Cartpt*, and *Kcnmb4* (Fig. 2g). 

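Inhib-1 had 17 UMIs of Stim2 (47.2 CPM) and 18 of Cul4a (50.0 CPM), and Inhib-2 had 28 (26.9 CPM) and 31 (29.8 CPM). In the opposite direction, B3gat2 had 3 UMIs in Inhib-1 (8.34 CPM) and 160 in Inhib-2 (154 CPM), Cartpt (ENSMUSG00000021647, chromosome 13) had 6 (16.7 CPM) and 268 (257 CPM), and Kcnmb4 had 9 (25.0 CPM) and 118 (113 CPM). These are the P60 cells, of which library 9 alone held at least 10 of Inhib-1; P21 libraries 1, 2 and 3 held 26, 38 and 34. The difference was not tested between libraries, and the levels of Stim2 and Cul4a rest on few UMIs.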

By co-staining for *Cartpt* (*cocaine- and amphetamine-regulated transcript*) and *Sst* using smFISH, we confirmed the *Sst*^*+*^*/Cartpt*^*+*^ and *Sst*^*+*^*/Cartpt*^*−*^ cells belonging to distinct cell subtypes (Fig. 2h). Likewise, markers like *Reln* alone can discriminate subtypes within more than one of the major inhibitory neurons, such as Inhib-2 (*Sst*^*+*^*/Reln*^*+*^) vs Inhib-1 (*Sst*^*+*^*/Reln*^*−*^), or Inhib-10 (*Vip*^*+*^*/Reln*^*+*^) vs. Inhib-9 (*Vip*^*+*^*/Reln*^*−*^) (Fig. 2g). 

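Reln (ENSMUSG00000042453, chromosome 5) was at 61.1 CPM in Inhib-1, from 22 UMIs, and at 346 CPM in Inhib-2, from 360 UMIs. In the Vip clusters it was at 33.4 CPM in Inhib-9, from 27 UMIs, and at 277 CPM in Inhib-10, from 123 UMIs; Inhib-4 had 9.92 CPM. The highest level of the 12 clusters was 526 CPM in Inhib-5.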

Projection of *Reln*, *Sst* or *Vip* expression on the inhibitory t-SNE clearly showed overlap on the expression of these markers in certain inhibitory neurons (Supplementary Fig. 3b). Indeed, broad expression of *Reln* in coronal sections within PFC can be confirmed from RNA-FISH (Supplementary Fig. 3c). Such transcriptional diversity of specific neuron subtypes may reflect functional specialization.

Importantly, we detected at least four distinct inhibitory subpopulations i.e., Inhib-3 (*Meis2*^*+*^ or *Pbx3*^*+*^), Inhib-7, 8 (*Tnnt1*^*+*^, with or without *Id3*^*+*^) and Inhib-12 (*Slc35e2*^*+*^, *Cacna1i*^*+*^), which do not belong to any of the principle *Pvalb*, *Sst* or *Vip* populations, and are likely the remaining non-MGE origin cells (arising from CGE and/or POA)^14–16^ (Fig. 2g, Supplementary Figs. 3b, 3c). 

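Meis2 (ENSMUSG00000027210, chromosome 2) was at 594 CPM over the 135 cells of Inhib-3, but 447 of its 482 UMIs came from library 8, a cocaine library of 48 h withdrawal that holds 58 of the cells. In the 4 libraries with at least 10 Inhib-3 cells the level varied from 48.1 to 1953 CPM. Pbx3 (ENSMUSG00000038718, chromosome 2) was at 106 CPM in Inhib-3, from 86 UMIs of which 40 came from library 8, and at 89.2 CPM in Inhib-4, from 36 UMIs, 40.7 CPM in Inhib-11 and 20.4 CPM in Inhib-12. Tnnt1 was at 272 CPM in Inhib-7, from 933 UMIs in 392 cells, and at 143 CPM in Inhib-8, from 65 UMIs in 48 cells; Id3 was at 9.04 CPM in Inhib-7 and 167 CPM in Inhib-8, with 186 CPM in Inhib-4. In the 30 cells of Inhib-12, Slc35e2 had 13 UMIs (33.1 CPM, with 30.5 CPM in Inhib-6) and Cacna1i had 21 (53.5 CPM). The paper proposes that these clusters, which lack high Pvalb, Sst or Vip, are cells that do not originate from the MGE.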

The rare *Pbx3*^*+*^ neurons could be clearly detected using smFISH (Fig. 2h). Some non-inhibitory neuron populations also appear to express *Meis2* (Supplementary Fig. 3c), making *Pbx3* a more selective marker. 

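Outside inhibitory neurons, Meis2 was at 180 ± 24.6 CPM in excitatory neurons (mean ± SD, n = 12 libraries) and 231 ± 33.2 CPM in astrocytes (n = 11). At least 1 UMI of it was found in 69.8% of excitatory neurons, 52.4% of astrocytes, 53.3% of Inhib-3 cells and 3.31% of endothelial cells, the background. The median numbers of UMIs per cell were 12451, 3211, 4174 and 3868 in that order. With every cell thinned to 2000 UMIs, the shares were 28.8%, 37.6%, 48.9% and 1.49%. Pbx3 was found in 34.1% of Inhib-3 cells and 1.61% of excitatory neurons, and in 20% and 0.215% after thinning, with 4.91% and 2.28% in endothelial cells; its level was 1.21 ± 0.321 CPM in excitatory neurons and 12.5 ± 3.86 CPM in endothelial cells (n = 12).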

While divergent inhibitory neuron populations have been reported in other cortical regions based on different marker combinations^14^, we detect the distinct populations in PFC and define characteristic regional markers for their identification.

In summary, using scRNA-seq, we revealed the comprehensive neuronal subtypes comprising the anatomically defined PFC region and their corresponding cortical layer identity. This finally also provides us the basis for understanding neuron subtype-specific transcriptional programs regulating PFC function.

### PFC transcriptional features are different from VISp or ALM

To further elucidate unique transcriptional features of the PFC, we compared excitatory neuronal clusters of the PFC to those of other cortical regions, the primary visual cortex (VISp) and anterolateral motor cortex (ALM). To enable a better comparison, we first performed a “higher resolution” clustering of the PFC excitatory neurons, which identified 26 distinct subtypes (Fig. 3a), a number comparable to the excitatory neuron subtypes of VISp and ALM reported by Tasic et al.^14^. 

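Of the 55 genes of Fig. 3b, 12 had a mean CPM more than 2 times that of the next of the 26 clusters and 32 less than 1.5 times, with a median ratio of 1.32 and a highest ratio of 91.7. For 14 of them, the highest cluster lay above the next one in every library that held at least 10 cells of both. The genes gave 23 of the 26 clusters a gene with the highest mean; the clusters numbered 3, 5 and 17 had none among these genes.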

Unique markers could be detected for each of the 26 subtypes (Fig. 3b) that showed specific enrichment on the t-SNE plots (Supplementary Fig. 4a) and could be validated histologically from RNA-FISH (Supplementary Fig. 4b).

**Fig. 3:**
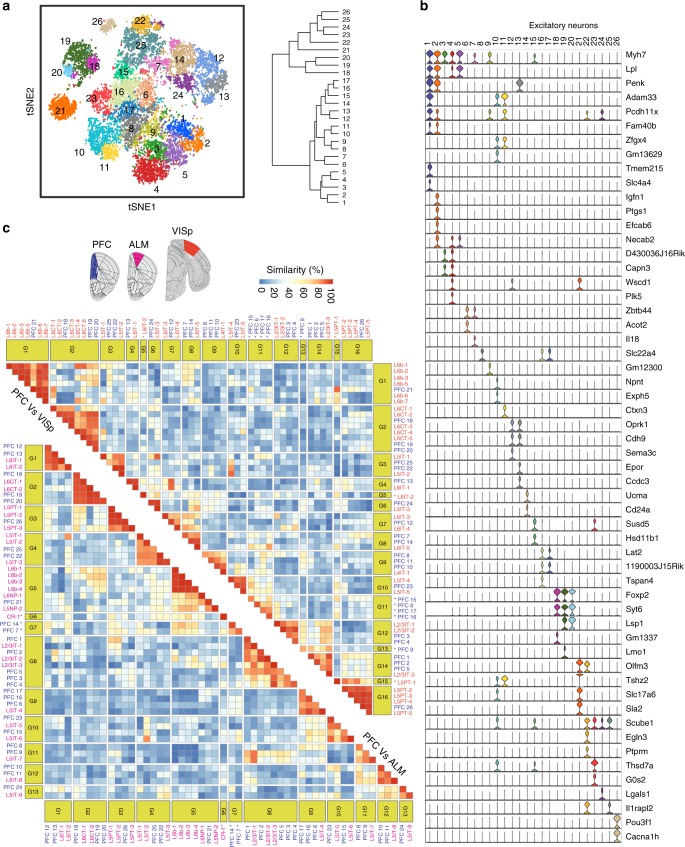
Distinct transcriptional features of PFC excitatory neurons relative to those of VISp and ALM. **a** t-SNE plot (left) showing high resolution clustering of PFC excitatory neurons and the dendrogram of hierarchical clustering (right). **b** Violin plot showing the distinct markers for each of the clusters in **a**. **c** Heat map showing the degree of similarity [0–100] between the excitatory neuron subtypes in PFC, primary visual cortex (VISp), and anterolateral motor (ALM) based on similarity of transcriptional profiles. Subtypes showing a similarity ≥ 90% were clustered together into blocks. Subpopulations showing <90% similarity to any of the subpopulation from the other dataset were considered as region specific (shown with bold font and *). VISp and ALM cluster names were abbreviated, the original corresponding names are available in Supplementary Data 3

To identify transcriptionally similar excitatory neuron subtypes between these regions, we calculated similarity of PFC with VISp and ALM, respectively, in the aligned canonical correlation space (CCA)^17^ to limit the batch effect, followed by a neighbor voting strategy as implemented by the MetaNeighbor method^18^. This generated a similarity map of the different neuron subtypes. Similar neuron subtypes ‘grouped’ together with PFC versus VISp (G1-G16, green blocks on top heat map Fig. 3c) and ALM (G1-G13, green blocks on bottom heat map Fig. 3c). While most excitatory neuron subtypes of PFC have corresponding cell clusters in VISp or ALM group together, clusters that are unique to PFC do exist. For example, PFC-9 (G13) or PFC6,15,16,17 (G11) showed no similarity to any VISp subpopulations, although they grouped with L5-IT projection cells in the ALM (Fig. 3c: PFC labeled in blue, VISp red and ALM purple). *Rspo2*, a common marker for the G11 members, showed distinctly enriched expression in PFC, but no appreciable signal in VISp (Fig S4c). Similarly, PFC clusters 7 and 14 (G7) showed no similarity to the ALM subpopulations but resembled the L6IT-5 (Fig. 3c, Supplementary Data 3). Accordingly, *Nnat*, a selective marker for G7 is seen enriched in PFC but depleted in ALM (Supplementary Fig. 4d). Likewise, there were some unique clusters in both VISp and ALM that corresponded to no cluster of the PFC, for example, CR1of ALM, and L6IT-2 and L5PT-1 of VISp (Fig. 3c, Supplementary Data 3)^14^.

We next compared gene expression between neurons of PFC vs. VISp or ALM within each similar group. We found that despite the close resemblance, significant transcriptional differences still exist among the clusters that share the same group. We found many genes (273–555) are differentially expressed between PFC and VISp or PFC and ALM (FC > 2, *q*-value < 0.05, likelihood test for zero-inflated data, Bonferroni corrected) (Supplementary Fig. 4e), further highlighting the transcriptional distinction of the excitatory neurons of the PFC. These results indicate that PFC has neuron populations that are transcriptionally distinct from its closest (ALM), as well as farthest (VISp) neighbors, which may explain unique functions of the PFC compared to the other cortical regions.

Considering the marked differences, especially between VISp and PFC, we further asked whether the G11 neurons (Fig. 3c) of the PFC exclusively express genes that are functionally relevant only in that area. Comparison of all VISp neurons with G11 revealed that upto 30 molecules are highly expressed in G11 of PFC but depleted across all VISp (Supplementary Data 3). These are predominated by receptors, ion-channels, transporters etc. Interestingly, G11 of PFC showed enrichment of molecules like *Scn7a*, a voltage gated sodium channel (implicated in epilepsy) or *Cacna1i*, a low voltage calcium channel (implicated in schizophrenia) that are uniquely relevant to cognitive function as opposed to visual processing (Supplementary Data 3).

Overall, these analyses revealed that PFC neurons have very distinct transcriptional properties relative to other cortical regions, which may underlie their unique functional abilities for dynamic integration of varied convergent signals, or their sustained postnatal neuroplasticity/adaptability.

### Cell type-specific transcriptional changes during adolescence

Adolescence marks one of the most dynamic phases of experience-dependent plasticity in the PFC^8^. Mice are weaned from maternal care at P21 and begin exploring the environment on their own, and are considered as adult at P60. 

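Dissociated PFC cells of P21 mice were captured and sequenced in 3 libraries, and the methods state 4 P21 mice with 2 pooled for each sample, which leaves open which mice entered which library. The authors deposited the UMI counts of the same 26145 genes. The numbers of deposited barcodes were 5022, 3222 and 3760 in P21 libraries 1, 2 and 3, of which the authors annotated 4439, 2791 and 3308 as cells. These cells held 40972771, 19765973 and 21149153 UMIs, with a median of 8369, 6359 and 5718 UMIs per cell. The paper's P60 comparison uses the saline mice. Raw UMI counts were therefore summed per library and cell type and compared between the 3 P21 libraries and the 6 P60 saline libraries, leaving out a library with fewer than 10 cells of the type. The edgeR quasi-likelihood test with TMM scaling was used, on the genes that edgeR's filter on low counts retained. A gene was called changed at a Benjamini-Hochberg adjusted p below 0.05 and a change above 1.5-fold. Log2 fold changes are P60 minus P21. The authors tested cells, for which the results name a negative binomial model and the methods a likelihood ratio test, and the values given here test libraries. On counts simulated from these libraries with 200 genes changed by 1 on the log2 scale, the test called 76% of them in Exc-4, 44% in Inhib-7 and 2.5% in microglia. The labels name no batch, and no library holds both ages, so a batch and the age cannot be told apart.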

To characterize the transcriptional changes associated with this period, we performed scRNA-seq of P21 mouse PFC. 

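Over the 3 P21 libraries, 10646 of 12004 deposited barcodes had at least 800 genes and no more than 10% mitochondrial UMIs. The deposited annotation holds 10538 of the P21 cells, with a median of 6735 UMIs and 2640.5 genes and a lowest number of 803 genes. Excitatory neurons at P21 had a median of 9233 UMIs and 3271 genes.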

Following the same filtering criteria of P60 PFC, we obtained 10,646 high quality (median of 2808 genes and 7384 UMI per-cell) mouse P21 PFC cells.

To detect similar populations and identify corresponding cell clusters between the 10,646 P21 cells and the 11, 886 P60 PFC cells, we aligned the two scRNA-seq data sets in t-SNE by cross-correlation analysis (CCA)^17^ (Fig. 4a). 

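The deposited annotation names every one of the 8 cell types at P21: 5934 excitatory and 962 inhibitory neurons, 2032 endothelial cells, 548 mature and 518 newly formed oligodendrocytes, 321 astrocytes, 182 microglia and 41 oligodendrocyte precursors. The smallest clusters were Inhib-3 with 12 cells, Inhib-5 and Inhib-8 with 26 cells each, and, among the excitatory subtypes, Exc-11 with 121 cells. Because P21 cells were assigned to the P60 cluster with which their expression correlated best, each cell carries a P60 name by construction. For 459 of the P21 cells (4.36%), the broad class and the cluster given by the authors name different classes. Inhibitory neurons made up 9.51 ± 2.59% of the cells at P21 (n = 3) and 4.23 ± 1.88% at P60 saline (n = 6), and newly formed oligodendrocytes 4.92 ± 0.521% and 1.10 ± 0.699%; both differences had an exact permutation p of 0.0119 over 84 splits, two-sided, and an adjusted p of 0.0476 over the 8 types. These p-values count the P21 libraries as 3 independent samples; the methods give 4 P21 mice with 2 pooled for each sample, and if 2 of the libraries share mice the p-values are too small. Microglia, with 1.49 ± 1.63% and 7.45 ± 5.22%, did not differ beyond the spread (exact permutation p = 0.0833). There were 6.17 excitatory neurons per inhibitory neuron at P21.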

Using bootstrapped correlation, all clusters identified in the adult PFC are detected in the P21 PFC (Fig. 4b, see methods), consistent with prior knowledge that formation and migration of different cell types in cortex is complete by this time^19^.

**Fig. 4:**
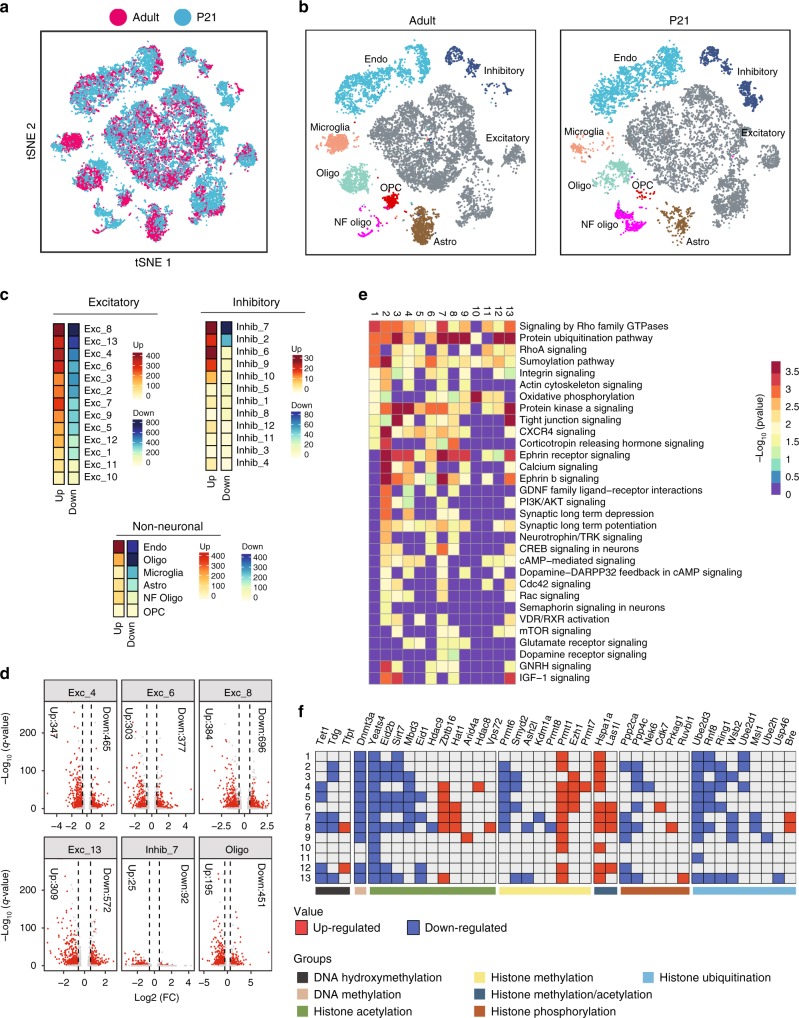
Widespread transcriptional changes in PFC cell types between P21 and P60 mice. **a** t-SNE plot showing the distribution of the merged cells from P60 (purple) and P21 (light-blue) PFC cells after alignment using correlation analysis (CCA). **b** t-SNE plot showing the cell-type assignment and proportion of the cell-types in the P60 (left) and P21 (right) PFC cells. **c** Number of genes dynamically changed in excitatory neurons, inhibitory neurons and non-neuronal cells. Red: upregulated genes; Blue: downregulated genes. **d** Representative volcano plots showing altered gene expression in the indicated clusters (cutoff: FC > 1.5 and *q*-value < 0.05). **e** Heatmap showing the -log_10_(p-value) (right-tailed Fisher exact test) of the functional pathways impacted in excitatory neuron subtypes based on gene expression changes between P21 and P60. **f** Gene names and functional categories of epigenetic modifiers up-regulated (red) and down-regulated (blue) in each PFC excitatory neuron subtypes between P21 and P60 (cutoff: FC > 1.5 and *q*-value < 0.05; numbers 1–13 on left axis indicate the clusters). The differential gene expression p-values were calculated using the negative binomial generalized linear model and the *q*-values were derived using the Bonferroni method

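Summed over all excitatory neurons of a library, 2558 of 13234 tested genes were called changed, 1083 higher and 1475 lower at P60. In inhibitory neurons as a whole, 1248 of 8890 genes were called. Their mix of clusters differed between the ages. Inhib-2 held 341 of 962 inhibitory neurons at P21 and 44 of 563 at P60 saline, and Inhib-7 held 76 and 201. A call in inhibitory neurons as a whole can therefore come from this mix as well as from a change within a cluster. The genes with the largest changes among those whose P21 and P60 libraries did not overlap were, in excitatory neurons, Espn (log2 fold change 4.47, adjusted p = 8.8e-06 from edgeR), Agmat (3.99, adjusted p = 0.000202) and Batf3 (2.97, adjusted p = 0.000552) higher at P60, and Mkrn3 (-7.26, adjusted p = 3.2e-06), Tcf7l2 (-4.42, adjusted p = 3.1e-05) and Bmp4 (-4.41, adjusted p = 1.7e-05) lower. Espn rose from 0.172 ± 0.154 CPM at P21 (SD, n = 3) to 4.39 ± 0.874 CPM (n = 6), and Mkrn3 fell from 4.95 ± 2.28 to 0.0194 ± 0.0304 CPM. In inhibitory neurons these were Cplx3 (2.46), Gstt1 (2.42) and Igfbp6 (2.18) higher and Amn (-3.76), Mkrn3 (-3.70) and Gm1673 (-3.15) lower. Gm1673 is among 106 genes that also differed between libraries of 1 group, being higher in P21 library 1 than in the other P21 libraries and in library 12 than in library 11. The ends of Espn and Bmp4 lie within 300 bases of another gene. Tcf7l2 and Bmp4 were at 2.38 and 1.94 CPM in excitatory neurons at P21. Bmp4 is the paper's marker of newly formed oligodendrocytes, whose share was 4.92% of cells at P21 and 1.10% at P60 saline. By the authors' class, 28 P21 cells in excitatory clusters are newly formed oligodendrocytes. RNA of those cells and a fall within excitatory neurons cannot be told apart for Bmp4. Chance gives 2.38% of genes whose 3 and 6 libraries do not overlap.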

Comparison of gene expression in PFC of P21 with that of P60 mouse revealed dramatic changes across all cell subtypes (Supplementary Data 4). With a cutoff of 0.05 *FDR* and at least 50% change, expression (negative binomial generalized linear model, Bonferroni corrected) of a minimum of 338 genes (Exc-1) and maximum of 1080 genes (Exc-8) were altered across the excitatory clusters (Fig. 4c). 

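In Exc-1, 702 of 6218 tested genes were called changed between P21 and P60, and in Exc-8 2098 of 9256. Exc-8 had the highest number of the 13 subtypes, and Exc-10, with 4 P60 libraries, the lowest, at 81 of 6569 genes. Leaving out library 7 lowered the count in Exc-10 to 14, leaving out P21 library 1 raised it to 139, and leaving out library 5 raised it to 129. Over the 13 subtypes, 14288 pairs of a gene and a subtype were called. Bonferroni adjustment moved this count most, to 2202; with it, 337 genes were called in Exc-8. With DESeq2, 577 genes were called in Exc-1 and 1909 in Exc-8.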

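Of the 14288 called pairs in excitatory subtypes, 5795 were higher and 8493 lower at P60. The genes lower at P60 made up between 56.1% (Exc-8) and 80.2% (Exc-10) of the calls of a subtype; in Exc-10 these were 65 genes against 16 higher. The pairs fall on 4505 different genes, of which 1781 (39.5%) were called in 1 subtype and 246 in 10 or more, and 42 were called in both directions in different subtypes.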

A significant number of genes were both up and down regulated in each cluster (Fig. 4c). 

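The subtypes with the most called genes were Exc-8 with 2098, Exc-6 with 1526, Exc-13 with 1499, Exc-9 with 1393, Exc-2 with 1376, Exc-7 with 1358 and Exc-4 with 1111. The subtypes contributed different numbers of cells, from 301 in Exc-10 to 1981 in Exc-13, and over the 13 subtypes the number of cells and the number of called genes were related (Spearman's rho 0.72, permutation p = 0.00764; Pearson's r 0.583, permutation p = 0.0352, and 0.671 without the 2 subtypes farthest from the median). The subtypes come from the same libraries and are not independent samples. With 20 cells drawn from every library, the highest counts were 693 in Exc-8, 600 in Exc-9, 576 in Exc-6 and 511 in Exc-7, and 361 genes were called in Exc-13 and 201 in Exc-4. The match of clusters to Exc-6 is approximate.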

Among the excitatory neurons, clusters Exc-4, Exc-6, Exc-8, and Exc-13 showed maximum transcriptional changes (Fig. 4c, d). To validate the scRNA-seq results, we performed smFISH which confirmed the cell type-specific transcriptional changes. For example, *Marcksl1* is greatly downregulated in P60 in Exc-12 and Exc-13 that are respectively marked by *Tshz2* and *Foxp2* (Supplementary Fig. 5a–c); *Ptgds* is upregulated in P60 in Exc-12 marked by *Tshz2* (Supplementary Fig. 5d); and *Hspa1a* is upregulated in P60 in Exc-10 and Exc-13 that are respectively marked by *Pou3f1* and *Foxp2* (Supplementary Fig. 5e, f).

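Marcksl1 (ENSMUSG00000047945) lies on chromosome 4 of NCBIM37 from 129190825 to 129193229 and has 2 exons. It fell from 207 ± 33.9 CPM at P21 (SD, n = 3 libraries) to 74.3 ± 9.41 CPM at P60 (n = 6) in Exc-12, a log2 fold change of -1.49 (standard error 0.163, adjusted p = 2.5e-07 from edgeR's quasi-likelihood test). In Exc-13 it fell from 123 ± 5.42 to 6.30 ± 6.08 CPM, a log2 fold change of -3.78 (standard error 0.249, adjusted p = 5.4e-08). With each library left out in turn, the changes stayed between -1.56 and -1.32 and between -3.97 and -3.67. Its counts are uncertain, because a near-identical copy of its end lies elsewhere in the genome and another gene lies within 300 bases of it. Ptgds (ENSMUSG00000015090, chromosome 2 from 25322229 to 25325566) was at 7.34 ± 3.50 CPM at P21 and 29.8 ± 26.9 CPM at P60 in Exc-12. Its log2 fold change of 2.33 (standard error 0.843) had an unadjusted p of 0.0251 and an adjusted p of 0.105 from edgeR; over the alternatives the adjusted p reached 0.260, and it was 0.181 with DESeq2, so the gene was not called there. The P60 level in Exc-12 was 0.139% of that in mature oligodendrocytes, within the 0.0571% to 0.220% of genes that mark those cells. Of the 10 subtypes in which Ptgds was tested, it was called in Exc-9, where it rose from 4.54 ± 7.86 to 29.4 ± 12.8 CPM (log2 fold change 2.06, standard error 0.569, adjusted p = 0.0173). This P60 level is as low against oligodendrocytes as that of Exc-12. Hspa1a (ENSMUSG00000091971, chromosome 17 from 35106144 to 35109069, 1 exon) rose in Exc-10 from 9.36 ± 5.77 to 33.0 ± 3.70 CPM (n = 3 and 4; log2 fold change 1.74, standard error 0.408, adjusted p = 0.0273), and in Exc-13 from 11.8 ± 1.60 to 27.4 ± 19.3 CPM (n = 3 and 6; 1.29, standard error 0.419, adjusted p = 0.0444). In Exc-13 the P21 and P60 libraries overlap, and leaving out 1 library raised the adjusted p of edgeR to as much as 0.143 there and 0.124 in Exc-10. The paper states that smFISH of these genes showed the changes of the sequencing in the marked cells.

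**Figure D1:**
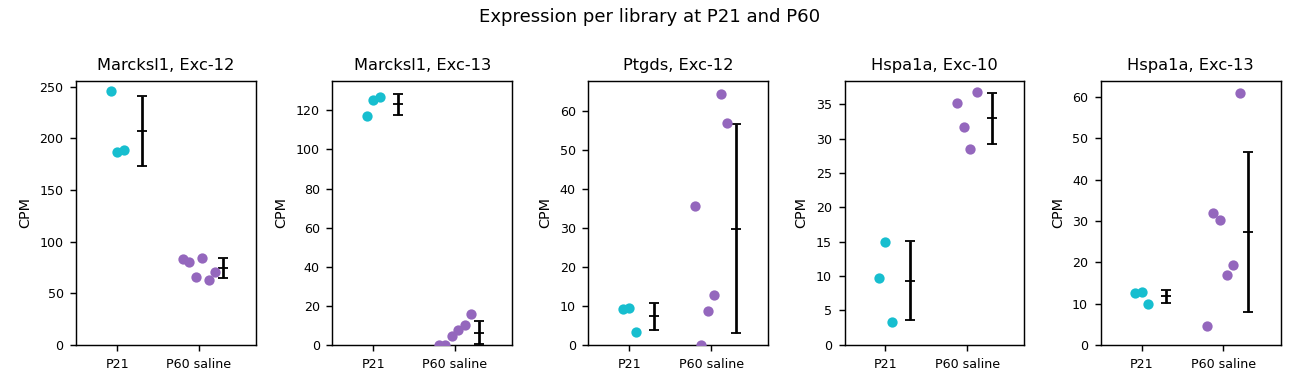
Expression per library in CPM at P21 and P60 of Marcksl1 in Exc-12 and Exc-13, Ptgds in Exc-12, and Hspa1a in Exc-10 and Exc-13. Points are libraries and bars are mean ± SD; the P21 libraries lie above all P60 libraries for Marcksl1 and among the P60 libraries for Hspa1a in Exc-13.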

Notably, Exc-4 (*Calb1*^*+*^*/Cux2*^*+*^) and Exc-6 (*Calb1*^*−*^*/Cux2*^*+*^) belong to the superficial layer L2/3. On the other hand, cluster Exc-8 and Exc-13 belong to L5 and L6, respectively (Supplementary Fig. 2d-table). Therefore, while transcription is significantly altered in all excitatory neurons, different subtypes in each layer are impacted to a different degree (Fig. 4c, d, Supplementary Fig. 6a).

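When 20 cells were drawn from every library, the number of called genes still varied 8.56-fold between the 13 subtypes, and 3.89-fold between the 7 subtypes with all 9 libraries. With the UMIs of every library also reduced to 102228, it varied 33.5-fold over all subtypes, from 8 in Exc-10 to 268 in Exc-6, and 2.35-fold over those 7. Exc-10 and Exc-11 had 6 libraries in this draw, which lowers the power of the test. From the numbers of changed genes and the layers of the subtypes, the paper concludes that subtypes in each layer are affected to different degrees.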

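Of the 12 inhibitory clusters, Inhib-2, Inhib-7 and Inhib-9 had enough libraries with 10 cells for the test. In Inhib-7, 132 of 5123 genes were called, 17 higher and 115 lower at P60; in Inhib-2 52 of 5615 genes, and in Inhib-9 17 of 1505. Over these clusters 201 genes were called, 36 higher and 165 lower, and Bonferroni adjustment moved this most, to 27, while 551 were called without the filter on low counts. Leaving out library 12 raised the count of Inhib-7 to 251 and leaving out library 11 lowered it to 64. Inhib-2 had 4 called genes without library 11 and 178 without P21 library 1. Inhib-9 had 1 without P21 library 2, library 7 or library 11, and 72 without library 12. At an unadjusted p below 0.05, 880, 759 and 233 genes differed in Inhib-7, Inhib-2 and Inhib-9, and with DESeq2 83, 69 and 14 were called. With a score of a difference between libraries of 1 group as a covariate, chosen after the results were seen, 9, 109 and 14 were called, in all 63 higher and 69 lower, so the number in Inhib-7 and the excess of lower genes depend on it. The largest changes of Inhib-7 with libraries that did not overlap were in Tcap (3.07), Ass1 (2.07) and Yipf1 (1.43), higher at P60, and in Ier2 (-3.57), Gm1673 (-3.52) and Junb (-3.06), lower. The last 2 differed also between libraries of 1 group, and Ass1 is uncertain because it has a near-identical copy.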

Using the same cutoffs, differentially expressed genes, ranging from 6 (Inhib-3) to 117 (Inhib-7), were also detected across inhibitory neurons (Fig. 4c, d). The low abundance of inhibitory neurons can limit statistical power, resulting in a lower overall number of differential genes detected. However, a cut off of 1.5-fold change would incorporate most relevant genes (Fig. 4c, d). 

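In endothelial cells, 1318 of 10407 genes were called, 553 higher and 765 lower at P60. With DESeq2, 1234 were called. Leaving out P21 library 2 lowered the count to 925, and 20 cells per library gave 152. Of the 5 non-neuronal types that could be tested endothelial cells had the highest number with all cells, but with 20 cells per library mature oligodendrocytes had 287, and with the authors' class in place of the cluster, chosen after the results were seen, microglia had 1895 and endothelial cells 1435. The largest changes with libraries that did not overlap were in H2-Q6 (log2 fold change 6.38), Fmo2 (5.97) and Gm11428 (5.68), higher at P60, and in Aplnr, Ccbp2 and Prnd (-6.19), lower. H2-Q6 is uncertain, because a near-identical copy of its end lies elsewhere. Aplnr had 568 UMIs in the P21 libraries and 0 in the P60 saline libraries, at least 191-fold lower at P60 when the 0 is read as 3 UMIs over the group; Ccbp2 had 130 and 0, at least 43.7-fold lower. Of 474 tested genes at least 10 times higher in excitatory neurons than in endothelial cells, 3 were called.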

Interestingly, even the non-neuronal cells undergo robust changes in transcription, with the highest impact on endothelial cells with 879 genes affected (Fig. 4c). In addition, as many as 646 genes in mature oligodendrocytes, 288 genes in microglia, 268 genes in astrocytes, 209 genes in newly formed oligodendrocytes, and 53 genes in oligodendrocyte precursor were affected (Fig. 4c).

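In mature oligodendrocytes, 911 of 5098 genes were called, and 1698 differed at an unadjusted p below 0.05. Il33 rose there from 1.50 to 1235 CPM (log2 fold change 9.23, adjusted p = 3.2e-07 from edgeR), followed by Abca8a (5.15) and Scd3 (5.14); Mgp (-5.67), Bace2 (-4.64) and C1qc (-4.28) were lower at P60. C1qc and Mgp had their highest levels in other cells, C1qc with 6696 CPM in P21 microglia against 76.3 CPM in P21 oligodendrocytes and Mgp with 354 CPM in P21 endothelial cells against 131 CPM. In newly formed oligodendrocytes 92 genes were called, with 186 without library 12 and 26 without library 11, and the genes with the largest changes were Hspa1a (3.57), Pcdhb9 (3.24) and Serpind1 (2.75) higher and Yeats4 (-2.66), Birc2 (-2.53) and Pfn1 (-2.25) lower. In astrocytes 64 genes were called, with 192 without P21 library 1 and 25 without P21 library 3; Rpe65 (3.43), Efemp1 (2.80) and Agxt2l1 (1.70) were higher and Ier2 (-3.60), Socs3 (-3.43) and Gm10071 (-2.91) lower. In microglia 29 of 3991 genes were called and 455 differed at an unadjusted p below 0.05, with 66 called without library 11 and 7 without P21 library 1. Klk8 (2.65) was higher there, and Matn4, Pdgfra (-5.74) and Fabp7 (-5.18) were lower; these 3 had their highest levels in oligodendrocyte precursors. Matn4 had 0 UMIs at P60 against 30 at P21, at least 42.0-fold lower with 3 UMIs over the group. Oligodendrocyte precursors, with 41 cells at P21, were not tested. Over the 5 types 2414 genes were called; Bonferroni adjustment moved this most, to 366, and the broad class of the authors in place of the cluster, an alternative chosen after the data were examined, gave 4989.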

To explore how these transcriptional changes may affect the function of the various cell types, we performed a functional enrichment analysis on the differentially expressed genes. We found that within each cell subtype, transcriptional changes impacted different functional categories of molecules including enzymes, transcription factors, translation regulators, ion channels, GPCRs, cytokines, transporters, kinases, and phosphatases (Supplementary Fig. 6b). Interestingly, across cell types, the highest percentage of affected genes comprised enzymes (~50%), followed by transcription factors (~12–13%) and transporters (Supplementary Fig. 6b).

To further characterize the functional pathways affected by differential gene expression (*p*-value < 0.05, right-tailed Fisher exact test), we focused on excitatory neurons, the largest and most diverse cell type in PFC, and performed analysis using IPA (Ingenuity Pathway Analysis, Qiagen Bioinformatics). Pronounced impacts were detected on pathways related to actin cytoskeleton, membrane signaling, adhesion and tight junctions (Fig. 4e). Across all excitatory clusters, Rho signaling (affecting Rho GTPases, kinases etc.)^20^ was one of the most strongly affected. In addition, ephrin, integrin, semaphoring, Rac, and various growth factor signaling pathways which can impact synapse and axon growth were also strongly affected in certain cell clusters (Fig. 4e)^20–23^. Cumulatively, these pathways facilitate functions like membrane protrusion, ruffling, adherence, and neurite/dendrite growth that are pivotal for structural changes in synapses, dendrites and axons: implying extensive structural plasticity (or modifications) in most excitatory populations^20–24^. Widespread activation of ubiquitination or sumoylation, accompanied by CREB, PKA, cAMP or calcium signaling factors in several clusters is consistent with high transcriptional activity (Fig. 4e)^25–27^. Also, metabolic processes, like oxygen consumption and mitochondrial function are broadly modulated to keep pace with both development and plasticity, consistent with prior reports in neurodevelopment^28^ (Fig. 4e). 

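The nuclear genes of oxidative phosphorylation, 83 or 84 tested per subtype and fixed by symbol in advance, were compared as a set. By limma's camera with a preset correlation of 0.01, they were shifted upward at P60 in 12 of the 13 excitatory subtypes, most in Exc-8, where the median log2 fold change was 0.38, 74 genes were higher and 10 lower, and the adjusted p was 4.4e-09. Exc-11 was the exception (adjusted p = 0.705). The shift depends on the preset correlation: with the correlation estimated from the data, and with limma's fry, it passed an adjusted p of 0.05 in 0 subtypes, with a lowest unadjusted p of 0.117 and 0.0108. Over the 13 subtypes, 89 pairs of a gene of this set and a subtype were called. Leaving out P21 library 2 gave 7 subtypes.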

Not surprisingly, all these functions together contribute to long term potentiation or synaptic plasticity in many neuron subtypes (Fig. 4e), consistent with the hypothesis of increased neuroplasticity during adolescence.

Besides the widely regulated pathways, some pathways are selectively enriched in specific clusters. For example, corticotrophin releasing hormone signaling (known to alter pyramidal neuron excitability^29^, Exc-1,2,6,7,8) dopamine receptor signaling (Exc-7,8), glutamate receptor signaling (Exc-4,5,7,8,9), CXCR4 signaling (Exc-1 to 9, 13) or IGF-1 signaling (Exc-2,3,6,8,13) selectively impacted only the relevant clusters (Fig. 4e).

Collectively, our comparative transcriptome analysis suggests that selective transcriptional programs operate in each PFC cell subtype during adolescence, driving some broad and some highly specific pathways that facilitate the adaptive transition of the PFC, which likely contribute to proper behavioral programing.

### Changes in epigenetic factors during adolescence

Widespread change in transcription is often associated with broad chromatin and epigenetic regulations. Of the 720 known epigenetic modulators^30^, we found that expression of many genes involved in histone modifications is altered when compared between P21 and P60 PFC (Fig. 4f*:* shows some prominent examples). For example, within the excitatory neurons, between 4 (in Exc-10) to 50 (in Exc-8) epigenetic regulators were significantly altered in the various subtypes, with most subtypes having 20–30 epigenetic regulators changed (Supplementary Data 5).

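Supplementary Data 5 lists 337 pairs of an epigenetic regulator and an excitatory subtype, and 334 of them could be tested here. All 334 had the direction that the paper gives, and 301 were called. In Exc-8 the list holds 51 genes, all with the same direction and 47 of them called, and in Exc-10 3 genes, all called. Over all cell types, 402 of 409 pairs were tested, 402 had the same direction and 346 were called. The list was chosen by the authors on these same cells, so the shared direction is not independent evidence.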

The altered histone modifiers can regulate gene expression either positively or negatively. For example, *Prmt1*, a histone arginine methylase associated with gene activation^31^, is upregulated in most excitatory neuron subtypes; while *Yeats4* and *Ube2d3* involved in histone acetylation and ubiquitylation, respectively, are downregulated across most excitatory neuron subtypes (Fig. 4f). 

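Prmt1 (ENSMUSG00000052429, chromosome 7 from 52231359 to 52241862) was called higher at P60 in 12 of the 13 excitatory subtypes, all but Exc-3, with log2 fold changes from 0.56 to 1.22 over the 13. In Exc-8 its log2 fold change was 1.16 (standard error 0.202, adjusted p = 0.000533 from edgeR; 3 libraries at P21 and 6 at P60). Yeats4 (ENSMUSG00000020171, chromosome 10 from 116652198 to 116661563) was called lower in all 13, by -1.96 to -1.23. In Exc-8 it went from 100 ± 27.4 (mean ± SD) to 31.8 ± 12.4 CPM (-1.58, standard error 0.293, adjusted p = 0.00265). It is among the 106 genes that were also higher in P21 library 1 than in the other P21 libraries. Ube2d3 (ENSMUSG00000078578, chromosome 3 from 135101261 to 135130142) was called lower in 12 of 13, all but Exc-10, with changes from -0.97 to -0.58; in Exc-8 it went from 218 ± 29.1 to 134 ± 18.1 CPM (-0.60, standard error 0.131, adjusted p = 0.00114).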

While others like *Arid4a*, *Hdac8*, and *Ube2h* are only altered in a specific neuron subtypes (Fig. 4f).

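Arid4a (ENSMUSG00000048118, chromosome 12) was tested in all 13 excitatory subtypes and called in Exc-9, where it rose from 103 ± 20.3 CPM (SD, n = 3 libraries) to 176 ± 17.3 CPM (n = 5; log2 fold change 0.77, standard error 0.165, adjusted p = 0.00102 from edgeR); its change was above 0 in 12 of the 13. Hdac8 (ENSMUSG00000067567, chromosome X), whose end lies within 300 bases of another gene, was called higher in 6 of the 8 subtypes tested, among them Exc-8, from 5.15 ± 2.18 to 10.9 ± 3.45 CPM (1.03, standard error 0.303, adjusted p = 0.0102). Ube2h (ENSMUSG00000039159, chromosome 6) was called lower in Exc-7 (-0.66, standard error 0.212, adjusted p = 0.0246) and Exc-9 (-1.20, standard error 0.305, adjusted p = 0.00398), and its change was below 0 in 12 of the 13. Whether the changes of these genes differ between subtypes was not tested.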

We realized that many of these altered genes are members of the 68 known epigenetic regulatory complexes^30^, which have well-defined roles in transcription activation or repression. We identified the complexes to which these genes belong and estimated the number of up- or down-regulated genes associated with each complex (Supplementary Fig. 6c). The major complexes identified include Chd8, NuRD, NuA4 or PRC2 (with one or more regulated members) (Supplementary Fig. 6c). For example, *Hspa1a*^32^, a member of the CHD8 complex is upregulated in almost all excitatory neurons except Exc-5, 9, and 11 (Fig. 4f). 

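Hspa1a was called higher at P60 in 9 of the 13 excitatory subtypes, Exc-2 to Exc-8, Exc-10 and Exc-13, and its log2 fold change was above 0 in all 13, from 1.29 to 3.77. Over all excitatory neurons it rose from 12.1 to 40.0 CPM (log2 fold change 1.82, standard error 0.339, adjusted p = 0.00299 from edgeR). Hspa1b (ENSMUSG00000090877), a gene of the same family about as long on the same chromosome, rose from 0.375 to 1.91 CPM (2.32, standard error 0.310, adjusted p = 0.000129); it was named after its values were seen, and no alternatives were run for it. In endothelial cells Hspa1a was far higher, at 442 CPM at P21 and 1372 CPM at P60. Its P60 level in excitatory neurons was 2.92% of that in endothelial cells, above the 0.0858% to 0.201% of the endothelial genes of Fig. 1d.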

Transcriptional regulation by Chd8 has been associated with neuronal function. Dysfunction of this complex has been associated with autism^33^, and H4K16 acetylation by this complex is associated with brain aging^34^. 

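Supplementary Data 5 names 27 pairs of a Chd8 target and an excitatory subtype, in Exc-1, Exc-2, Exc-3, Exc-4, Exc-8 and Exc-13. Of these, 21 could be tested between the P21 and P60 libraries, all with the direction that the paper gives, and 19 were called. Exc-2 held 7 of the tested pairs with 6 called, Exc-4 6 with 5 called, Exc-8 3 with 3 called, Exc-1 and Exc-3 2 each, all called, and Exc-13 1, called. The list was selected by the authors from changes in these cells.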

When queried for Chd8 direct targets based on ChIP-seq results^35^, we found multiple Chd8 targets are indeed regulated selectively in the different clusters (Exc-1, 2, 3, 4, 8, 13) (Supplementary Fig. 6d, Supplementary Data 5). Likewise, downregulation of *Mbd3* (Fig. 4f), a component of the NuRD complex (Supplementary Fig. 6c), can prevent deacetylation to promote transcription^36^. Conversely, *Yeats4* of NuA4 complex is downregulated across all excitatory neurons (Fig. 4f, Supplementary Fig. 6c), indicating repression^37^. Similarly, increased *Ezh1* (of PRC2) (Fig. 4f) can promote repression by increasing H3K27 methylation, which has been associated with important neuronal functions^38,39^.

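Mbd3 (ENSMUSG00000035478, chromosome 10) was called lower at P60 in 9 of the 13 excitatory subtypes, and its log2 fold change was below 0 in all 13, from -1.36 to -0.13. In Exc-8 it went from 43.2 ± 7.70 CPM (SD, n = 3 libraries) to 22.0 ± 12.4 CPM (n = 6; -0.85, standard error 0.303, adjusted p = 0.0457 from edgeR). The paper states that less Mbd3 can hold back deacetylation and so favour transcription.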

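Over the 13 excitatory subtypes the median log2 fold change of Yeats4, P60 minus P21, was -1.60, and the change was below 0 in each of them. The gene is higher in P21 library 1 than in the other P21 libraries.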

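The log2 fold change of Ezh1 (ENSMUSG00000006920, chromosome 11) was above 0 in all 13 excitatory subtypes, from 0.19 to 0.93, and 7 of them passed the threshold: Exc-2 to Exc-6, Exc-12 and Exc-13. In Exc-8 the change was 0.55 (standard error 0.166, adjusted p = 0.0115 from edgeR), under the 1.5-fold minimum. The paper states that more Ezh1 can increase methylation of histone H3 and so favour repression.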

Therefore, consistent with the large number of genes both up- and down-regulated (Supplementary Fig. 6a), we detected changes in both activating and repressive epigenetic regulators in each neuron subtype. *Dnmat3a* is widely downregulated across excitatory subtypes, and *Tet1* involved in DNA demethylation is also downregulated in several clusters (Exc-4,5,7,8,12,13) (Fig. 4f). This is consistent with prior reports that DNA methylation events in cortex occur earlier in development^40^. It reinstates that epigenetic regulation during adolescence is likely achieved mainly through histone modifications as opposed to DNA methylation.

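Dnmt3a (ENSMUSG00000020661, chromosome 12 from 3806007 to 3914443) was called lower at P60 in all 13 excitatory subtypes, by -1.80 to -0.90. In Exc-8 it fell from 125 ± 34.9 CPM (SD, n = 3 libraries) to 41.2 ± 4.65 CPM (n = 6), a log2 fold change of -1.51 (standard error 0.153, adjusted p = 3.3e-07 from edgeR). Tet1 (ENSMUSG00000047146, chromosome 10 from 62267318 to 62361866) was called lower in all 8 subtypes in which it had enough counts, Exc-2 and Exc-4 to Exc-8, Exc-12 and Exc-13, by -2.18 to -1.09. In Exc-8 it fell from 26.3 ± 6.69 to 7.72 ± 4.09 CPM (-1.76, standard error 0.237, adjusted p = 1.1e-05). From the regulators of both kinds, the paper proposes that epigenetic regulation in adolescence acts mainly through histones.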

### Selective expression of neuropsychiatric disease genes

Many neuropsychiatric disorders have been linked to genetic mutations and impaired gene expression^7^. The PFC is believed to play a central role in the pathophysiology of several neuropsychiatric disorders, including schizophrenia, bipolar disorder, psychosis, mania, depression or suicidal tendencies. Since initial manifestation of these disorders frequently occur during adolescence, transcriptional plasticity during this period is believed to play a key role in disease pathogenesis^10^. Genome wide association studies (GWAS) have revealed candidate genes whose mutations have been associated with these disorders^41^. However, the cellular and molecular mechanisms underlying their involvement remain largely unknown.

To understand the cellular mechanism, we asked whether these disease-relevant candidate genes exhibit cell type-specific expression in the PFC. To this end, we analyzed 12 neuropsychiatric disorders that have been directly or indirectly linked to PFC function. The disorders include schizophrenia, bipolar disorder, epilepsy, depression, personality disorder, obsessive compulsive disorder (OCD), autism, ADHD, alcoholism, suicide risk, mania, and dementia-Alzheimer disorder. The GWAS candidate genes were derived from the EMBL GWAS catalog (https://www.ebi.ac.uk/gwas/), and only those with reported exonic mutations were included in the analysis.

Using the transcriptomic data from the P60 mouse, we calculated expression enrichment across all the PFC cell clusters and identified that several disease-relevant genes (GWAS candidates) exhibit highly selective or enriched expression in specific cell types or subtypes of the PFC (Supplementary Data 6). For example, selective expression of schizophrenia candidates *Sl17a6* and *Lypd6* can be clearly visualized on the global PFC t-SNE (Fig. 5a, top 2 panels; cluster identity: Supplementary Fig. 8a), as well as on the excitatory and inhibitory t-SNE plots (Fig. 5a*-*left column, bottom 2 panels). 

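Over the P60 libraries, Slc17a6 (ENSMUSG00000030500, chromosome 7), which the paper prints as Sl17a6, was at 114 ± 19.3 CPM in Exc-12 (mean ± SD, n = 12) and 31.8 ± 8.57 CPM in Exc-1, the next subtype. Lypd6 (ENSMUSG00000050447, chromosome 2) was highest in inhibitory clusters, at 418 CPM in Inhib-2 and 117 CPM in Inhib-1 over all their cells, and at 52.5 CPM over all inhibitory neurons. Astrocytes had 39.2 CPM of it, and among the excitatory subtypes Exc-9 had the most, at 12.4 ± 5.57 CPM (n = 11).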

Expression of *Sl17a6* and *Lypd6* in PFC can be verified from RNA in situ hybridization of coronal brain sections (Fig. 5a*-*right column, bottom 2 panels). Similarly, many schizophrenia-relevant genes exhibit selective expression in distinct neuronal and non-neuronal subtypes (Fig. 5c-top). In addition, we found that some schizophrenia-relevant genes are broadly expressed in a particular cell type. For example, *Tbxas1* is expressed in all microglia, while *Kif5c* is expressed in all neurons (Fig. 5a, Supplementary Fig. 7). Furthermore, some other schizophrenia-relevant genes are expressed across all cell types (Supplementary Fig. 7, Supplementary Data 6). These broadly expressed genes often comprise enzymes, metabolic or cytoskeletal regulators essential for general cellular functions. 

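Tbxas1 (ENSMUSG00000029925, chromosome 6) was at 165 ± 41.2 CPM in P60 microglia (mean ± SD, n = 12 libraries) and 1.01 CPM in astrocytes. At least 1 UMI of it was found in 34.0% of microglia (median of 2455.5 UMIs per cell) and in 0.263% of excitatory neurons (median of 12451 UMIs), the background. With every cell thinned to 2000 UMIs and 122 microglia below that depth left out, the shares were 27.1% and 0.0623%. A gene at this level leaves many expressing cells without a UMI. Kif5c (ENSMUSG00000026764, chromosome 2) was at 254 ± 49.6 CPM in inhibitory and 179 ± 13.8 CPM in excitatory neurons, and at 31.4 ± 28.5 CPM in astrocytes (n = 11). It was found in 84.4% of excitatory and 73.7% of inhibitory neurons, in 8.63% of astrocytes and in 4.43% of endothelial cells. The median numbers of UMIs per cell were 7187 in inhibitory neurons, 3211 in astrocytes and 3868 in endothelial cells. After thinning, the shares were 30.3%, 37.0%, 4.15% and 1.86%.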

Similar expression patterns on genes relevant to bipolar disorder, another leading PFC-related neuropsychiatric condition, can also be observed (Fig. 5b, c**-**bottom, Supplementary Fig. 7). Likewise, specific enrichment/expression patterns of GWAS candidates can be detected in every PFC-related disorder, with depression presented as yet another examples (Supplementary Fig. 8a, b). Similar results for each of the 12 disorders can be browsed in full details in our PFC explorer (https://www.zhanglab.tch.harvard.edu/neuro-group/PFCExplorer) (Supplementary Data 6). With the exception of Epilepsy and OCD, for all other tested disorders at least 25% of the GWAS candidate genes exhibit enriched expression in a particular cell subtype or cell type (i.e., neuron, astrocyte etc.) (Supplementary Fig. 8c).

**Fig. 5:**
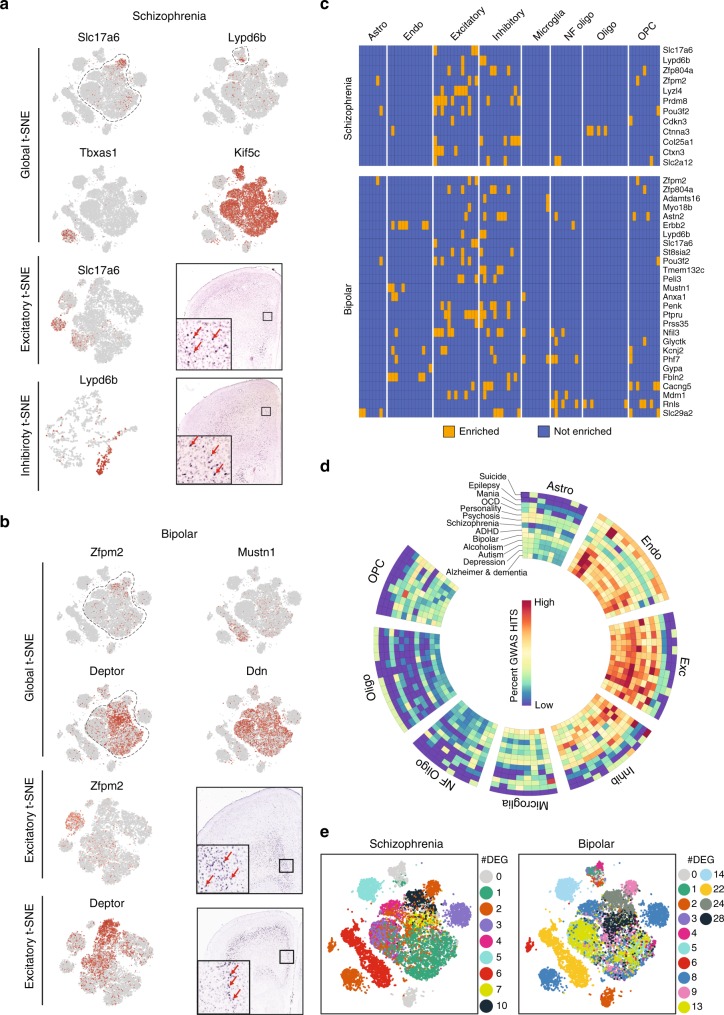
Expression of many GWAS candidates is enriched in specific clusters and dynamically changed during adolescence. **a** t-SNE plot showing examples of some cell type- and subtype-specific expression of GWAS candidate genes in schizophrenia. Top-panel shows the gene expression enrichment of four representative candidates on the global t-SNE plot. The bottom panels show zoomed t-SNE of excitatory and inhibitory clusters, respectively, and Allen Brain ISH images showing the specific gene expression. **b** Similar representations for bipolar disorder as shown for schizophrenia in **a**. **c** Heatmap showing GWAS candidate disease-relevant genes with cell subtype-specific expression. The blue color indicates no enrichment, the orange color indicates gene enrichment. Schizophrenia and Bipolar disorders are shown as examples. **d** Circular heatmap showing the percent of enriched subtype- and cell type-specific GWAS candidate genes in each of the 12 PFC-relevant diseases. Each disease is scaled individually, bright red: high enrichment, dark blue: depletion. **e** t-SNE-plot indicating the number of differentially expressed schizophrenia and bipolar GWAS candidates per cluster (shown in distinct colors) between P21 and P60 in each cell subtypes

To identify the most relevant cell cluster affected in a particular disorder, we calculated the percentage of the GWAS candidate genes expressed in each cell cluster in a particular disorder (Fig. 5d). For example, in schizophrenia, we found that excitatory neurons are highly affected, with Exc-9 and 11 as the most relevant cells as these cell clusters express the highest number of schizophrenia relevant genes (Fig. 5d). This analysis allowed us to identify the most relevant (frequently affected) cell type(s) for each disorder (Fig. 5d).

However, in the context of transcriptional regulation, one of the most important questions is whether expression of a GWAS candidate gene is regulated during adolescence, the time of onset of many neuropsychiatric disorders. To this end, we compared the expression of all GWAS candidates in each PFC cell subtype between P21 and P60 mice. We found that many candidate genes undergo significant change in expression during this period. For each disorder, the relative impact of these changes in different cell subtypes is best illustrated by projecting the number of candidate genes impacted in each subtype on the global PFC t-SNE. Accordingly, projection on the global t-SNE (Supplementary Fig. 8a) shows that for schizophrenia, Exc-13 accounts for the maximum number of differential GWAS candidate genes among the neurons, and the endothelial cells account for the maximum of the non-neuronal cells (Fig. 5e). Conversely, for bipolar disorder Exc-8 accounts for the most candidates (followed by Exc-13), while endothelial cells for the non-neuronal cells (Fig. 5e). Likewise, the cell type-specific differentially regulated GWAS can be identified in each of the 12 disorders we studied (Supplementary Fig. 8d). Remarkably, 26–36% of all GWAS candidates are dynamically regulated during adolescence for each disorder (Supplementary Fig. 8d). This analysis also highlights the subtypes that have the most differentially expressed GWAS candidate genes, hinting its importance in the disease biology. The analysis also reveals that many candidates in non-neuronal cells are also regulated during adolescence (Supplementary Fig. 8d).

The observation that GWAS candidate genes exhibit cell subtype-specific transcriptional dynamics has immediate and profound translational implications. For example, schizophrenia and bipolar disorder, two major PFC-related disorders, share highly similar behavioral features and are often difficult to diagnose or treat differentially^42^. With our approach, many relevant genes exhibit cell type-specific expression for each disease, providing higher specificity for both diagnosis and treatment. For example, genes like *Adamts16*, *Myo18b*, *Astn2*, and *Erbb2* exhibit cell cluster-specific or enriched expression (Fig. 5c) and are only associated with bipolar, while some other genes, like *Zfp804a* and *Zfpm2*, are associated with both. Furthermore, across all disorders, better prognosis can be achieved based not only on cell type-enriched expression of the GWAS candidate, but also its differential regulation. Such approach can help in understanding disease mechanisms and cell type-specific treatments.

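Adamts16 was at 4.29 ± 1.36 CPM in Exc-4 and 2.87 CPM in Exc-3 (P60 libraries, mean ± SD), and at 5.28 ± 4.87 CPM in microglia. Myo18b was at 3.29 ± 1.76 CPM in Exc-11 and 9.06 ± 6.11 CPM in microglia, with 0.985 CPM over all excitatory neurons. Astn2 was at 11.5 ± 3.96 CPM in Exc-10, but at 44.2 CPM in Inhib-2 and 18.9 ± 6.21 CPM in oligodendrocyte precursors. Erbb2 was highest in endothelial cells, at 12.4 ± 2.2 CPM, with 2.29 CPM in astrocytes and at most 0.346 CPM in an excitatory subtype. Zfp804a was at 34.9 ± 8.19 CPM in Exc-9, 29.0 ± 12.0 CPM in inhibitory neurons and 21.7 ± 5.95 CPM in Exc-5, and Zfpm2 at 39.3 ± 5.10 CPM in Exc-13 and 10.0 ± 4.66 CPM in oligodendrocyte precursors. Between P21 and P60, Zfp804a was called in Exc-5, higher at P60, of the 7 excitatory subtypes tested.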

### Cocaine induced cell-type specific transcriptional changes

While disruption of adaptive neuroplasticity in adolescence can evoke various neuropsychiatric disorders, induced plasticity under psychological, emotional or stressful conditions like PTSD, depression, social isolation or drug addiction is believed to elicit significant cellular re-adaptations in PFC leading to long term behavioral changes^5^. Therefore, decoding gene expression programs associated with induced plasticity is another key component in understanding transcriptional plasticity that modulate PFC function. Psychological crises associated with induced plasticity are more common in adult life and present major social and clinical challenges. To address this question, we chose cocaine self-administration^11^, a well-established drug addiction model.

To this end, C57BL/6 mice at P60 were implanted with intrajugular catheter connected to a pump to enable intravenous self-administration (IVSA). Mice were trained initially with food reward and then to intravenously self-administer cocaine by lever pressing (Fig. 6a). The experimental groups consisted of saline and cocaine IVSA (See Methods for details). The mice showed the expected behavioral patterns in IVSA reaching a steady level of cocaine acquisition at the maintenance phase (Fig. 6b). Animals were put on maintenance for 15 days and then cocaine was withdrawn. PFCs were then harvested from cohorts at the end of 15-day maintenance, at 48 h and 15-days withdrawal, respectively, for scRNA-seq (Fig. 6a). 

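Each of the 6 groups of 2 libraries, cocaine and saline at each time point, holds mice of that time point only. For every cell type the raw UMI counts of all 12 P60 libraries entered 1 edgeR fit with a mean for each group, and cocaine was compared with saline within each time point. A gene was called at an adjusted p below 0.05 and a change above 1.5-fold. The authors tested cells with SC2P, which separates the share of expressing cells from their level; the values here test libraries. Types with fewer than 2 libraries of 10 cells in a group could not be compared, which concerns Exc-9, Exc-10, astrocytes, newly formed oligodendrocytes and oligodendrocyte precursors at maintenance and Exc-10 at 48 h. Log2 fold changes are cocaine minus saline. Libraries of the 15-day groups hold more cells and UMIs than those of the other time points, and the time points do not share libraries, so a batch and the time point cannot be told apart; cocaine and saline are compared within each. On counts simulated from these libraries with 200 genes changed by 1 on the log2 scale, the test called 37.5% of them in Exc-6 at maintenance, 53.5% at 48 h and 80% at 15 days.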

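The saline libraries held 1981 ± 1016 retained cells (mean ± SD, n = 6) and the cocaine libraries 2156 ± 936 (n = 6), a difference with an exact permutation p of 0.426 over the regroupings within time points, two-sided. The median number of UMIs per excitatory neuron was 13728 ± 1089 and 13594 ± 1646 (exact permutation p = 0.917) and that of genes 3972 ± 182 and 3958 ± 254 (exact permutation p = 0.944). None of the 3 measures differed between saline and cocaine beyond the spread between libraries, with a smallest adjusted p of 0.944. The number of cells differed more between time points, from a mean of 1166.5 in the saline libraries of maintenance to 3148 at 15 days.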

Comparable cell numbers and data quality were obtained from both saline (11,886 cells) and cocaine (12,936 cells) groups (Supplementary Figure 9a, b). 

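Excitatory neurons made up 52.9 ± 15.6% of the retained cells of saline libraries (SD, n = 6) and 55.2 ± 14.2% of those of cocaine libraries (n = 6; exact permutation p = 0.741). Endothelial cells made up 17.0 ± 5.15% and 13.9 ± 2.85%, the largest difference against its spread (exact permutation p = 0.176). Among the 8 types 0 differed, with a smallest adjusted p of 0.972, and among the 13 excitatory subtypes 0, where Exc-3, with 7.65 ± 2.75% and 5.87 ± 0.776% of excitatory neurons, had the smallest p (exact permutation p = 0.120, adjusted p = 1). Shares vary widely between libraries, and with the regroupings that 2 libraries per group allow a difference in 1 type or 1 subtype alone, however large, could not reach an adjusted p below 0.05, so the 0 is in part fixed by the design.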

Similar cell composition and cell clusters could also be detected in both saline and cocaine groups enabling comparative analysis of differential gene expression (Fig. 6c).

**Fig. 6:**
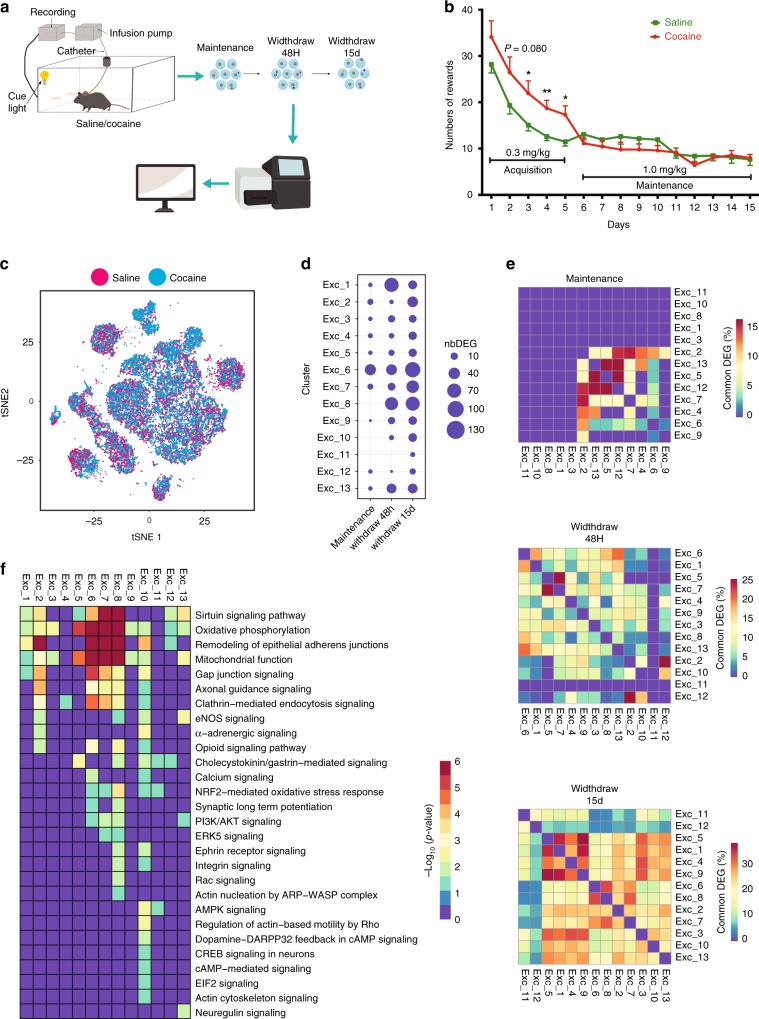
Chronic cocaine IVSA induces transcriptional changes in multiple PFC cell types. **a** Schematic diagram showing the IVSA experimental setting and workflow. Created with BioRender.com. **b** Reward earnt by lever pressing in IVSA mice (saline and cocaine groups) through acquisition and maintenance of a 15-day period. **c** t-SNE-plot showing the uniform distribution of cocaine and saline samples in the different cell-types. **d** Dot-plot showing the number of differentially expressed genes between cocaine and saline in each excitatory neuron subtypes at each time point (cutoff: FC > 1.5 and SC2P model phase2 FDR < 0.05, empirical Bayes statistic, limma package). **e** Heatmap showing th**e** percent of commonly differentially expressed genes between the different clusters. Clusters tend to show cluster-specific differentially expressed genes with the highest overlap observed around 30% during the 15-day withdrawal. **f** Heatmap showing the -log_10_(*p-value*) of the pathways enriched for differentially expressed genes in the different clusters at the 15-day withdrawal

Unlike global adaptations that may occur in all cells of a neuron subtype during development, induced plasticity should mainly impact neurons within the circuits that respond to the specific stimulus. Thus to measure differential gene expression, we adopted the recently developed SC2P method which accesses transcriptional regulation in terms of phase transition and magnitude tuning (rather than the classical ‘up or down’ phenomenon) to identify only the treatment-responsive cells^43^.

A broad impact of cocaine on transcription was observed across PFC, but with selective impacts on different cell populations at different stages (Supplementary Data 7). 

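Over the 13 excitatory subtypes, 1 pair of a gene and a subtype was called at maintenance, 10 at 48 h and 1499 at 15 days, in 95338, 102755 and 110870 tests. With DESeq2, the counts were 0, 1 and 326. Those at 15 days rest on few libraries: without library 11 there were 213, and without library 12 there were 3173. The alternative that moved this count most, a score of the difference between these saline libraries as a covariate, gave 26 and was chosen after the data were examined. That score also separates the cocaine from the saline libraries at 15 days, so the covariate removes part of the contrast by construction. Of the 621 pairs that the paper's Supplementary Data 7 lists for 15 days, 610 had the same direction in the libraries and 490 (78.9%) had both cocaine libraries beyond both saline libraries in the direction the paper gives, where chance gives 16.7%. For 48 h the share was 57.0% of 388 pairs, and for maintenance 49.0% of 102. Of the pairs in the paper's list, edgeR called 79 in the same direction at 15 days, 0 at 48 h and 0 at maintenance. That list was chosen on these cells, and 102 of its pairs at 15 days are in genes that also differ between libraries 11 and 12.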

During the maintenance phase, the PFC exhibited an overall subtle change in transcription. 

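At maintenance, 5502 of 95338 tests had an unadjusted p below 0.05 and 1 was called: Glul (ENSMUSG00000026473, chromosome 1) in Exc-4, named after its value was seen. It was at 46.7 CPM in library 1 and 53.1 CPM in library 4, the cocaine libraries, and at 21.7 CPM in library 2 and 12.7 CPM in library 3, the saline libraries (log2 fold change 1.58, standard error 0.287, adjusted p = 0.0171 from edgeR). With DESeq2 0 pairs were called and 2623 had an unadjusted p below 0.05. Without library 2, a saline library, 22 pairs were called; without library 1, 3 or 4, 0 genes were called in Exc-4. Summed over all excitatory neurons, 0 genes were called by edgeR, with 871 at an unadjusted p below 0.05, and 1 by DESeq2.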

About 10 or less genes were altered per excitatory neuron subtype (with no change in Exc-8, 10, 11) except Exc-6 where more than 40 genes changed (Fig. 6d). 

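By subtype, 0 genes were called at maintenance in 10 of the 11 subtypes that could be tested, Exc-6 included, at 10298 genes tested there. Supplementary Data 7 of the paper lists 63 genes for Exc-6. Over its 102 pairs that could be compared in all subtypes, 98 had the same direction in the libraries and 0 were called by edgeR.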

The affected neurons, including Exc-6, were mainly of L2/3 (Supplementary Fig. 9c).

However, prominent impact was observed upon drug withdrawal. 

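In Exc-8, which had 0 called genes at maintenance, 8 were called at 48 h and 163 at 15 days, and the other subtypes had up to 175 at 15 days. The cocaine effect itself was compared between the 3 time points by an interaction test, which called 27 pairs at an adjusted p below 0.05, in 6 of the 11 subtypes compared; 5168 tests had an unadjusted p below 0.05 and DESeq2 called 6. Without library 12 it called 964 and without library 9 6. Of the 27 pairs, 17 are in genes that also differ between libraries of 1 group. The paper states that the effect was prominent upon withdrawal.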

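At 15 days, edgeR called genes in each of the 13 excitatory subtypes, from 2 in Exc-10 to 175 in Exc-1; DESeq2 called 0 in Exc-10 and Exc-11, and without library 11 edgeR called 0 in Exc-9 and Exc-11. Of the 1499 pairs, 1475 were higher in cocaine libraries. Over all 6080 genes with at least 20 CPM in excitatory neurons the balance was the other way: 12.7% were higher and 33.3% lower in both cocaine libraries than in both saline libraries. The paper's list has 430 higher and 191 lower pairs. At 48 h, 10 genes were called, 6 higher and 4 lower, with 5180 of 102755 tests at an unadjusted p below 0.05. Summed over all excitatory neurons, 93 genes were called at 15 days, all higher in cocaine, and 0 at 48 h, with 903 and 651 at an unadjusted p below 0.05; DESeq2 called 163 and 3. Without library 11 or without library 9 the sum at 15 days fell to 0, and without library 12 it rose to 386. The largest changes in summed excitatory neurons whose libraries did not overlap were in Amn (log2 fold change 2.22, adjusted p = 0.0187 from edgeR), Npw (1.95, adjusted p = 0.0423) and Ccdc85b (1.66, adjusted p = 0.0422), the last of which also differs between libraries 11 and 12.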

Effect was smaller at 48 h, but became more pronounced at 15 day with all excitatory subtypes impacted to some degrees. 

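The 10 genes called at 48 h were Grp in Exc-1, Chgb in Exc-12 and 8 genes in Exc-8, named after their values were seen. In Exc-8, Synpr (log2 fold change 2.33), Nov (1.57), Rab3b (1.56), Hpcal1 (1.04) and Nfib (1.01) were higher in cocaine and Dapk2 (-3.55), Pcdh7 (-1.61) and Slc24a2 (-0.87) lower. Synpr was at 50.2 and 30.0 CPM in cocaine libraries 6 and 8 and at 9.93 and 6.46 CPM in saline libraries 5 and 7 (adjusted p = 0.000543 from edgeR). Without library 7, 1 gene was called in Exc-8, and with DESeq2 1 over all subtypes, where 1882 tests had an unadjusted p below 0.05. Exc-10 had too few cells for the comparison, and the other 9 subtypes had 0 called genes.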

At 48 h, all subtypes except Exc-11 showed gene expression changes. Exc-1, 8 and 13 were the most strongly induced, while Exc-6 maintained induction (Fig. 6d). 

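The numbers of called genes at 48 h were 8 in Exc-8, 1 in Exc-1, 0 in Exc-13 and 0 in Exc-6. In Supplementary Data 7 the paper lists 93 genes for Exc-8, 115 for Exc-1, 44 for Exc-13 and 56 for Exc-6. Over all subtypes, 381 of its 388 comparable pairs had the same direction here. With library 8 left out, 64.2% of them had libraries that did not overlap and with library 6 left out 88.7%, where chance then gives 33.3%.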

At 15 day drug withdrawal, the number of genes affected increased in every single subtype with Exc-2, 6, 7, and 8 showing the greatest effects. 

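At 15 days the highest numbers of called genes were in Exc-1 with 175, Exc-8 with 163, Exc-7 with 162, Exc-2 with 152, Exc-13 with 147 and Exc-6 with 141, and the lowest in Exc-10 with 2. Without library 11 these fell to 20 in Exc-1, 21 in Exc-8, 53 in Exc-7, 34 in Exc-2, 17 in Exc-13 and 7 in Exc-6, and without library 12 they rose to 324, 323, 345, 324, 293 and 360. DESeq2 called 20 in Exc-1. The match of clusters to Exc-6 is approximate.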

Curiously, the number of altered genes reduced between 48 h and 15-day withdrawal in Exc-1. 

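At an unadjusted p below 0.05, Exc-1 had 759 genes at 48 h and 668 at 15 days, of which 1 and 175 were called, and without library 9 17 were called at 15 days. The gene called at 48 h was Grp, named after its value was seen, at 41.1 and 34.3 CPM in cocaine libraries 6 and 8 and at 3.76 and 8.49 CPM in saline libraries 5 and 7 (log2 fold change 2.1, adjusted p = 0.0301 from edgeR).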

Overall, excitatory neurons located in deeper cortical layers (L5, L6) were affected more during withdrawal, especially between 48 h and 15-day (Supplementary Fig. 9c).

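Of the subtypes with deep layer genes, those with high Etv1 or Foxp2, Exc-7, Exc-8, Exc-10, Exc-12 and Exc-13, had 162, 163, 2, 81 and 147 called genes at 15 days. Those with high Cux2, Exc-2, Exc-3, Exc-4 and Exc-6, had 152, 92, 133 and 141. Of the other subtypes, Exc-1, which the paper's Supplementary Fig. 2d places in L2/3, had 175, the highest number, and Exc-5, Exc-9 and Exc-11, which it places in L5 or L6, had 98, 82 and 71. The numbers of the layers overlap, and whether they differ was not tested.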

The orders of engagement and degrees of response of each cell subtype likely predict their primary, secondary or tertiary role in behavioral adaptation in addiction. Furthermore, it likely indicates that neural regulation (transcriptional) during maintenance is largely operated by the basal ganglia, and only withdrawal induces greater cortical involvement. Notably, progressive engagement of the deeper PFC layers (L5-6) upon withdrawal might explain psychomotor aspects of drug withdrawal and would be consistent with symptoms seen in humans^44^.

We also find that transcriptional changes induced by cocaine in PFC are cell type specific. 

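At 15 days the 1499 called pairs fall on 369 different genes, of which 113 (30.6%) were called in 1 subtype and 131 in 5 or more. Between a pair of subtypes the share of called genes in common had a median of 32.0% and reached 51.9%. In the paper's Supplementary Data 7 the 621 pairs of this time point fall on 214 genes, of which 102 (47.7%) are listed for 1 subtype and 36 for 5 or more, and the median share in common is 26.2% (3.60% to 64.7%). Of the pairs called here, 577 are in 86 genes that also differ between libraries 11 and 12 and between P21 libraries.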

A low overlap of commonly affected genes among the different cell subtypes indicates that expression of distinct genes is impacted in individual cell types (Fig. 6e). The effects are most prominent at the 15-day withdrawal time point (Fig. 6e).

A very subtle impact of this IVSA regimen can be observed in few inhibitory neuron subtypes (Supplementary Fig. 9d). However, these observations are limited by the low abundance of the inhibitory cell populations and are consequently difficult to interpret. 

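Over all inhibitory neurons, 0 genes were called by edgeR at maintenance, with 355 of 8679 at an unadjusted p below 0.05; DESeq2 called 0, with 187 at an unadjusted p below 0.05. At 48 h 1 gene was called, Pax6 (ENSMUSG00000027168, chromosome 2), named after its value was seen, at 48.0 CPM in library 8 and 10.6 CPM in library 6, the cocaine libraries, and at 2.16 and 2.1 CPM in saline libraries 5 and 7 (log2 fold change 4.06, standard error 0.719, adjusted p = 0.0478 from edgeR). Library 8 gave 50 Pax6 UMIs and library 6 gave 3. Of the 152 inhibitory neurons of library 8, 58 were of Inhib-3, against 4, 1 and 1 such cells in libraries 5, 6 and 7. Which clusters held the Pax6 UMIs was not examined. An effect of cocaine and the make-up of library 8 therefore cannot be told apart for Pax6. DESeq2 called 1 other gene, lower in cocaine. Another gene lies within 300 bases of the end of Pax6, and without library 6 42 genes were called. At 15 days 73 genes were called, 54 higher and 19 lower in cocaine, but 3 without library 9 and 11 without library 11, and DESeq2 called 4. The largest changes with libraries that did not overlap were in Med9 (2.1), Ccdc85b (2.06) and Fbxl15 (1.76), higher, and in Ifitm3 (-2.46) and Trf (-2.41), lower. Trf had 8129 CPM in P60 saline oligodendrocytes, against 18.3 CPM in inhibitory neurons, and Ifitm3 is uncertain because it has a near-identical copy.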

A limited impact on non-neuronal populations was also observed, with the endothelial cells most affected, followed by oligodendrocytes. 

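At maintenance, edgeR called 0 genes in endothelial cells, 0 in mature oligodendrocytes and 5 in microglia: Mrc1, F13a1, Ms4a7, Cd209a and Clec4n, all lower in cocaine, named after their values were seen. Mrc1 (ENSMUSG00000026712, chromosome 2) had 1 UMI in each of cocaine libraries 1 and 4, and 33 and 17 UMIs in saline libraries 2 and 3 (adjusted p = 0.00559 from edgeR). The other genes had 0 UMIs in both cocaine libraries and at least 12 in each saline library. How many cells of the cluster held these UMIs was not examined. A change within microglia and another make-up of the microglia cluster therefore cannot be told apart. Without library 1 0 genes were called there. Over the 3 types that could be tested at maintenance, 833 of 21687 tests had an unadjusted p below 0.05 and DESeq2 called 7, of which 4 in mature oligodendrocytes and 3 in microglia. At 48 h 2 genes were called in endothelial cells, Cdkn1a and Hbegf, both higher in cocaine, and 2 in oligodendrocyte precursors, Frzb higher and Rasl11a lower. At 15 days 14 genes were called in endothelial cells, 17 in mature oligodendrocytes and 5 in oligodendrocyte precursors.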

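Over the 6 non-neuronal types, 4 genes were called at 48 h and 39 at 15 days, with 1666 and 1814 of 38610 tests at an unadjusted p below 0.05; DESeq2 called 7 and 16. Without library 6 the count at 48 h rose to 47, and without library 9 that at 15 days fell to 11, while without library 12 it rose to 381. In mature oligodendrocytes at 15 days Cck (log2 fold change 2.17, adjusted p = 1.8e-07 from edgeR), Tomm20 (1.92) and 2310036O22Rik (1.86) were higher, and in endothelial cells Dnlz (1.68), 2310036O22Rik (1.66) and Pop5 (1.30); all of these also differ between libraries 11 and 12.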

Interestingly, contrary to neurons, non-neurons were impacted most strongly at 48 h time point and subdued at 15-day in general (Supplementary Fig. 9d).

Since excitatory neurons exhibit the most significant changes during IVSA, particularly at 15-day of drug withdrawal, we performed pathway analysis to identify the cellular functions affected by the transcriptional changes (Fig. 6f). A greater impact was observed on some subtypes, such as Exc-2, 6, 7, 8, and 10, as indicated by more enriched pathways impacted and/or higher significance (Fig. 6f). Exc-6 and Exc-2 are of L2/3 while Exc-8, 7, and 10 are L5 (Fig. 2a, d). Key neuronal functions like axon guidance, gap junction signaling and vesicular trafficking (clathrin mediated endocytosis) are all affected in these five excitatory neuron clusters that can impact structural as well as electrical properties (through gap junction) of synapses. Additional pathways that can support plasticity are also affected in subtypes Exc-7 and 8 (example: ephrin, integrin, Rac, Gastrin/Cck and ultimately, even synaptic LTP), suggesting their greater involvement (Fig. 6f).

However, the most significantly affected pathways across all these excitatory populations were oxidative phosphorylation, mitochondrial function and sirtuin signaling (Fig. 6f). 

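The set of 83 to 85 oxidative phosphorylation genes was shifted in 0 of the 13 excitatory subtypes at 15 days by limma's camera with a preset correlation of 0.01. The lowest unadjusted p was 0.00836, in Exc-10, where 67 genes were higher and 18 lower in cocaine (adjusted p = 0.0848). The other subtype with an unadjusted p below 0.05 was Exc-3, in the opposite direction, with 17 genes higher and 67 lower and the same adjusted p. The medians of the log2 fold changes ran from -0.08 to 0.08, and 12 pairs of a gene of the set and a subtype were called. With the correlation estimated from the data and with fry, 0 subtypes had an unadjusted p below 0.05. Leaving out library 10 gave 4 subtypes with a shift. On counts simulated for Exc-6, a shift of all 85 genes by 0.1 on the log2 scale was found in 20 of 20 draws, at an unadjusted p below 0.05. Genes were drawn independently of each other, so the draws can overstate the power for real genes that vary together. They do not give the power at the adjusted p used for the subtypes. Other subtypes were not simulated, so these draws do not give the power there. At maintenance the set was shifted downward in 3 of 11 subtypes and at 48 h in 5 of 12 with the preset correlation, and in 0 with the estimated one and with fry. The paper's pathway analysis took the genes called in cells, and from its result the paper proposes a metabolic and bioenergetic shift of the affected neurons.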

Oxidative phosphorylation is pivotal in fueling pre- and post-synaptic processing^45^, whose alteration impacts mitochondrial function, which in turn affects the sirtuin pathway^46^. These results suggest that neuroadaptations associated with addiction induces a strong metabolic and bio-energetic shift in the affected neuron populations. This is a fundamental difference from adaptive neuroplasticity of adolescence, where structural changes in neurons/synapses appear to play a more predominant role in neuroadaptation with altered oxidative phosphorylation, although affected, play a secondary role (Fig. 4e).

Interestingly, we found that the most strongly impacted subtypes in pathway analysis, Exc-5, 7, and 8, also express D1 dopamine receptor (*Drd1*) (Supplementary Fig. 9e), and therefore can directly respond to dopamine. 

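Drd1, listed in the files as Drd1a (ENSMUSG00000021478, chromosome 13), was at 25.6 CPM in Exc-5 and 17.6 CPM in Exc-7. At least 1 UMI of it was found in 23.8% of Exc-5 cells (median of 11035.5 UMIs per cell), 22.1% of Exc-7 cells (median 15908) and 12.5% of Exc-8 cells (median 19209), against 0.449% of endothelial cells (median 3868) and 0.276% of microglia (median 2455.5) as background. With every cell thinned to 2000 UMIs, the shares were 5.21%, 3.09% and 1.58%, with 0.169% and 0.151% in endothelial cells and microglia.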

*Drd1*is also expressed by Exc-12 and 13 (Supplementary Fig. 9e) which are moderately impacted (enrich oxidative phosphorylation or mitochondrial function pathways). Thus, it is likely that one or more of these PFC neuron subtypes (5 out of 13 excitatory) respond to dopamine released from midbrain projections and participate in reward processing in conjunction with regions like the VTA and NAc. Collectively, our data suggest that the impact of cocaine in PFC is highly cell subtype-specific and temporally regulated. 

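In Exc-12, 12.2% of cells (median of 7511.5 UMIs per cell) and in Exc-13 11.6% (median 11107) had a Drd1a UMI, and 4.12% and 2.28% after thinning. Exc-9 had 8.09% (median 14620.5), or 0.851% after thinning, Exc-4 had 1.61%, or 0.518%, and the remaining subtypes at most 0.813%, near the background of the non-neuronal types, 0.449% in endothelial cells (median 3868).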

Our data also suggest that adaptive and induced neuroplasticity may involve distinct mechanisms of transcriptional adaptations across different cell types of the PFC.

### Data Visualization

Data presented in this manuscript can be visualized and browsed at the following website: https://www.zhanglab.tch.harvard.edu/neuro-group/PFCExplorer

## Discussion

In this study, using scRNA-seq, we revealed the identity of the many discrete cell types in mouse PFC and defined their unique transcriptional features. We demonstrated how widespread transcriptional adaptations occur in each cell type in early postnatal life during spontaneous experience-dependent plasticity, as well as in later life under a compulsive cocaine addiction conditions. Comparative transcriptome analysis revealed critical insights into the functional implications of these transcriptional adaptations, potential epigenetic mechanisms underlying the changes, and how disruption of the process may contribute to major neuropsychiatric disorders.

The PFC displays rich cellular heterogeneity. As expected in cerebral cortex, we identified 8 broad cell types in PFC (including the excitatory neurons, inhibitory neurons and the different non-neuronal populations) (Fig. 1). The excitatory neurons could be broadly classified into 13 clusters, which could be further separated into 26 clusters with higher resolution. When compared with ALM and VISp, the PFC neuron subtypes exhibit highly distinct transcriptional properties. Compared to the excitatory neurons of VISp and ALM, the PFC has 5 (PFC9, 15, 16, 17) and 2 (PFC7 and 14) unique neuron subtypes respectively (Fig. 3c), which can be identified using distinctive markers (like *Nnat* or *Rspo2*) (Supplementary Fig. 4c, d). Even between the similar cell clusters in VISp and ALM, several hundred genes are still differentially expressed in PFC. Based on prior studies that demonstrated prominent transcriptional differences between the two geometric poles of the cortex (i.e., anterior and posterior)^47^, a difference between PFC and VISp may be expected. However, the ALM, which is anatomically adjacent to the PFC, still exhibited marked differences in transcriptional features. Thus, in the cortex, in addition to the anatomic location, function and/or network connectivity appear to play an important role in deciding the transcriptional fate of an excitatory neuron.

For inhibitory neurons, which are far less abundant, broad clustering detected 12 distinct subtypes. Prior studies indicate that inhibitory neurons show uniform molecular features even between distant cortical areas^14^. In general, our results are consistent with these observations. In addition to detecting the most abundant subtypes (eg. *Sst*, *Pvalb* or *Vip*)^14^, we have detected and identified distinctive or combinatorial markers for at least four less abundant subtypes (Inhib-3, 7, 8, and 12) (Fig. 2g, Supplementary Figs. 3b, c). Further characterization of these distinct subtypes in future may reveal more PFC-specific functional (or pathological) features.

Psychiatric disorders are complex, poorly understood and mostly incurable^7^. Often, they are even difficult to definitively diagnose. Genome wide association studies (GWAS) have linked these disorders to a group of genes^41^. However, a causal relationship between a gene function and a disorder, as well as the underlying mechanism is difficult to establish. Furthermore, it is also unrealistic to perform transgenic animal-based studies on the large number of associated genes without building strong hypotheses. We demonstrate in this study that with the power of single cell analysis, the cellular basis/target of each GWAS mutation can be determined. Cell type- or neuron subtype-specific expression pattern of a disease-relevant gene can be determined by performing scRNA-seq of brain samples collected from animal models and postmortem human. A patient with a particular disorder can be diagnosed based on the specific disease-related mutation identified by sequencing of genomic DNA isolated from blood sample or oral swab. Thus, with knowledge of the cellular basis of pathogenesis, understanding of the disease mechanisms/manifestation, progress and targeted cell-type specific therapy can be developed/executed. This can be a remarkable step forward in heterogeneous tissues such as brain where distinct neighboring cell types can have discrete functions.

Our integrative analyses have allowed us to: (a) identify disease-relevant cell types for a disorder; (b) identify unique dysfunctions in individual cohorts (due to impact on very specific subtypes); (c) deduce a potential functional basis of a disorder (such as excitatory/inhibitory balance^48,49^, lack of myelination^50^ etc.) based on the cells affected. This will contribute not only to our understanding of disease mechanisms, but also design of more specific therapeutic strategy.

For some conditions, such as schizophrenia, bipolar disorder or autism, strong influence on excitatory or inhibitory neurons were observed; while for some other disorders (eg. bipolar or Alzheimer’s), non-neuronal cells have equal or even greater contribution (Fig. 5d). It is now appreciated that many psychiatric disorders may emerge from dysfunctions of non-neuronal cells, which cause disruptions of major support systems like myelination or blood-brain barrier. More research in this area is essential in future for better mechanistic understanding.

Adolescence is known to be a major landmark of postnatal PFC maturation. Many psychiatric disorders associated with genetic defects surface during adolescence^10^. Yet which type of cells in PFC exhibit transcriptional dynamics during this period, and by what means, have remained unknown. Interestingly, we find that every PFC cell type undergoes substantial transcriptional changes during this period. While excitatory neurons show more widespread changes than inhibitory neurons, the lower abundance of the later underpowering the differential gene expression analysis cannot be fully omitted as a possibility. Although we could generate 26 “high resolution” clusters for excitatory neurons, we performed gene expression analyses using the 13 “low resolution” clusters for a better power and higher accuracy to determine differential transcription.

Transcriptional changes affecting multiple common signaling pathways (like Rho, Rac, integrin, ephrin etc.) across most excitatory neuron subtypes during adolescence strongly implicate widespread structural plasticity (of axons, dendrites and synapses) during this stage (Fig. 4e). However, many cells also undergo modulation of specific pathways characteristic of their own subtype. For example, Exc-7 and 8 undergo modulation of dopamine receptor signaling (Fig. 4e). Indeed, both subtypes show *Drd1* expression and undergo strong transcriptional modulation in subsequent cocaine IVSA experiment (Supplementary Fig. 9e). These findings align with preexisting notion that exposure to addictive substances during adolescence can impair PFC maturation, and open doors for more precise mechanistic and therapeutic studies^51^.

Similarly, based on transcriptional modulation of key GWAS candidates, target cell subtypes can be identified for mechanistic or therapeutic studies in various neuropsychiatric disorders. For example, Exc-13 records highest number of altered GWAS candidate genes in schizophrenia (Fig. 5e), and many genes like *Hs3tst5* (<−4 fold), *Kif5c* (<−2 fold) or *Wwox* (>1.5 fold) are regulated in this subtype during adolescence, suggesting a vulnerable neuron subtype in schizophrenia pathogenesis.

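In Exc-13, Hs3st5 (ENSMUSG00000044499, chromosome 10 from 36226620 to 36554203), printed in the paper as Hs3tst5, fell from 27.4 ± 3.49 CPM at P21 (SD, n = 3 libraries) to 6.97 ± 1.89 CPM at P60 (n = 6), a log2 fold change of -1.72 (standard error 0.221, adjusted p = 1.4e-05 from edgeR). Kif5c went from 269 ± 76.2 to 178 ± 28.5 CPM, a log2 fold change of -0.56 (standard error 0.150, adjusted p = 0.00960), below the 1.5-fold minimum. Wwox (ENSMUSG00000004637, chromosome 8) rose from 29.5 ± 3.61 to 82.5 ± 18.7 CPM (1.46, standard error 0.175, adjusted p = 6.5e-06). Hs3st5 was called lower in 4 of the 5 excitatory subtypes tested, Kif5c in 3 of 13, and Wwox higher in 6 of 10. The paper proposes from such genes that Exc-13 is vulnerable in schizophrenia.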

Less is known about cell type-specific regulation of the neuronal epigenome in later postnatal life. Interestingly, we find that the widespread gene regulation is accompanied by differential expression of several histone modifying enzymes or enzyme-complex members in PFC (Fig. 4f, Supplementary Fig. 6c). Each subtype regulates a combination of these (few common and many unique), with both activators and repressors. Therefore, it is plausible that cell-type specific combinations of locus-specific regulators modulate broad transcriptional changes in each subtype. Prior studies show that cortical DNA methylation takes place during postnatal 1–4 weeks^40^. Thus, while histone modifiers are clearly predominant regulators, a marginal role of DNA methylation in some of the initial impact of P21→P60 cannot be fully ruled out.

Although occurring much later in life, transcriptional changes from cocaine-induced plasticity is still significant and impacts multiple neuron subtypes. Interestingly, the impact is negligible during maintenance and dramatically increases during prolonged drug withdrawal. This implies that acquisition of reward possibly has a greater impact on basal forebrain structures of the reward circuit like the nucleus accumbens, and a craving response upon withdrawal greatly engages the PFC. Although never studied at single cell resolution, prior human studies have predicted such possibilities^52^. Importantly, our study provides evidence that PFC, unlike other brain regions, retains significant plasticity much later in life, and cell type-specific transcriptional responses can adapt to stimuli such as cocaine withdrawal.

At the maximum impact upon 15-day withdrawal, we detected strong response in some excitatory subtypes such as Exc-6, 7, 8, and 13 (Fig. 6d). Interestingly, some of them (Exc-7, 8, and 13) express dopamine receptor *Drd1* (Supplementary Fig. 9e) and may be directly responsive to dopamine released by VTA neurons projecting to PFC. The selective role of these subtypes is further supported by the fact that some other *Drd1* expressing subtypes (eg. Exc-5 or 12) do not show a strong response to cocaine. While further study is needed to demonstrate functional involvement of the specific subtypes, the findings support the existence of specific neuron subtypes in PFC that contribute to the process of drug addiction. Further characterization of these specific neuron populations in future will help not only in understanding the mechanisms, but also in developing targeted therapies for drug addiction.

Notably, transcriptional changes associated with adolescence showed distinct functional differences relative to that induced by cocaine. While adolescence broadly invoked structural plasticity of axons and synapses, cocaine predominantly altered metabolic parameters to support synaptic potentiation (Figs. 4e, 6f). However, despite such differences, some common subtypes (like Exc-8 or 13) were strongly induced in both events. This may imply that there are fundamental differences of mechanisms/response underlying naturally adaptive and externally induced plasticity. However, the age difference between the two models (adolescence- P21 and cocaine starting at P60), which can naturally impact the basal adaptability/plasticity of the brain may also have some contribution towards the difference. That cocaine alters oxidative phosphorylation and other metabolic parameters in PFC has been observed in prior human studies^53^, we reveal that this function is altered only in specific cell types. However, it should be noted that upregulation of pathways like sirtuin signaling, mitochondrial function and oxidative phosphorylation also contribute to neuronal stress. This can in turn cause excitotoxicity and deterioration of neural health and excitability that eventually resulting in a long-term deleterious effects of drug addiction.

Collectively, these cocaine-taking associated transcriptome changes provide supporting evidence that cocaine-taking does have an impact on the transcriptome of the adult PFC and that the impact could be variable across different neuron sub-types. Importantly, this paradigm demonstrates the degree of transcriptional adaptability that different neuron subtypes retain even in the adult PFC. However, it must be noted that there are many factors modulating drug self-administration^54^, and further studies are needed for a complete understanding of neural mechanisms underlying the pathogenesis of voluntary drug taking.

While transcriptional changes are inevitable for the continuously adapting PFC neurons, it is essential to relate these adaptations to functional implications. Several genes altered in both paradigms (adolescence and cocaine-taking) bear strong testimony to functional implications and thus are worth to be explored further in the future. For example, *Marcksl1*, whose expression is dynamically regulated during adolescence (Supplementary Fig. 5a–c), is highly expressed in P21 when key functions involving this gene, such as cytoskeletal regulation, protein kinase C signaling or calmodulin signaling^55^, are on the rise. 

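Marcksl1 was called lower at P60 in all 13 excitatory subtypes, with log2 fold changes from -6.29 to -1.49 and a median of -3.78. It was also lower in each of the 7 cell types that could be tested as a whole, by -2.85 to -1.26.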

While there are limited studies on the role of this protein in CNS neurons, strong functional implications emerge from this correlation. Similarly, *Ptgds* upregulated at P60 (Supplementary Fig. 5d), is believed to have neurotrophic function^56^ and high frontal lobe expression^57^, yet little understanding of its specific function, particularly within this time window, is available.

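Over the 10 excitatory subtypes in which Ptgds was tested, its log2 fold change was above 0 in all, from 0.76 to 2.55, and 1 subtype was called. In mature oligodendrocytes it rose from 1939 ± 1788 CPM at P21 (SD, n = 3 libraries) to 21497 ± 5281 CPM at P60 (n = 6), a log2 fold change of 3.38 (standard error 0.638, adjusted p = 0.00907 from edgeR).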

On the other hand, several altered genes in P21-P60 that were detected in GWAS for example, *Ddn*^58^, *Slc17a6*^59^ or *Penk*^60^ imply direct association with major neuronal functions. Similarly, several genes implicated in cocaine withdrawal for example, *Nrgn*^61^, *Cck*^62^ or *Rab3a*^63^ (which also change in more than one cluster) have widely known neuronal function. 

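Ddn (ENSMUSG00000059213, chromosome 15) was called lower at P60 in 7 of the 12 excitatory subtypes tested, and in Exc-8 it fell from 101 ± 6.20 CPM (SD, n = 3 libraries) to 55.7 ± 8.04 CPM (n = 6; log2 fold change -0.77, standard error 0.132, adjusted p = 0.000116 from edgeR). Slc17a6 was called in 1 of 5 subtypes, Exc-8, where it fell from 8.17 ± 0.976 to 2.05 ± 1.31 CPM (-1.56, standard error 0.355, adjusted p = 0.00166). Penk (ENSMUSG00000045573, chromosome 4) was called lower in 3 of 5, and in Exc-2 it fell from 30.9 ± 11.2 to 4.05 ± 6.25 CPM (-3.53, standard error 0.603, adjusted p = 0.00196).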

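At 15 days of withdrawal, Nrgn (ENSMUSG00000053310, chromosome 9 from 37352078 to 37360330) was at 1403 ± 66.8 CPM in cocaine and 687 ± 109 CPM in saline libraries in Exc-13 (SD, n = 2 each), a log2 fold change of 1.06 (standard error 0.131, adjusted p = 4.2e-07 from edgeR). It was called in 10 of the 13 excitatory subtypes, with changes from 0.70 to 1.19. Cck (ENSMUSG00000032532, chromosome 9 from 121398943 to 121404807) was at 327 ± 68.8 and 78.1 ± 29.3 CPM in Exc-13 (2.19, standard error 0.196, adjusted p = 3.5e-08) and was called in 3 of 13. Rab3a (ENSMUSG00000031840, chromosome 8 from 73278578 to 73282576) was at 2769 ± 41.6 and 1752 ± 536 CPM in Exc-8 (0.70, standard error 0.182, adjusted p = 0.0398) and was called in Exc-6 and Exc-8. With each library left out in turn, these changes stayed between 0.91 and 1.22, 1.74 and 2.51, and 0.40 and 1.07. Nrgn and Cck are among the 106 genes that also differ between saline libraries 11 and 12 and between P21 libraries. With a score of that difference as a covariate, chosen after the data were examined, the adjusted p of both in Exc-13 was 0.819 from edgeR. The change of Rab3a in Exc-8 was then -0.13. The score is built from the levels of such genes in endothelial cells. It was 0.767 and 0.681 in cocaine libraries 9 and 10 and -0.288 and 0.274 in saline libraries 11 and 12. Because it separates cocaine from saline at 15 days, the covariate removes part of that contrast by construction. These values therefore cannot decide between a technical difference and cocaine. The interaction test of the 3 time points called Cck (adjusted p = 0.00485 from edgeR) and Nrgn (adjusted p = 0.0102) in Exc-13. At maintenance and at 48 h, the changes were -0.05 and 0.28 for Nrgn, -0.06 and -0.25 for Cck in Exc-13, and 0.17 and 0.19 for Rab3a in Exc-8, none of them called. Other genes lie within 300 bases of the ends of Nrgn and Rab3a. Mature oligodendrocytes at 15 days had levels of Cck near those of Exc-13, 319 CPM in cocaine and 73.5 CPM in saline libraries. Their log2 fold change of Cck was 2.17. Free RNA of other cells was not weighed for Cck, so a change in Exc-13 itself was not shown apart from it.

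**Figure D2:**
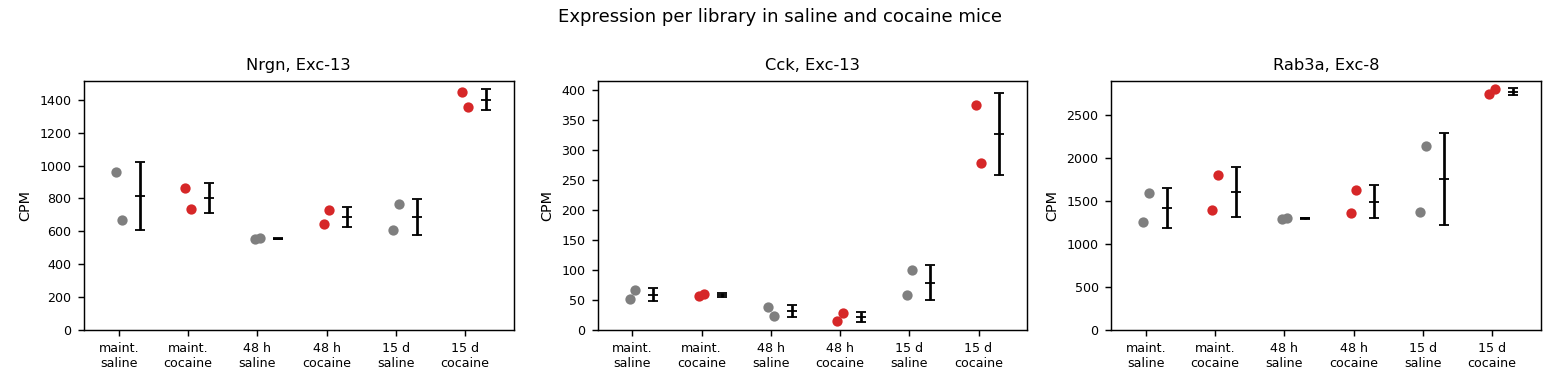
Expression per library in CPM in saline and cocaine mice at the end of maintenance, at 48 h and at 15 days of withdrawal, for Nrgn and Cck in Exc-13 and Rab3a in Exc-8. Points are libraries and bars are mean ± SD of 2 libraries; at 15 days both cocaine libraries lie above both saline libraries.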

Knockout mouse models of these genes exhibit characteristic neurological functional deficits (*Rab3a*^63^, *Penk*^64^ or *Cck*^65^). Thus, our current study shed light on the potential cellular mechanisms of the neurological defects.

In summary, our study presents a comprehensive account of the widespread transcriptional dynamics in the postnatal PFC. It documents cell type-specific transcriptional adaptations across the PFC under two crucial conditions: adolescence and drug addiction. Results from this study reveal insights into the cell subtypes and molecular pathways that likely play an important role in a broad range of cognitive and psychiatric disorders related to PFC, paving the way for not only advanced mechanistic understanding but also highly targeted therapeutic designs in the future.

## Methods

### Animals

The animal use and experiments were conducted in compliance with the institutional IACUC Committee (of the HCCM). All male mice were used in the current study. For the P21 data collection, 4 mice were used. For the cocaine IVSA, 12 mice were used in each group (saline and cocaine). Each biological replicate was generated by pooling brain tissue from two mice.

### Tissue collection and library preparation

Twelve independent biological replicates were performed, with brains from two mice used in each replicate. For single cell dissociation, the mice were anesthetized with isoflurane and the brains were dissected and transferred into ice-cold Hibernate A/B27 medium (60 ml Hibernate A medium with 1 ml B27 and 0.15 ml Glutamax). The brains were sliced into 0.5 mm slices in ice-cold Hibernate A/B27 medium with brain matrix and the prefrontal cortex (PFC) was removed from each slice under dissection microscope. PFC tissues from two mice were pooled and dissociated into single-cell suspension. Briefly, the tissues were cut into small pieces and incubated in papain solution (Hibernate A-Ca medium with 2 mg/ml papain and 2X Glutamax) at 30 °C for 35 min with constant agitation. After washing with 5 ml Hibernate A/B27 medium, the tissues were triturated with fire polished glass Pasteur pipettes in 2 ml Hibernate A/B27 medium to release single cells, which was repeated for another two times. The 6 ml single-cell suspension was pooled and loaded on a 4-layer OptiPrep gradient and centrifuged at 800 g for 15 min at 4 °C to remove debris. The cells were then washed with 5 ml Hibernate A/B27 medium followed by 5 ml DPBS containing 0.01% BSA. The cells were spun down at 200 g for 3 min and re-suspended in DPBS containing 0.01% BSA. A 10 μl aliquot was stained with Trypan Blue and cell number was counted. For single-cell RNA-seq, the cells suspension was diluted to 300–330 cells/μl and captured with 10X Chromium platform (10X Genomics, CA). Reverse transcription, cDNA amplification and library preparation were performed according to the protocol from the manufacturer.

### Preprocessing of single-cell gene expression data

Raw reads were pre-processed using the cellranger software (v.1.3.1)^66^. The “cellranger mkfastq” command was used to demultiplex the different samples and the “cellranger count” command was used to generate the gene-per-cell expression matrices for each sample by aligning the reads to the mm9 genome and quantifying expression of the Ensembl genes (Mus musculus NCBIM37 release 67). In total, 12 single-cell gene expression matrices corresponding to the 12 biological replicates were generated.

Single cell RNA-seq data was mainly analyzed by R package Seurat (v2.1.0)^17^. Briefly, all the expression matrices of the 12 samples were merged into a global Seurat object using the “MergeSeurat” function. The gene expression profile of each single cell was then normalized to counts per-million (cpm) and natural log transformed. As an initial quality control, cells that: have a potential mitochondria contamination (>10% of their total transcripts from mitochondrial transcriptome) or likely represent double-droplets (cells expressing more than the 99th percentile of the number of genes, 4766 genes) were removed. Abnormally high mitochondrial mRNA is an indication of dead or dying cells. Incorporation of these cells into the analysis can skew the results and introduce errors in detection of differentially expressed genes. Accordingly, it becomes a routine QC practice to filter out these cells in data analysis^67,68^. Since previous studies have showed that neuronal cells have a higher number of mRNAs (UMI) and genes expressed than that of non-neuronal cells^69,70^, which was confirmed in our dataset (Supplementary Fig. 1b), we decided to filter cells using ≥800 genes/cell for non-neuronal cells, and ≥1,500 genes/cells for neuronal cells. We also removed all the mitochondria genes and ribosomal genes in the analysis. In total, an expression matrix including 20,718 genes and 27,702 cells was used. After clustering and manual assessment of double droplets a total of 24,822 cells were retained (11,886 saline and 12,936 cocaine).

### Broad clustering analysis and t-SNE plot generation

To remove any potential batch effect between saline and cocaine samples, we run the CCA analysis^17^. Saline and cocaine cells were first grouped into different Seurat objects. For each object, genes showing a dispersion (variance/mean expression) larger than two standard deviation away from the expected dispersion were selected as variable genes using the Seurat function “FindVariableGenes”. To run the CCA analysis, we selected the common variable genes between the top 2000 variable genes in saline and cocaine samples. Next, CCA analysis was performed by calling the functions “RunCCA” and “AlignSubspace”. The aligned canonical correlation vectors showing a biweight midcorrelation ≥ 0.15 were selected to generate the t-SNE plots. For broad cell classification (Fig. 1b), we generated an initial set of 32 clusters using the first 12 aligned canonical correlation vectors by calling the “FindClusters” function. Clusters were then aggregated into the global families using the expression of known markers (Fig. 1d).

### Generation of the excitatory neuron clusters

The excitatory neurons were classified using two levels of hierarchy. The first level captures the main canonical cell types and the second level captures more specific subpopulations. To generate the canonical cell types, we first generated an initial set of clusters using the “FindClusters” function with a resolution of 2. Then, we gradually merged similar clusters until no clusters could be merged using the “ValidateClusters” function. Briefly, a pair of two clusters were merged into one cluster if: (1) it showed a mean graph connectivity larger than 90% of all pairwise clusters connectivity in the constructed Shared Nearest Neighbor (SNN) graph; and (2) if the linear-SVM classifier has <90% accuracy in segregating between the two clusters using the top 100 genes from the first 5 PCs as features.

### Identification of cluster markers

The cluster-specific markers were identified by detecting the differentially expressed genes between the given cluster and the other clusters. Specifically, the cluster markers were calculated by using a Bonferroni-corrected negative binomial generalized linear model (*FindAllMarkers* function of the Seurat package, test.use = “negbinom”) while controlling for the number of UMI in each cell, the percent of mitochondrial genes, and sample-to-sample variation.

### Fluorescence in situ hybridization

Mice were trans-cardially perfused with ice-cold PBS followed by ice-cold 4% PFA. Brains were harvested and incubated overnight in 4% PFA at 4 °C. Brains were cryopreserved in 30% sucrose solution in PBS at 4 °C. Sections were cut at 14–20 µm. Multi-channel fluorescence in situ hybridization was performed using RNA-Scope reagents and protocols (ACD Bioscience, CA) following manufacturer’s instructions.

### Functional enrichment analysis

The functional enrichment analysis was performed using IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis)^71^. Analysis was performed for each cluster with a cutoff of FC > 1.5 and *q*-value of 0.05 for the regulated genes. Analysis was conducted under “canonical pathways” and “disease and functions” that annotate all GO pathways in IPA. A right-tailed Fisher exact test p-value cutoff of at least 0.05 was applied in reporting any significantly enriched functional pathway. The associated GO and pathway enrichment plots were generated using the ggplot2 package.

### Generation of t-SNE plots and heatmaps

The significant PCs (*p*-value < 1e-3, determined by JackStraw method in Seurat package) were used to generate the two-dimensional t-Distributed Stochastic Neighbor Embedding (2D t-SNE) which projects the data into a 2D-space. Heatmaps were generated using the R/Bioconductor package ComplexHeatmap^72^ or the pheatmap R package. All the other plots were generated using the ggplot2 package (Wickham 2009). The circular heatmap in Fig. 5d was generated by calculating the percent of the cluster- and cell-type specific GWAS genes in a specific disease to the total number of GWAS genes to that disease and presented using the circlize package^73^.

### Corresponding cell clusters between PFC, VISp, and ALM

To detect similar cell sub-types between PFC and the other cortical regions, we compared PFC with VISp and ALM cell clusters independently. Since the two datasets were sequenced at different depths, conventional correlation analysis can lead to inconsistent results. We thus first used canonical correlation analysis (CCA)^17^ to find a projection space that maximize the correlation between the two samples so that batch effect can be removed. We then built a similarity network between the cells using the first 20 aligned canonical correlation vectors. The MetaNeighbour method^74^ was used to perform neighbor voting and the degree of similarity between PFC and VISp or ALM cell subtypes were calculated. If two clusters had a similarity degree ≥90% we considered them to be similar, and they are clustered together (Fig. 3c). Clusters that showed <90% similarity to any cell-type from the other cell population were considered as unique (highlighted in bold and marked by * in Fig. 3c).

### Detecting differential gene expression PFC vs. VISp or ALM

As the canonical correlation analysis (CCA) can only present cells into another projection space that brings similar cells into near proximity, it does not correct the gene expression between two datasets. Hence, we tried to find non-batch related differentially expressed genes between similar cell-types in PFC and the other brain regions. Each group in Fig. 3c was processed separately. For each group, PFC cells were merged together and the corresponding cells from the other tissue were merged together. Then, the ‘multiBatchNorm” function of the scran R/Bioconductor package^75^ was used to rescale the datasets to similar sequencing depth. Then, differential gene expression analysis was performed using a likelihood-ration test^76^ (Seurat function “FindMarkers” with parameter test.use = “bimod”).

### Comparison between PFC cells of P21 and P60 mice

Before assessing the correspondence between P21 and P60 cells, we first filtered the P21 data set. After removing low quality cells (<800 detected genes and cells having >10% mitochondria transcriptome) and double-droplet cells, a total of 10,646 high quality cells were obtained from P21 PFC.

A CCA analysis was performed to align the P21 on top of the P60 cells. To assign cell identity to the P21 cells, a bootstrapped correlation analysis was performed. Briefly, the top 100 genes with the highest CC score from each of the first 20 CC were selected and merged together to get a list of 943 genes. Then, 100 bootstrapped correlations were run. In each iteration, we randomly selected 80% of the 943 genes and calculated spearman correlation (to limit the bias induced by different sequencing technologies). Next, each P21 cell was assigned to a cluster in which it showed >50% similarity probability. Only 9.1% of the P21 cells did not show a high similarity to the PFC cells. When we checked their distribution in the t-SNE they showed a random localization in the t-SNE plot indicating that they couldn’t be faithfully classified due to technical issues rather than representing new cell-types. The differentially expressed genes between P21 and P60 cells for each cluster was performed using the “FindMarkers” function from the Seurat package using a likelihood ratio test and correcting for the number of detected UMI bias.

### Association of GWAS genes to cell clusters

To identify the GWAS candidates that show a specific enrichment pattern in the different cell subtypes, we first downloaded a list of GWAS candidate genes and their associated disease from the NHGRI-EBI GWAS catalog (version 1.0.2)^77^. We only considered the GWAS genes that have an exonic mutation and which have been detected by published studies that pass the NHGRI-EBI GWAS catalog eligibility criteria To detected GWAS genes that show a specific enrichment pattern, we used the following two criteria: (i) the genes should show a non-uniform expression along all the clusters (Shanon-entropy based test, RNentropy package^78^, *p*-value < 1e-5), ii) the cells expressing the gene should be concentrated in subset of clusters and not scattered along all the clusters in a uniform manner Shanon-entropy based test, RNentropy package, *p*-value < 1e-8) The second criteria enables us to detect potential false-positive genes that broadly expressed by showing a variability in their expression along the cell-types. To annotate the enriched (1) or non-enriched (0) clusters for each of the non-uniformly expressed genes, we ranked the clusters by their increasing expression and the clusters having an average expression larger than knees value in the plot were selected (kneepointDetection method, SamSPECTRAL package^79^). To avoid outlier effect, the mean expression of each cluster was calculated using cells with an expression value <99^th^ percentile for each gene.

### Detection of genes after cocaine self-administration

To detect the genes affected by cocaine in each cluster, we used a “Two-phase transcription” model (SC2P package^43^), which assumes that cells in a homogeneous population response non-homogeneously to a stimulus. Thus, for each gene, cells that represent technical dropouts or lowly expressing cells that might represent random initialization are classified as Phase-I cells, and cells in which the gene is ‘on’ are considered Phase-II cells. Differential gene-expression analysis is focused on the marginal changes in the Phase-II cells as they represent changes induces by cocaine stimulation.

### Protocol for cocaine intravenous self-administration (IVSA)

The self-administration procedures consisted of four procedures, food training, catheterization, re-baseline food training, and cocaine administration.

One day prior to the first food training session, mice were food restricted to about 85% of their baseline body weight. Then the mice were subjected to a food training for about 1 week, 1-h per day. The food training session allowed the mice to associate the active level pressing with food reinforcers, i.e., 20-mg food pellets (Bio-Serv, NJ). Mice were trained in a progressively increased fixed-ratio (FR) from FR = 1 to FR = 5, time out (TO) 20 s.

Once stable level responding was achieved (>30 pellets per session), mice were subjected to catheterization. Prior to the catheterization, mice were returned to normal food chow and water *ad libitum*. Under 1.5% isoflurane and oxygen anesthesia, the right jugular vein was catheterized. Implanted catheters were flushed daily with saline solution that contained pre-diluted heparin.

Following catheterization, mice were allowed recovery for >2 days, and subjected to re-baseline food training (FR = 5, TO = 20 s) again to achieve a stable food response level (>30 food pellets per session). Once stable food response was achieved, mice were subjected to cocaine self-administration. During cocaine self-administration, a 1-h daily administration of cocaine solution was allowed. During the initial IVSA acquisition session, which lasted for 5 days, 0.3 mg/kg cocaine was administrated through an automatic pump delivery to the jugular vein (0.03 ml infusion volume per infusion). Only active lever pressing can result in successful drug delivery. Successful drug response was deemed as at least 6 infusions per session. After the initial acquisition session, the mice were subjected to a higher dosage of cocaine (1.0 mg/kg) for another 10 days.

Mice that experienced the same IVSA procedure serve as a control except that cocaine was replaced with saline solution.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Peer Review File

## Data Availability

The raw data and the count matrices are available under accession number GEO: GSE124952.

# Supplementary material for: Cell type-specific transcriptional programs in mouse prefrontal cortex during adolescence and addiction
**Source:** Nat Commun. 2019 Sep 13;10:4169. doi: 10.1038/s41467-019-12054-3
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Cell type-specific transcriptional programs in mouse prefrontal cortex during adolescence and addiction**

Bhattacharjee et al.

SUPPLEMENTARY FIGURES

a

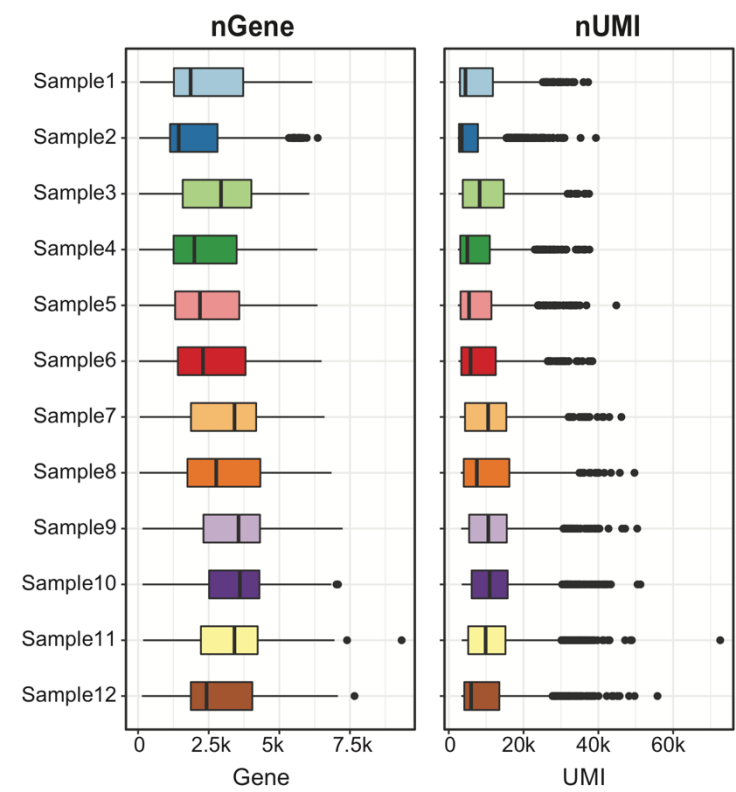

c

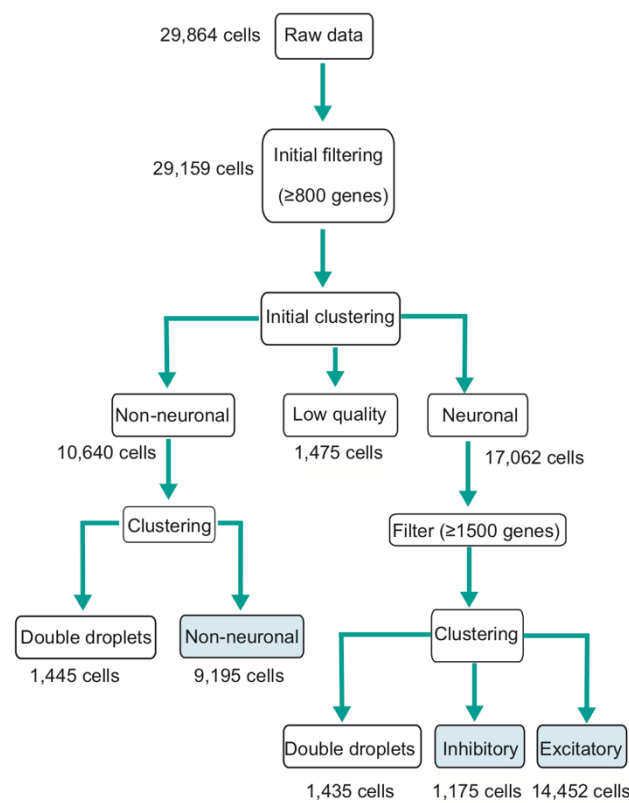

b

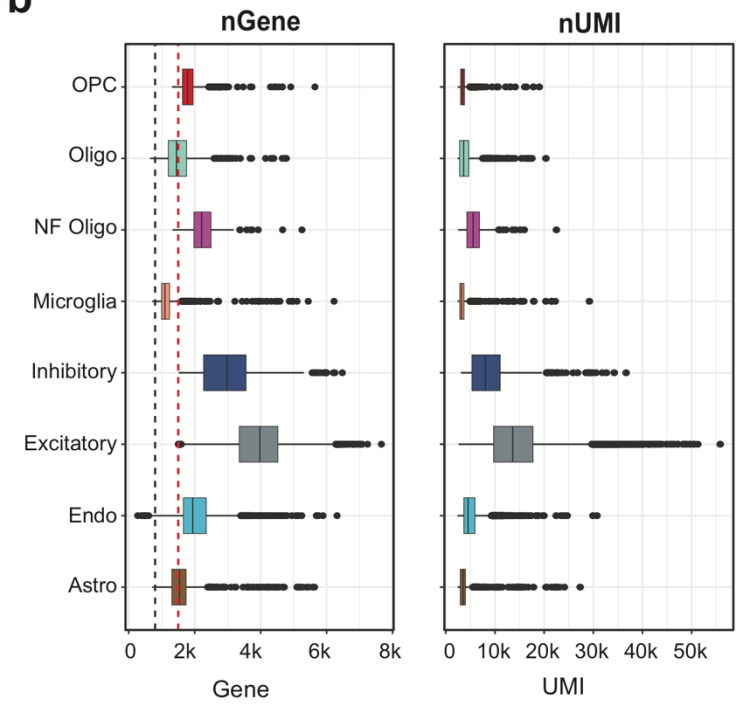

d

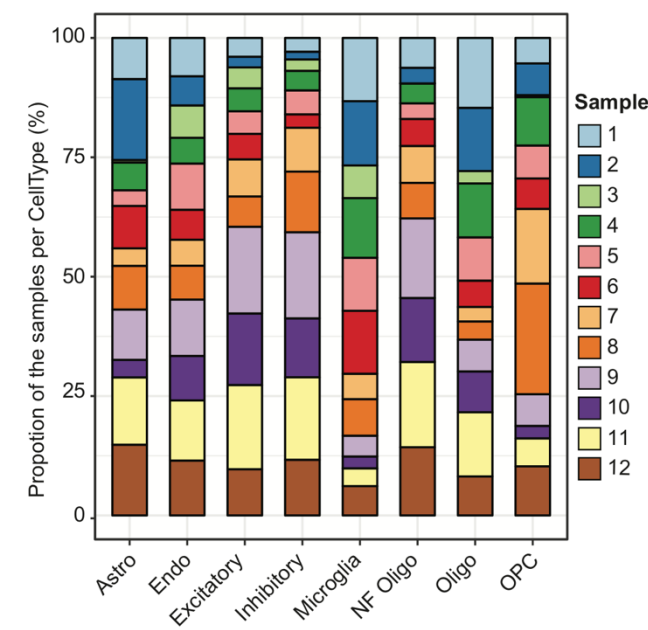

**Supplementary Figure 1. PFC cell classification by scRNA-seq (related to Figure 1).** **a.** Boxplots showing the distribution of the number of genes (left) detected in each of the 12 samples and corresponding UMI (right). **b.** Boxplot showing the distribution of the gene numbers (left) detected in each identified cell type across all samples and the corresponding UMI (right). The two dotted lines indicate 800 and 1,500 detected genes. **c.** Schematic showing the filtering steps and the number of cells obtained after filtering. **d.** Color-coded histogram showing percent of each of the 12 samples contributed to the detected cell clusters.

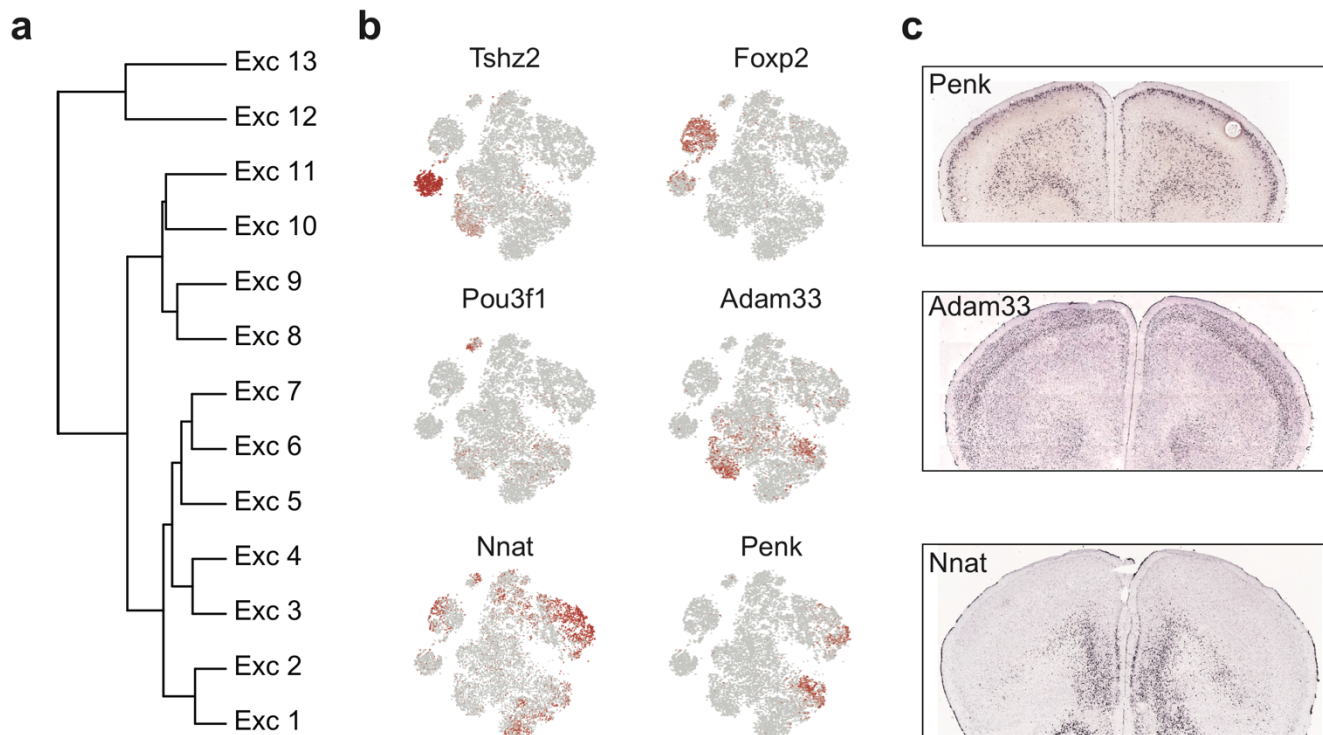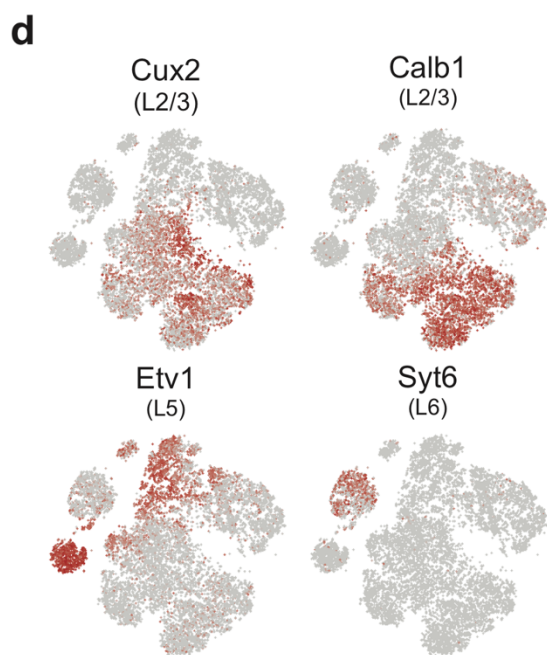

| Layer  | Clusters |
|--------|----------|
| L2/3-1 | 1,2,3,4  |
| L2/3-2 | 6        |
| L5-1   | 10       |
| L5-2   | 12       |
| L5-3   | 7,8,11   |
| L6-1   | 13       |
| L6-2   | 5,9      |

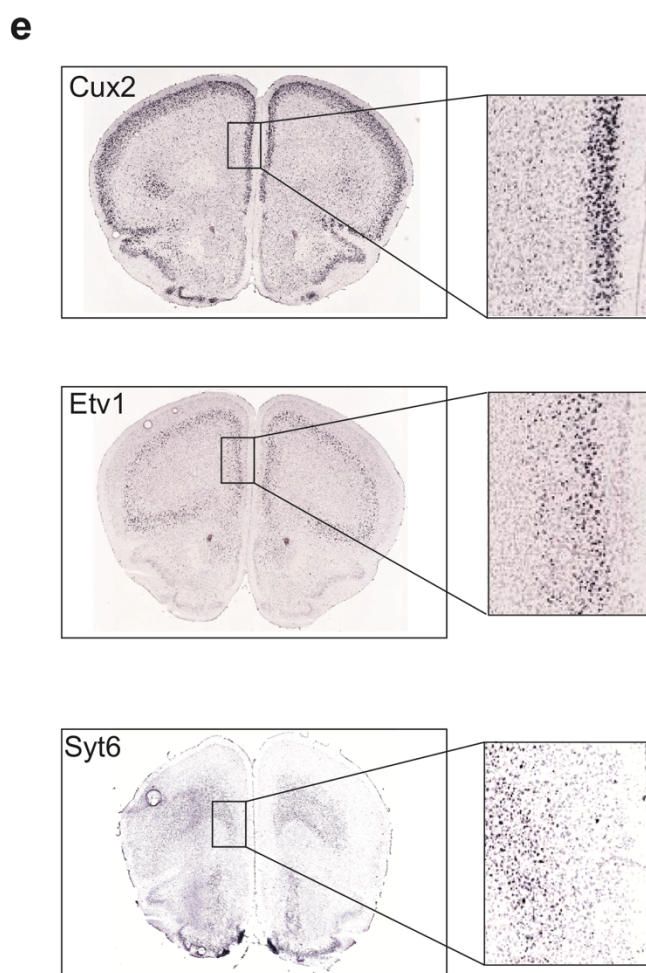

**Supplementary Figure 2. Classification of PFC excitatory neurons and their assignment to cortical layers (related to Figure 2).** **a.** Dendrogram showing hierarchical relationship between the excitatory neuron subtypes based on their transcriptome. **b.** t-SNE plots showing enrichment of selective markers in distinct excitatory neuron clusters. **c.** ISH images of coronal brain sections from mouse (P56) showing expression of the unique markers in distinct excitatory neuron populations (from Allen Brain Institute). **d.** Expression of specific markers of cortical layers projected on the excitatory t-SNE (*Cux2*- L2/3, *Calb1*- L2/3, *Etv1*- L5, *Sty6*- L6). Bottom right: Table summarizing the layer assignment of each cluster. **e.** Representative images showing distribution of the layer-specific markers in PFC (from the Allen Brain Atlas).

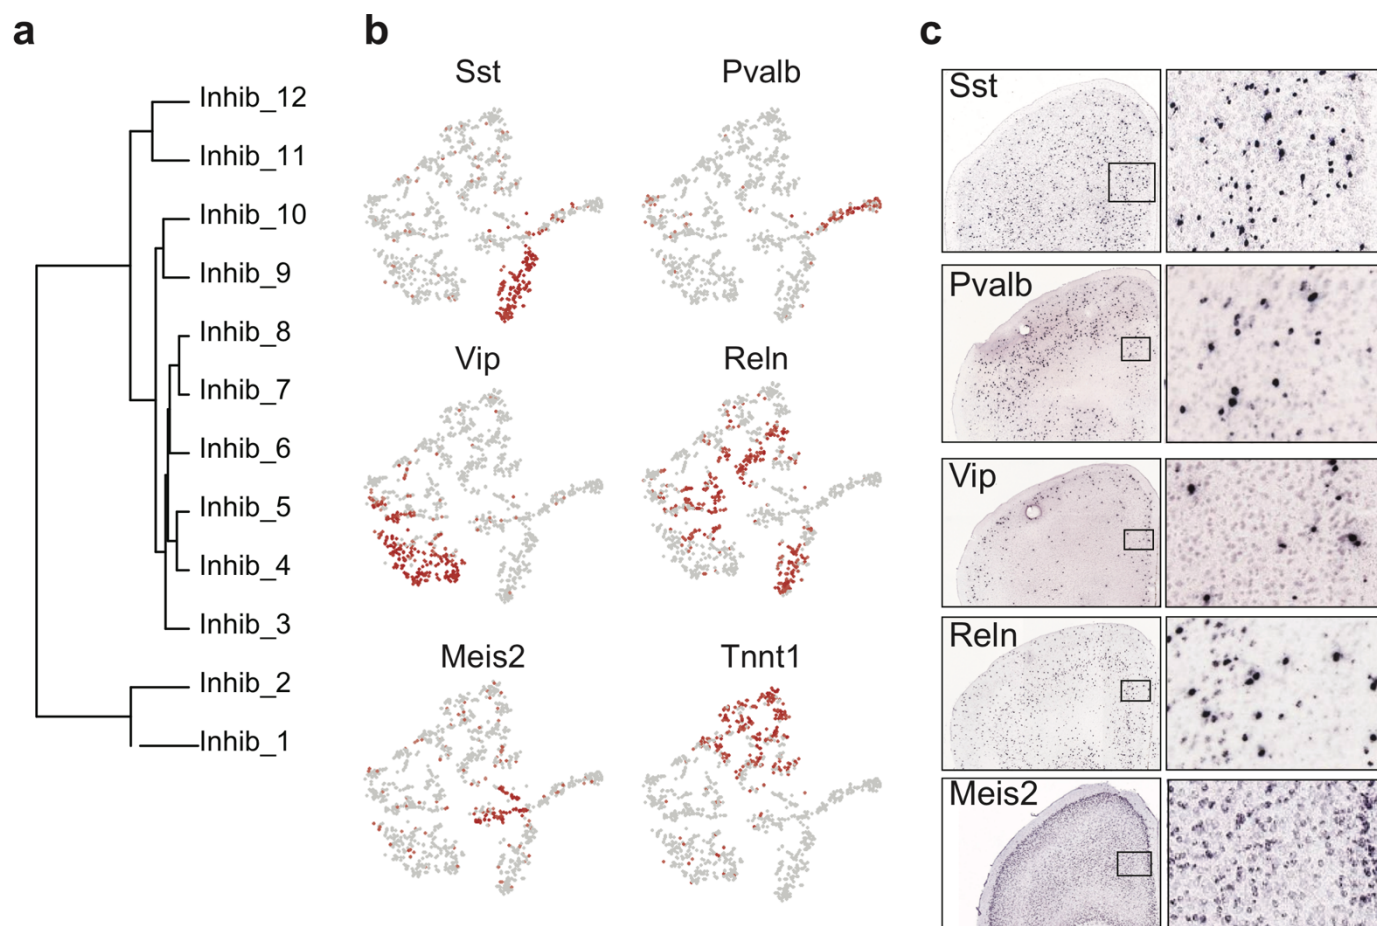

**Supplementary Figure 3. Classification of PFC inhibitory neurons (related to Figure 2).** **a.** Dendrogram showing hierarchical relationship between the inhibitory neuron subtypes. **b.** t-SNE plots showing enrichment of selective markers in distinct inhibitory neuron clusters. **c.** ISH images of coronal brain sections from mouse (P56) showing expression of the unique markers in distinct inhibitory neuron populations (from Allen Brain Institute).

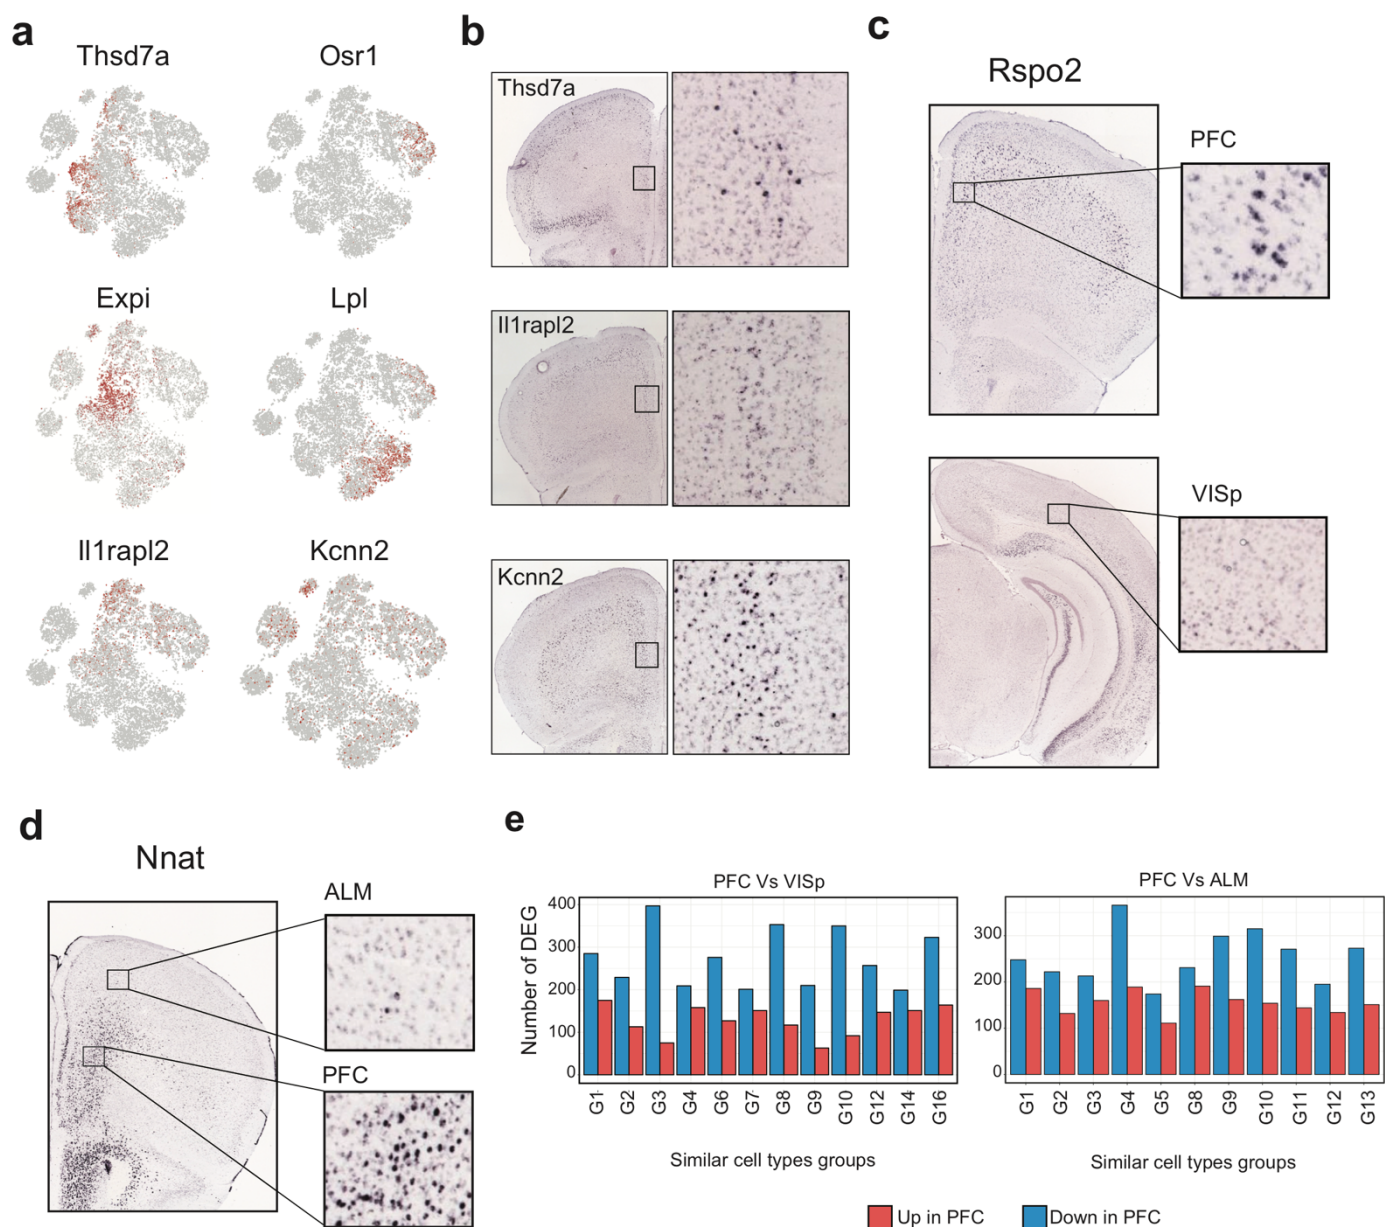

**Supplementary Figure 4. Transcriptional properties of PFC excitatory neurons (Related to Figure 3).**

**a.** Distribution of representative cluster-specific markers on the t-SNE plot. **b.** ISH images showing tissue distribution of some of the cluster-specific markers in coronal brain sections (from Allen Brain Institute). **c.** ISH showing selective enrichment of *Rspo2* in PFC and depletion in VISp (from Allen Brain Institute). **d.** ISH images showing selective enrichment of *Nnat* in PFC and depletion in ALM (from Allen Brain Institute). **e.** Number of differentially expressed genes ( $FC > 2$ ,  $q\text{-value} < 0.05$ , likelihood ratio test for zero-inflated data, Bonferroni corrected) among similar excitatory neuron subtypes detected in PFC when compared to VISp and ALM.

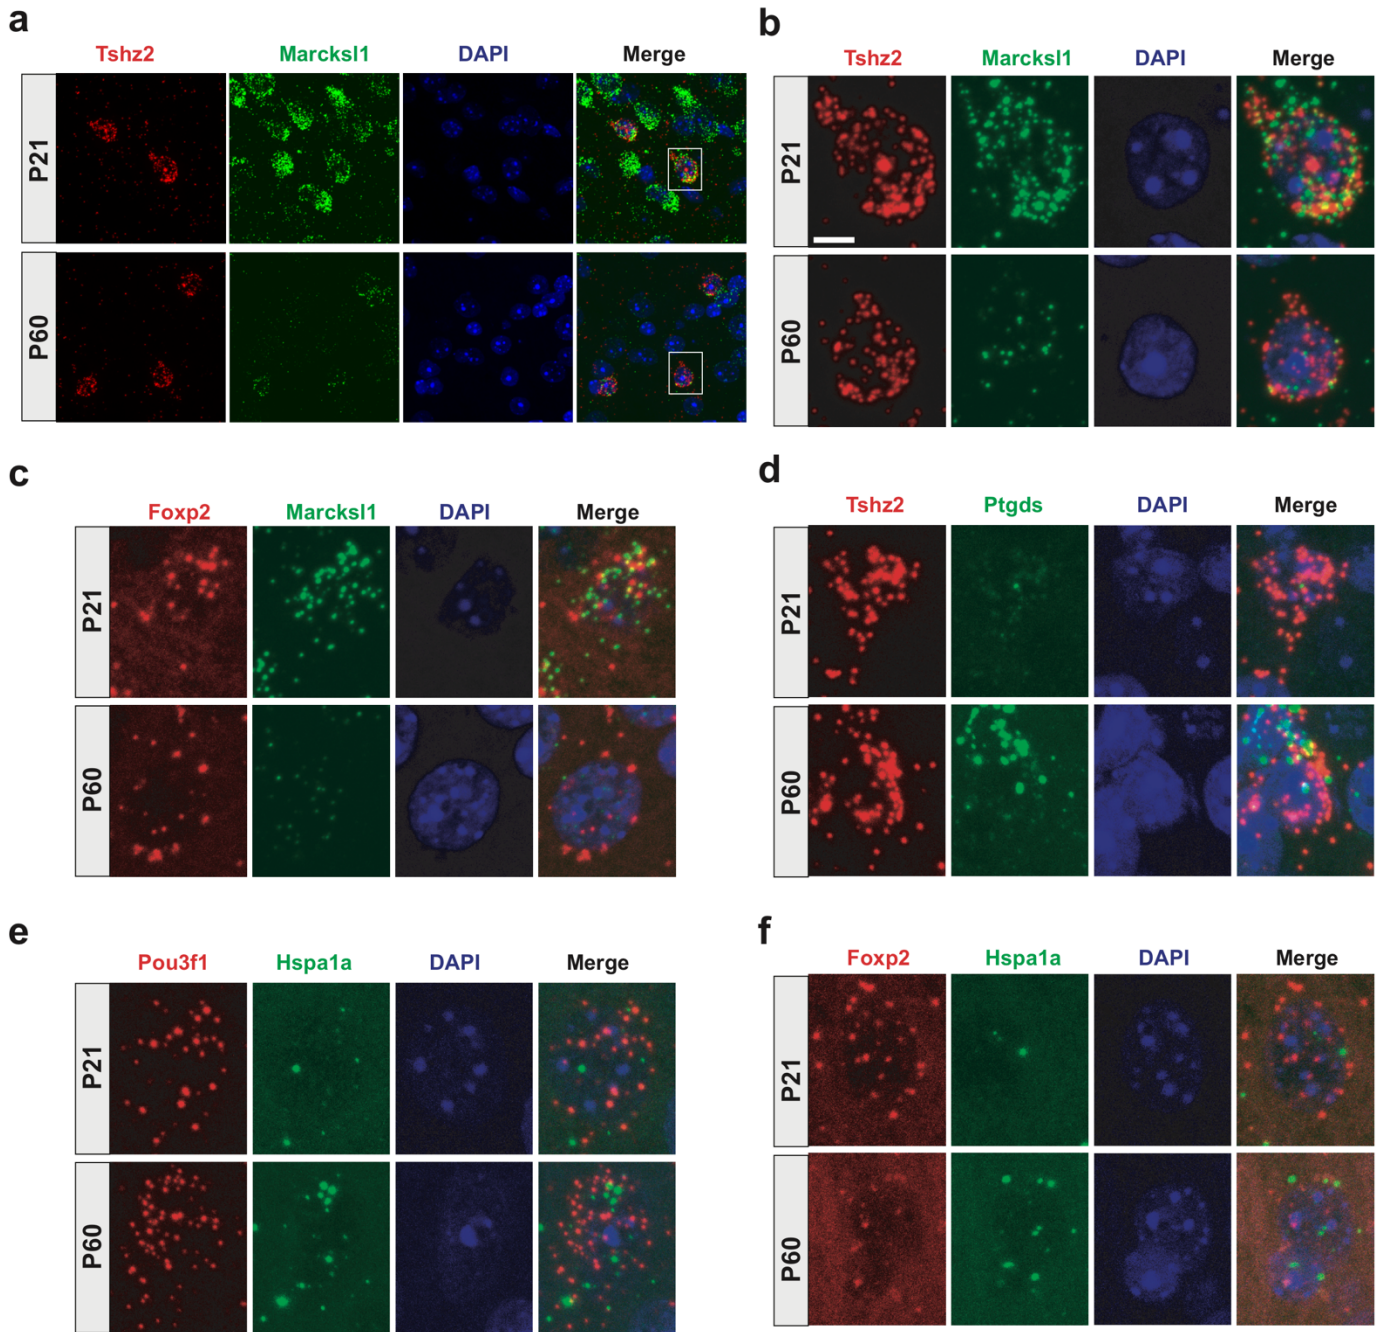

**Supplementary Figure 5. Single molecule FISH validates scRNA-seq results (Related to Figure 4).** **a.** Representative widefield images comparing FISH staining in P21 and P60 (candidate mRNA stained: *Marcks11*, and *Tshz2* as a counter stain) **b.** Magnified view of single neurons from P21 and P60 in ‘a’ (white boxes in ‘a’ outline cells magnified) reveal signal from single RNA molecules validating reduced *Marcks11* expression. **c.** Expression of *Marcks11* is also selectively reduced in *Foxp2*<sup>+</sup> Ex-13 neurons. **d.** *Ptgds* expression is increased in *Tshz2*<sup>+</sup> Ex-12 neurons in P60 relative to P21. **e, f.** *Hspa1a* expression is increased in Ex-10 (marked by *Pou3f1*<sup>+</sup>) and Ex-13 (marked by *Foxp2*<sup>+</sup>) neurons in P60 relative to P21. (Scale bar in a=5μm)

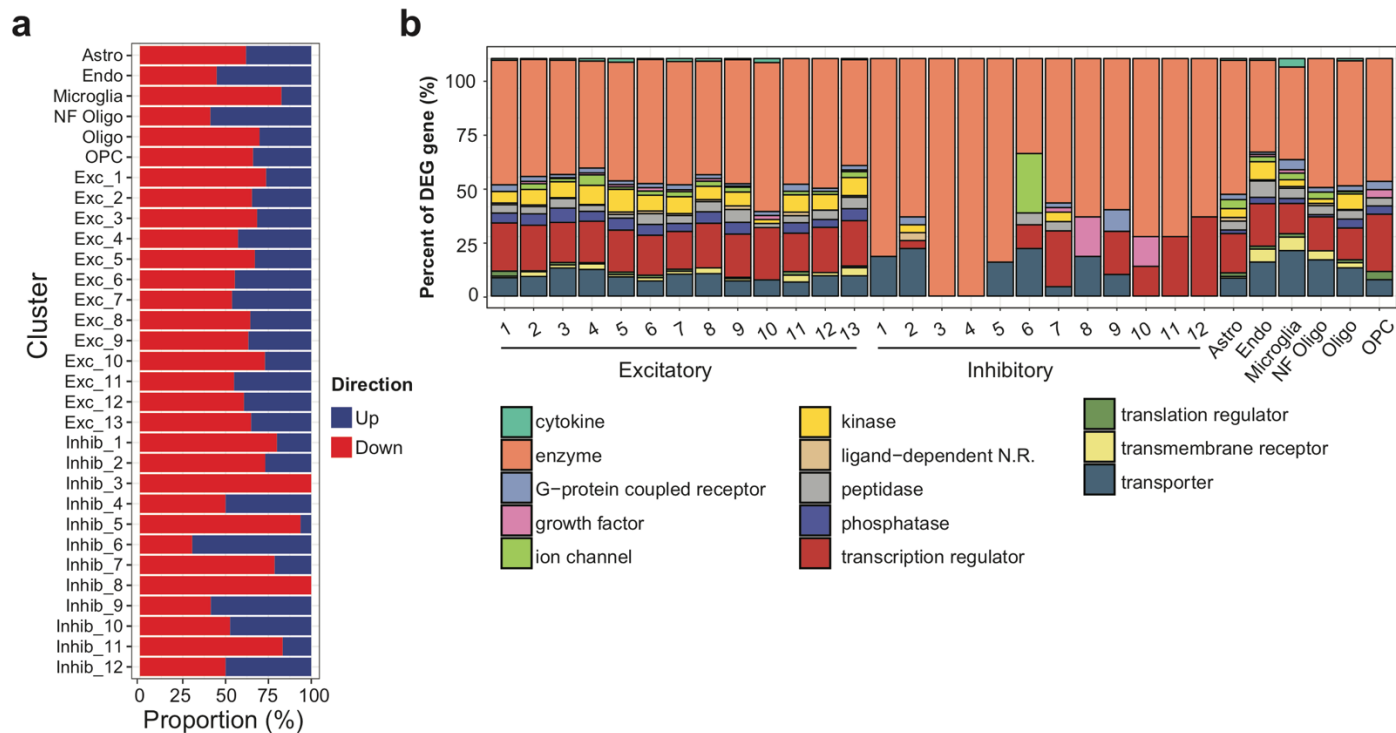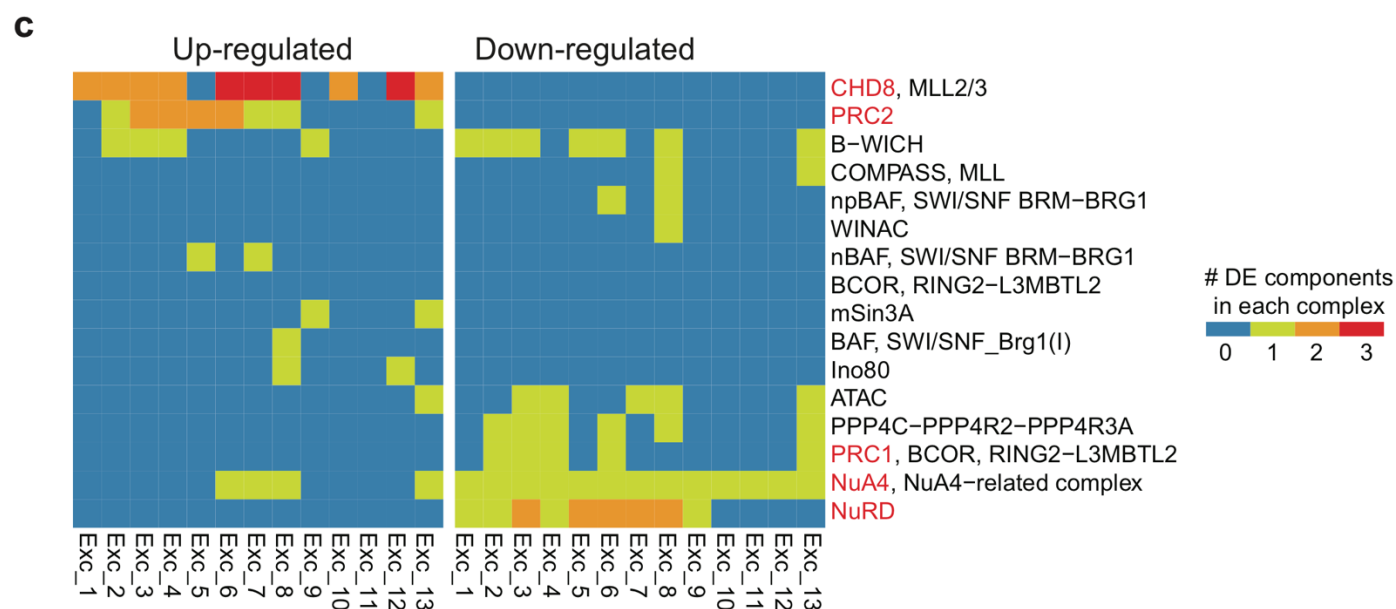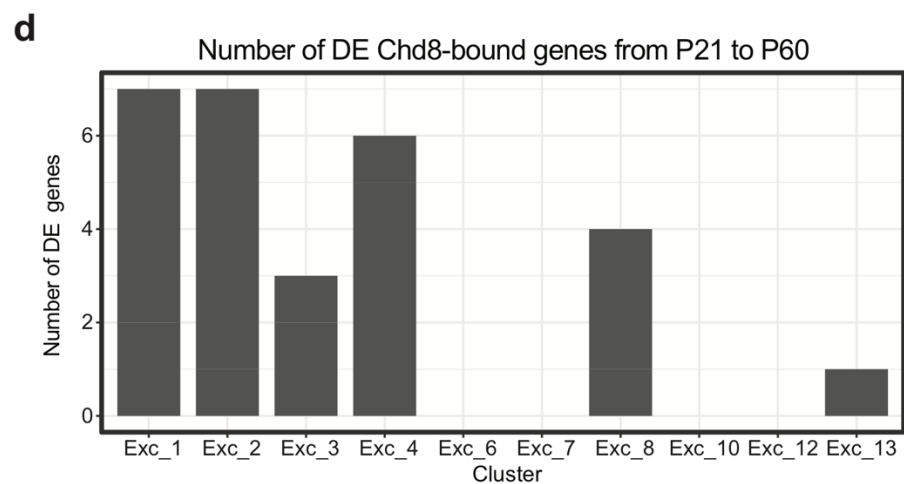

**Supplementary Figure 6 Transcriptional dynamics in PFC cell clusters from P21 to P60 (related to Figure 4).** **a.** Relative proportion of up- and down-regulated genes in each PFC cell type and cell clusters between P21 and p60 (FC>1.5, q-value<0.05, negative binomial generalized linear model, Bonferroni corrected). **b.** Proportions of the different molecular classes dynamically regulated between P21 and P60. **c.** Heatmap showing the number of different epigenetic modifier complexes whose members are up- or down-regulated between P21 and P60 PFC excitatory neuron clusters. **d.** The number of *Chd8* target genes whose expression changed between P21 and P60 in different excitatory clusters.

**a**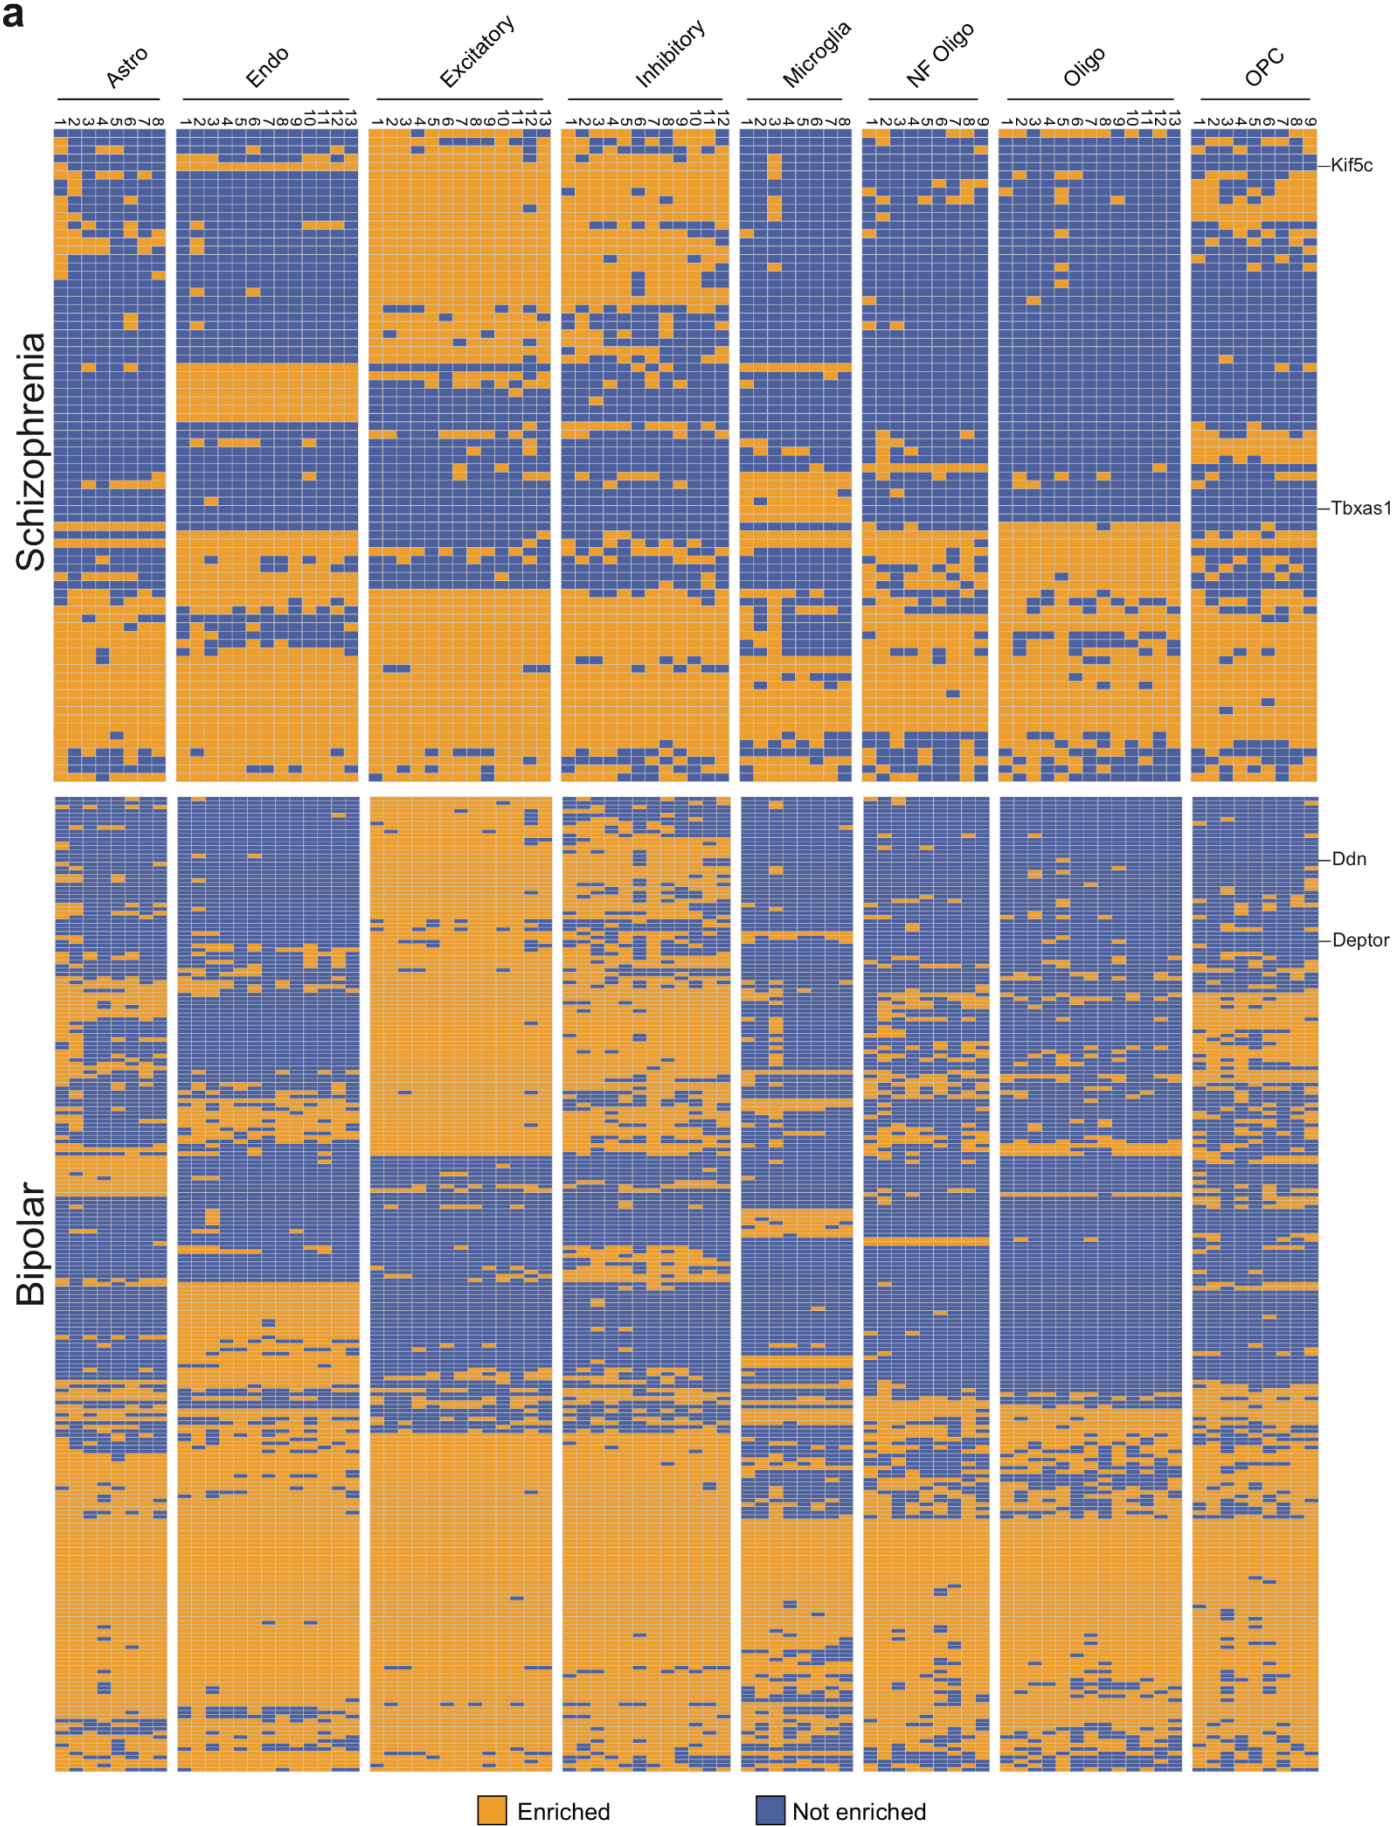

**Supplementary Figure 7 Expression of schizophrenia and bipolar disorders GWAS candidate genes in PFC cell clusters (related to Figure 5).** Heat map showing the expression of GWAS candidate genes relevant to schizophrenia and bipolar disorders in each PFC cell clusters. The gene list can be found in Supplementary Data 6.

**a**

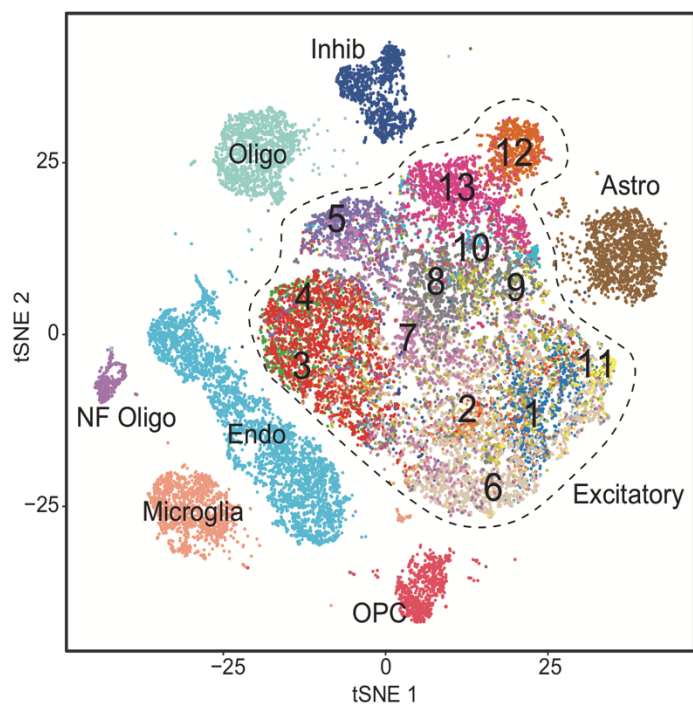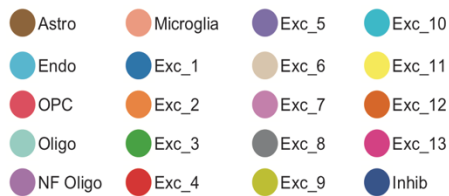

**b**

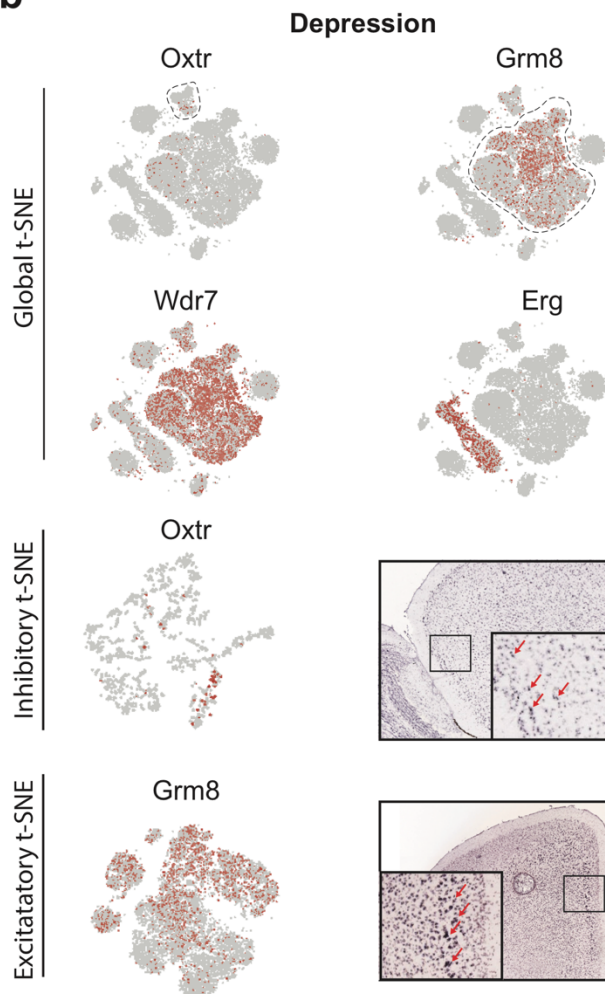

**c**

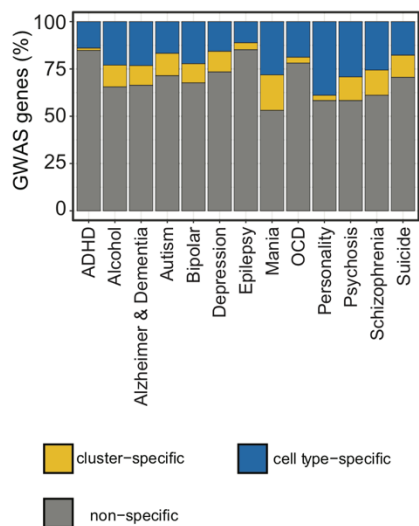

**d**

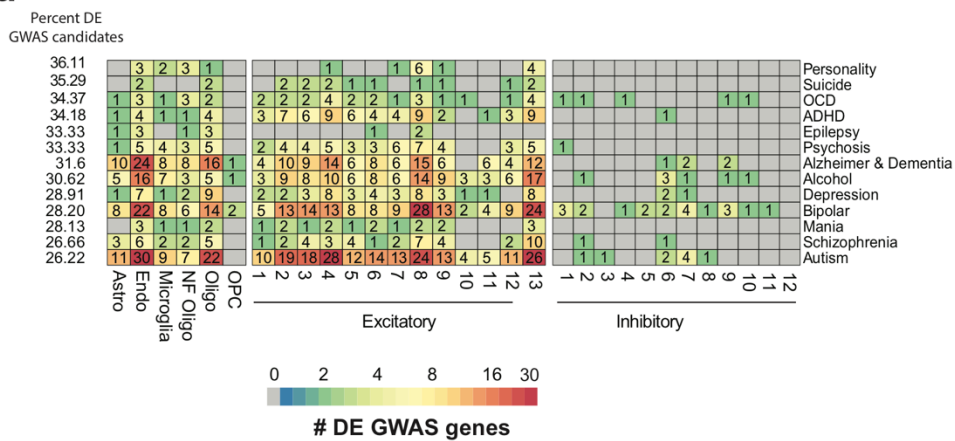

**Supplementary Figure 8 Cluster-specific expression of GWAS candidates and their dynamical regulation during adolescence (related to Figure 5).** **a.** Identification of different cell subtypes (particularly the excitatory) within the global t-SNE of all PFC cells **b.** t-SNE-plot showing examples of some cell type and subtype specific expression of GWAS candidate genes in depression. Top-panel shows the gene expression enrichment of four representative candidates on the global t-SNE plot. The bottom panels show zoomed t-SNE of excitatory and inhibitory clusters, respectively, and Allen Brain ISH images showing the specific gene expression. **c.** Percentage of selective, broadly selective and non-selective GWAS candidate genes for each of the 12 disorders analyzed. **d.** Heat map showing the number of differentially expressed GWAS candidate genes relevant to the 12 PFC related diseases in the PFC excitatory, inhibitory clusters and non-neuronal cell types between P21 and P60 mice.

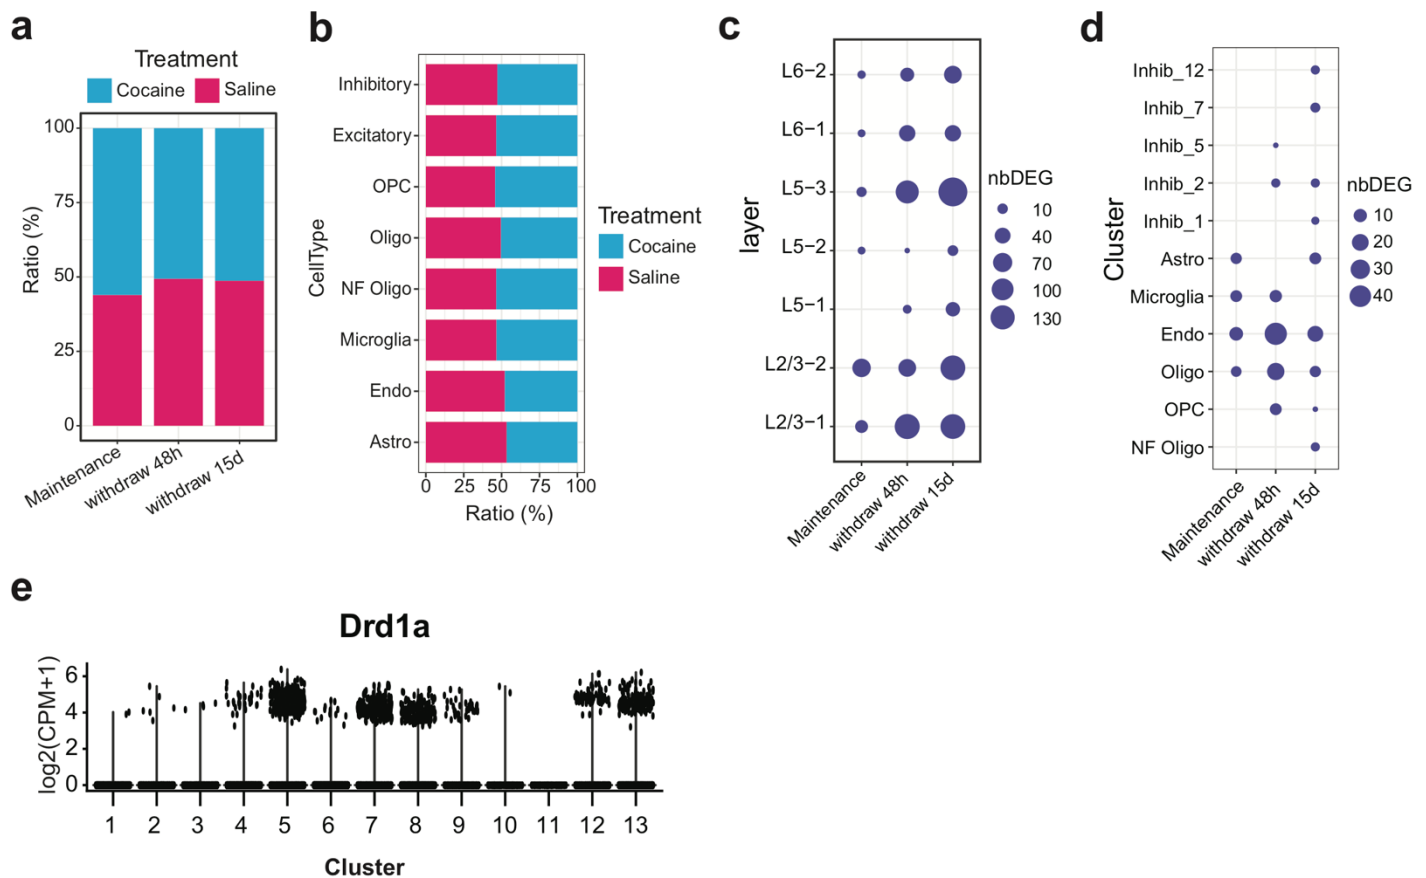

**Supplementary Figure S9 Behavioral and transcriptional outcomes in chronic cocaine IVSA (Related to Figure 6).** **a.** Percentage of cells contributed by the saline and cocaine groups to data at each time point of sample collection. **b.** Percentage of cells contributed by saline and cocaine groups towards each basic cell types. **c.** Number of differentially expressed genes aggregated by excitatory layers of PFC in each time point of sample collection. **d.** Number of differentially expressed genes in the major inhibitory neuron subtype and non-neuronal cell types between saline and cocaine groups at the three time points of sample collection. **e.** Expression of *Drd1* in excitatory neuron subtypes. The differentially expressed genes in c and d where calculated using  $FC > 1.5$  and SC2P model phase2 FDR  $< 0.05$ , empirical Bayes statistic, limma package.

**a**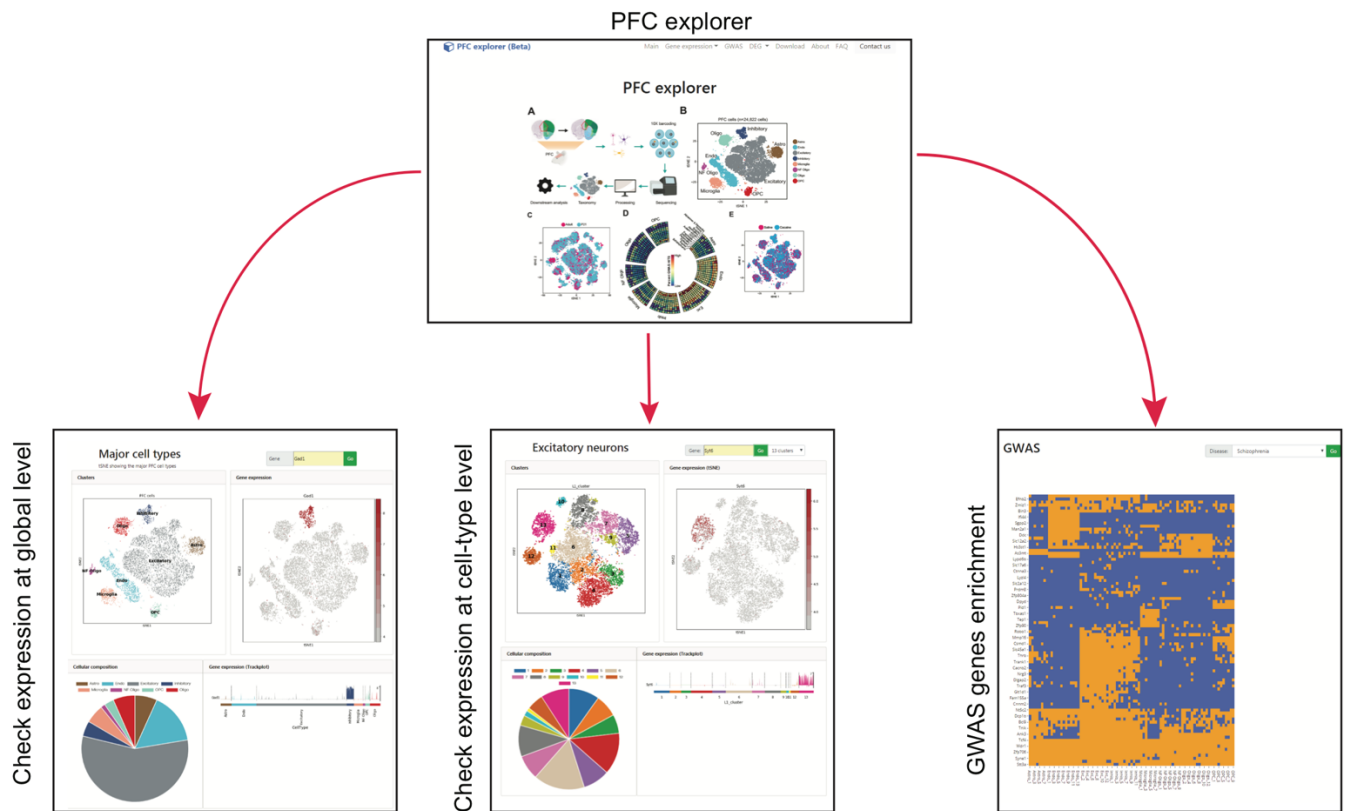

**Supplementary Figure 10. Web-portal for the interactive exploration of the PFC data.** An interactive web-portal that enables the exploration of the analyzed data is developed. Users can check the expression of genes at the global level (bottom left), cell-type level (bottom middle) and can also explore the enrichment of 12 sets of disease-associated genes in the different PFC cell types. Computer and mouse in top panel were created using BioRender.com.

**Supplementary Data:**

**Supplementary Data 1.** Summary of the mapping statistics of the single-cell libraries

**Supplementary Data 2.** The number of cells and sub-clusters for each cell type

**Supplementary Data 3.** List of genes enriched in PFC compared to VISp and ALM and list of the original cluster names corresponding to the abbreviations in Fig.3C.

**Supplementary Data 4.** List of differentially expressed genes in each cell type and cell subcluster between P21 and P60

**Supplementary Data 5.** List of differentially expressed epigenetic factors in each cell type and cell subcluster between P21 and P60

**Supplementary Data 6.** Expression status of PFC-relevant disease GWAS candidate genes

**Supplementary Data 7.** List of differentially expressed genes in cocaine IVSA

# Supplementary material for: Cell type-specific transcriptional programs in mouse prefrontal cortex during adolescence and addiction
**Source:** Nat Commun. 2019 Sep 13;10:4169. doi: 10.1038/s41467-019-12054-3
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**Supplementary Data 1:** Mapping statistics of the different single-cell libraries

**Supplementary Data 2:** Number of cells detected by cell-type

**Supplementary Data 3-1:** Correspondance between the original VISp and ALM cluster names and abreviated names in Fig.3C

**Supplementary Data 4:** Differential gene expression results for different clusters between P21 and P60

**Supplementary Data 5-2:** list of the differential Chd8 targets between P21 and P60

**Supplementary Data 6:** Table summarizing the enrichment of the different disease-associated GWAS candidate genes

**Supplementary Data 7:** Differential expression results after cocain IVSA in different phases

How the deposited data were processed for this re-analysis (not part of the article)

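Single-cell RNA sequencing of the mouse PFC was carried out by the authors in 15 libraries: 12 of adult mice (P60 in the paper, 8 to 10 weeks in the sample labels), 2 for each of 6 groups of saline or cocaine self-administration at 3 time points, and 3 of mice at P21. Each library holds the tissue of 2 pooled mice. The methods give 4 mice for P21 and 3 libraries are listed, so how these mice were divided is not known. The labels also name the nucleus accumbens as the tissue; the paper and the sample titles name the PFC, which was used here. Of the P60 cells, 58.2% were excitatory and 4.80% inhibitory neurons by the authors' classes, and Drd2 was at no more than 7.43 CPM in the inhibitory neurons of a library; neurons of the nucleus accumbens are mostly inhibitory, so these values go against that label. The sex of the mice could not be read from Xist, which is not among the listed genes, and Ddx3y was at 44.5 to 67.1 CPM in the excitatory neurons of every library.

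The authors aligned reads to mm9 (NCBIM37) and counted UMIs per gene and cell with Cell Ranger. The deposited values are raw UMI counts without normalization, and the deposited table of cells gives for each retained cell its class, its cluster and the fraction of its UMIs from mitochondrial genes, as a fraction between 0 and 1. The counts were deposited per library and in joined tables, and 735594080 values compared between them held 0 differences. The 26145 genes are listed by symbol, of which 304 symbols are repeated. Clustering and the names of cell types are the authors', made with Seurat from the same libraries, and P21 cells were named by the authors from their correlation with P60 clusters. Identifiers, positions and neighbours of genes come from the GENCODE annotation of NCBIM37, the same build as that of the authors, and near-identical copies of the ends of transcripts were found with minimap2 2.31-r1302.

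Counts were read with python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The 13 mitochondrial and 154 ribosomal protein genes, with 8.86% to 11.1% of the UMIs of a library, were left out of CPM and tests. Deposited clusters were combined into the 13 excitatory subtypes of the paper by the shares of expressing cells printed in Supplementary Data 5, a match that is close at P60 for all but Exc-6 and Exc-11 and looser at P21. UMIs were summed over the cells of a type in a library (pseudobulk), and a library with fewer than 10 cells of a type was left out for that type. In R 4.3.3, edgeR 4.0.16 was used with its filter on low counts, TMM scaling, robust dispersion estimates and quasi-likelihood tests, and genes were called at a Benjamini-Hochberg adjusted p below 0.05 and a change above 1.5-fold. A group needed at least 2 libraries. P21 was compared with the 6 saline P60 libraries. Cocaine and saline were compared in a fit of all 12 P60 libraries with a mean for each of the 6 groups, within each time point, over all time points, and as an interaction between time points. Shares of cells and measures of data quality were compared by exact permutation within time points (all regroupings) or over the 84 splits of P21 and P60 libraries, two-sided. Oxidative phosphorylation genes were tested as a set with limma 3.58.1 (camera with a preset correlation of 0.01, and fry). CPM are the UMIs of a gene over the UMIs of the 25978 remaining genes, scaled in the usual way, and means and SDs are over libraries.

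The retained cells of a library hold between 8375172 and 42892922 UMIs, and the median number of UMIs per cell lies between 3426 and 11334.5. Oligodendrocyte precursors at P21 numbered 41 and were not tested. A count of 0 is read as a floor of 3 UMIs over the group. Shares of cells with a UMI are given as counted and after thinning each cell to 2000 UMIs. On data simulated from these libraries with 200 genes changed by 1 on the log2 scale, the test called 76% of them in Exc-4 and 2.5% in microglia for P21 against P60, and 36.5% at maintenance and 48 h and 53% at 15 days in endothelial cells for cocaine against saline.

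Genes named in the text were chosen by a rule set before the data were examined: every gene the paper names in its results or shows by name in the figures on markers, epigenetic regulators, disease genes and Drd1, and for each comparison the 3 genes with the largest rise and the 3 with the largest fall among the called genes whose libraries of 1 group all lie above those of the other. A gene that this rule picks is not reported here. Other genes are marked as named after their values were seen.

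Alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2 size factors, no filter on low counts, Bonferroni adjustment, no fold cutoff, other sets of P60 libraries, equal numbers of cells, a minimum of 30 cells, and leaving out each library in turn. Added after the data were examined were a covariate that scores the difference between libraries of 1 group, P21 libraries 2 and 3 summed as 1, the authors' class in place of the cluster, cells with the same class by both, the 26 clusters uncombined, DESeq2 for named genes and size factors for the oxidative phosphorylation set. Up to 100 other splits of the libraries were made for comparisons of groups of at least 3. The reads themselves were not analysed here, so alignment and the removal of double droplets were not repeated. The comparisons with other cortical areas, the behaviour, smFISH, the pathway analysis other than oxidative phosphorylation, and the tests on disease genes were not analysed here.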

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

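The tests of sampling noise, of the score within excitatory neurons, of the genes shared with the difference between libraries, of the library score and of the cells with a pair of classes were chosen only after the results were seen, as were the numbers of other splits of the libraries.

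The cocaine effect differed between maintenance, 48 h and 15 days of withdrawal in 27 pairs of a gene and an excitatory subtype, by edgeR's interaction test at an adjusted p below 0.05. These lie in 6 of the 11 subtypes that could be tested, with 13 in Exc-4 and 8 in Exc-7. Among them are Atxn7l3b in Exc-5 (adjusted p = 0.00235 from edgeR), Cck in Exc-13 (adjusted p = 0.00485), Glul in Exc-4 (adjusted p = 0.00705; log2 fold changes 1.58, 0.04 and -0.64), Rprml in Exc-6 (adjusted p = 0.00983) and Nrgn in Exc-13 (adjusted p = 0.0102); Atxn7l3b, Glul and Rprml were named after their values were seen. DESeq2 called 6 pairs. Leaving out library 12 gave 964 pairs and leaving out library 9 gave 6. Of the 27 pairs, 17 are in genes that are also higher in library 12 than in library 11, both saline, and in P21 library 1 than in the other P21 libraries, as a technical difference between libraries would give. With a score of that difference as a covariate, 14 pairs were called, of which 4 in Exc-12 and 1 in Exc-3, subtypes with 0 of the 27. Which of the 27 stayed called was not compared, so how far the score accounts for them cannot be told apart from a loss of power with the added term. A batch of the time point cannot be told apart from the time point, since the time points share no library. An effect of the time after cocaine stays open as a biological explanation.

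A group of 106 of 6080 genes was at least 0.4 higher on the log2 scale in library 12 than in library 11, both saline at 15 days, and in P21 library 1 than in P21 libraries 2 and 3, while 1 gene was lower in both. The paper does not report on this difference between libraries of 1 group. Counts simulated from these libraries without such a difference gave at most 13 genes (median 9 of 20 simulations), which argues against sampling noise. The genes concern the comparison with cocaine: 92 of the 106 (86.8%) lay higher in both cocaine libraries than in both saline libraries at 15 days, against 12.7% of all genes and at most 25.5% in 10000 random sets of genes, and 577 of the 1499 pairs called at 15 days are in 86 of them. Without the limit of 0.4 the overlap was wider: of 134 genes compared here that were called higher in cocaine in at least 4 excitatory subtypes, 133 were higher in library 12 than in library 11 and 118 higher in P21 library 1 than in both other P21 libraries. They also concern age, as 65 of them were called lower at P60 and 4 higher. The score of these genes in endothelial cells was 0.767 and 0.681 in cocaine libraries 9 and 10, -0.288 and 0.274 in saline libraries 11 and 12, 1.04, 0.167 and 0.108 in P21 libraries 1, 2 and 3, and -0.515 to -0.157 in libraries 1 to 8. Within excitatory neurons the lowest score of cocaine libraries 9 and 10 lay 0.591 above the highest of cocaine libraries 1, 4, 6 and 8, so the difference is not confined to endothelial cells; the composition of the free RNA was not measured, and its part in these neurons cannot be told apart. For the score in endothelial cells, free RNA of excitatory neurons was weighed by the level of the genes, which was 51.3% of that in excitatory neurons, 18.5 times the share of the excitatory genes of Fig. 1 (2.77%) and 8.62 times that of neuron-specific genes (5.95%); how much of the difference in endothelial cells comes from it cannot be told apart by this level. The share of neuronal UMIs in these cells was 2.27% in both library 9 and library 11, with scores of 0.767 and -0.288, and 1.27% in P21 library 1, which had the highest score. Over the 15 libraries, the share of neuronal UMIs in endothelial cells and the score had a Spearman's rho of 0.511 (permutation p = 0.0542) and a Pearson's r of 0.571 (permutation p = 0.0237; 0.665 without the 2 libraries farthest from the median). Sequencing depth had a rho of 0.343 with the score (permutation p = 0.209) and an r of 0.214 (permutation p = 0.447; 0.489 without the 2 farthest), and a rho of 0.538 over the P60 libraries, too weak to decide. The labels give no batch. A biological difference between pools of mice of 1 group was not tested and stays open.

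For 459 of the 10538 annotated P21 cells (4.36%), the class given by the authors and the class of their cluster differ, against 33 P60 cells (0.133%). The share was 5.77%, 3.44% and 3.23% in P21 libraries 1, 2 and 3. Over the 15 pairs of classes with at least 10 such cells, 14 had the marker genes of both classes above 10% of their level in their own class, and 13 had a higher median number of UMIs than both classes, which is in line with 2 cells in a droplet. The largest example, 69 cells that are endothelial by 1 column and excitatory by the other, had a median of 11987 UMIs, against 3371 in endothelial cells and 8297 in excitatory neurons, with endothelial markers at 22.4% and excitatory markers at 71.5% of their own class. Free RNA of the other class is argued against, since the markers of the first class were at a median of 162 times their level in other cells of the second class. No biological explanation was tested.

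No library lay outside the others in the 48 groups of 4 to 10 libraries that were compared for a single library far from the rest, where chance would give 2.4.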

How the results depend on the processing

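The alternatives with the library score, with P21 libraries 2 and 3 summed, with the authors' class column, with the cells of 1 class in both columns, with the 26 clusters, with DESeq2 for named genes and with size factors for the oxidative phosphorylation set were chosen only after the results were seen. Counts of genes are taken as kept when they stay within 1.5 times the reported count.

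Between P21 and P60, the 14288 pairs of the excitatory subtypes kept their number under 10 of 14 alternatives. They became 2202 with Bonferroni adjustment, 21744 without a fold cutoff, 7550 with the 2 saline libraries of 15 days alone and 4744 with equal numbers of cells, and lay between 11984 (without P21 library 3) and 15413 (without P21 library 1) with 1 library left out. The 201 genes of the inhibitory clusters became 551 without a filter on low counts, 27 with Bonferroni adjustment, 89 with the 2 saline libraries, 77 with equal cells and 132 with the library score (63 higher and 69 lower at P60, against 36 and 165); with equal cells and with the 4 saline libraries of maintenance and 48 h only Inhib-7 could be tested (132 reported, 77 and 215), and lay between 69 (without library 11) and 352 (without library 12). The 2414 genes of the non-neuronal types became 366 with Bonferroni adjustment, 472 with equal cells and 4989 with the authors' class column, and lay between 1753 (without P21 library 2) and 2668 (without library 12). Bonferroni adjustment is stricter by construction and equal cells use fewer UMIs and, for the inhibitory clusters, 1 cluster in place of 3; for the others the cause was not tested. The 3 genes called alike in all 7 testable types became 32 when 5 types sufficed, 1 with all 12 P60 libraries, 9 without a filter, 1 with P21 libraries 2 and 3 summed and 17 with the class column, and lay between 0 (without P21 library 1) and 17 (without library 12). An alternative that asks for all 8 types gave no value, since oligodendrocyte precursors could not be tested at P21.

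At maintenance, the 1 pair of the excitatory subtypes became 0 with DESeq2 and 0 when adjusted over all types together, 22 without a filter on low counts, 2 with at least 30 cells, 6 with only the 4 libraries of the time point and 4 with the library score, and lay between 1 and 22 (without library 2); the pair itself, Glul in Exc-4, was not called without library 1, 3 or 4. The 5 non-neuronal genes became 28 without a filter, 1 when adjusted over all types, 13 with 4 libraries and 3 with the score, and lay between 0 (without library 1) and 18 (without library 4). The 0 genes of inhibitory neurons became 1 without a filter, and lay between 0 and 1 (without library 3). At 48 h, the 10 excitatory pairs became 1 with DESeq2, 56 without a filter, 1 when adjusted over all types, 23 with 4 libraries and 21 with the score, and lay between 3 (without library 6) and 22 (without library 12). The 4 non-neuronal genes became 7 with DESeq2, 50 without a filter, 1 when adjusted over all types, 13 with 4 libraries and 13 with the score, and lay between 1 (without library 8) and 47 (without library 6). The 1 inhibitory gene, higher in cocaine, was not called by DESeq2, which called another, lower in cocaine, and the count became 0 with DESeq2 size factors, 34 without a filter, 2 with at least 30 cells, 0 with 4 libraries and 0 with the score, and lay between 0 and 42 (without library 6).

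At 15 days, the 1499 excitatory pairs became 326 with DESeq2, 944 with 4 libraries and 26 with the score, and lay between 213 (without library 11) and 3173 (without library 12). The 39 non-neuronal genes became 16 with DESeq2 and 242 without a filter, and lay between 11 (without library 9) and 381 (without library 12). The 73 inhibitory genes became 4 with DESeq2, 150 without a filter, 118 with 4 libraries and 9 with the score, and lay between 3 (without library 9) and 122 (without library 12). Over all time points, the 265 pairs became 13 with DESeq2, 831 without a filter and 31 with the score, and lay between 33 (without library 9) and 430 (without library 3). The 27 interaction pairs became 6 with DESeq2, 390 without a filter and 14 with the score, and lay between 6 (without library 9) and 964 (without library 12). The cause of these changes was not tested. Since the score separates cocaine from saline libraries at 15 days, its use as a covariate removes part of that contrast by construction. Where a library was left out of a pair, the remaining one was assumed to vary like the other groups.

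The 12 excitatory subtypes with a shift of oxidative phosphorylation genes between P21 and P60 became 0 with an estimated correlation and 0 with fry, and lay between 7 (without P21 library 2) and 13 (without P21 library 1). For cocaine at 15 days, the 0 subtypes by camera stayed at 0 under the 4 alternatives and lay between 0 and 4 (without library 10). The share of the paper's pairs at 15 days with libraries that did not overlap became 73.3% with a mean of log CPM per cell, and the shares with 1 library left out lay between 52.0% (library 3) and 85.3% (library 2) at maintenance, 64.2% (library 8) and 88.7% (library 6) at 48 h and 83.4% (library 11) and 93.2% (library 12) at 15 days, where chance gives 33.3%. For the shares of cell types, of excitatory subtypes and the measures of data quality, 0 differences were found under every alternative run and with each library left out, by exact permutation, with smallest unadjusted p of 0.0648, 0.037 and 0.037; the number of regroupings is too small for a difference in 1 type or 1 subtype alone to be found after adjustment.

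Among the log2 fold changes of named genes, 1 of those between P21 and P60 reversed: Rnf8 in Exc-8 was 0.23 with equal cells. With the library score, the cocaine effect at 15 days reversed for Cck in all excitatory neurons (-0.33) and for Rab3a in all excitatory neurons (-0.23), in Exc-6 (-0.11) and in Exc-8 (-0.13). As the score separates cocaine from saline libraries at 15 days, these reversals do not decide between a technical difference and cocaine. Of the small changes at maintenance, that of Nrgn in Exc-13 lay between -0.288 (without library 3) and 0.174 (without library 2) and was above 0 also without library 4, that of Cck in Exc-13 lay between -0.205 (without library 2) and 0.232 (without library 3), and that of Rab3a in Exc-8 lay between -0.0630 (without library 2) and 0.483 (without library 3) and was below 0 also without library 4; at 48 h that of Cck in Exc-13 lay between -0.922 (without library 8) and 0.00675 (without library 5). None of these changes at maintenance and at 48 h was called. Of 81 such values between P21 and P60, 67 stayed called or uncalled as before with DESeq2, 81 with size factors and 54 with the score, and of 35 with enough cells 27 did so with equal cells. Of the 28 such values for cocaine, 18 did with DESeq2, 28 with size factors and 7 with the score. Of the 705 values with 1 library left out between P21 and P60, 613 stayed as before, and of the 336 for cocaine 256 did.

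No paired analysis was possible because the labels give no number that joins a cocaine library with a saline library. The smaller types have less power: on simulated counts with genes changed by 1 on the log2 scale, 2.5% were called in microglia between P21 and P60, against 76% in Exc-4.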

Differences from the paper's values

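The library score and the authors' class column were chosen only after the values were seen. For the numbers of changed genes the authors tested cells and the values here test libraries, and the alternatives counted are those set before the data were examined.

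In Exc-1, 702 genes were called between P21 and P60, against 338 in the paper. Of 19 alternatives, 2 come within 1.5 times the paper's value, equal numbers of cells (290) and leaving out P21 library 3 (475), and 17 do not (79 to 924). With the library score, chosen after the values were seen, 255 were called. In Exc-8, 2098 genes were called, against 1080 in the paper, and none of 19 alternatives comes within that range (337 to 3382). In microglia, 29 genes were called, against 288 in the paper; of 18 alternatives the 4 saline libraries of maintenance and 48 h come within it (248), and 17 do not. In astrocytes, 64 genes were called, against 268 in the paper. Of 19 alternatives, no filter on low counts, the 2 saline libraries of 15 days (276) and leaving out P21 library 1 (192) come within it, and 16 do not (11 to 352 over all). In newly formed oligodendrocytes, 92 genes were called, against 209 in the paper. Of 19 alternatives, all 12 P60 libraries (157) and leaving out library 12 (186) come within it, and 17 do not (5 to 329 over all); the class column, chosen after the values were seen, gave 282.

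For cocaine against saline over the 13 excitatory subtypes, 1 pair of a gene and a subtype was called at maintenance, against 103 in the paper's Supplementary Data 7, and none of 19 alternatives comes within 1.5 times that (0 to 22). At 48 h, 10 were called, against 390 in the paper, and none of 19 alternatives does (1 to 56). At 15 days, 1499 were called, against 621 in the paper; of 19 alternatives leaving out library 10 comes within it, and 18 do not (213 to 3173 over all).

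The paper states that each of the 8 cell types was found in each of the 12 samples; library 3 had 0 newly formed oligodendrocytes among its 1055 retained cells. The paper states that Ptgds is higher at P60 in Exc-12; it had a log2 fold change of 2.33 there with an adjusted p of 0.105 from edgeR, and 0.181 with DESeq2, and was called in Exc-9, where its P60 level was as low. The paper states that Hspa1a is higher in the excitatory subtypes except Exc-5, Exc-9 and Exc-11; it was called in 9 of 13, Exc-5 among them, and not in Exc-1 and Exc-12. The paper names Arid4a, Hdac8 and Ube2h as altered in specific subtypes; Hdac8 was called in 6 of the 8 subtypes tested, Arid4a in 1 of 13 and Ube2h in 2 of 13. The paper gives Kif5c a fall of more than 2-fold and Hs3st5 one of more than 4-fold in Exc-13; the log2 fold changes there were -0.56 for Kif5c, below the threshold of 1.5-fold used here, and -1.72 for Hs3st5.

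The paper ranks Exc-2, Exc-6, Exc-7 and Exc-8 highest at 15 days of withdrawal; here Exc-1 had the most called genes (175), followed by Exc-8 (163), Exc-7 (162) and Exc-2 (152), and Exc-6 had 141. The paper states that the number of genes fell in Exc-1 between 48 h and 15 days; it was 1 and 175, and 17 at 15 days without library 9. The paper states that all subtypes but Exc-11 changed at 48 h; 3 of the 12 subtypes tested had called genes. The paper states that non-neuronal cells changed most at 48 h; 4 genes were called at 48 h and 39 at 15 days, and without library 6 47 were called at 48 h. The paper names oxidative phosphorylation among the most affected pathways at 15 days; the set was shifted in 0 of 13 subtypes by camera, with an unadjusted p below 0.05 in 2, and in 0 by fry, and in 4 without library 10.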

Other observations

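The tests with the numbers of cells, of the endothelial level of Hspa1a, of the class column in microglia and of the other splits of the libraries were chosen only after the results were seen, as was that of the difference between libraries.

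The numbers of genes called between P21 and P60 were compared with those of the 84 splits of the same 9 libraries into 3 and 6. The real split gave the highest number in the excitatory subtypes (14288; at most 386 in another), in the inhibitory clusters (201; at most 163), in the non-neuronal types (2414; at most 341) and for genes called alike in all 7 types (3; at most 0), each being 1 of 84. This is the smallest share that 84 splits can give. It argues against chance as their whole cause if the 3 P21 libraries are independent samples, which the methods leave open. For the shift of oxidative phosphorylation genes, 21 of 84 splits gave as many subtypes as the real one (12; median 7, at most 13), so chance cannot be excluded. For cocaine over all time points, 3 of 40 splits gave as many pairs (265; median 3, at most 454), so chance cannot be excluded there either. These 40 are part of 108 possible splits, for the time they take, and both other splits that reached 265 (453 and 454) keep libraries 9 and 10 together.

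At 15 days, the other ways to divide the 4 libraries into 2 and 2 gave 1 and 4 called pairs, against 1499 for cocaine and saline. With 3 divisions in all the design cannot exclude chance. At maintenance the other divisions gave 257 and 3, against 1, and at 48 h 5 and 1, against 10.

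Several properties of genes were weighed as a technical source of the cocaine effect at 15 days in excitatory neurons. Across genes, which are not independent replicates, the log2 fold change had a Spearman's rho of 0.0558 with GC content, -0.0867 with the length of the 3' untranslated region and -0.0740 with that of the last exon. These values are small, but most of the genes are unchanged, and the medians of called and tested genes differed, at 45.7% and 42.3% for GC near the end, 724 and 1090 bases for the 3' untranslated region and 984 and 1382 bases for the last exon, and GC had a rho of 0.379 with the difference between P21 library 1 and the others. The rho with transcript length was -0.175, and the called genes had a median transcript length of 1967 bases, against 3034 in the tested genes. An influence of GC content or length on the called genes and an effect of cocaine cannot be told apart by these values. Of the called genes, 25.2% had another gene within 300 bases of their end (21.4% of tested genes) and 11.7% a near-identical copy (10.5%), which argues against reads of other genes. A difference between libraries that also occurs within saline and within P21 remains in line with the pattern, as 86.8% of its genes lay higher in both cocaine libraries. It is a candidate explanation for part of the effect, and an effect of cocaine withdrawal stays open beside it.

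Ptgds in Exc-12 was at 0.139% of its level in oligodendrocytes at P60, and the oligodendrocyte genes of Fig. 1 at 0.0571% to 0.220%; at P21 it was at 0.378%, and those genes at 0.173% to 0.375%. Its rise in Exc-12 is consistent with free RNA of oligodendrocytes, in which Ptgds also rose; a change in Exc-12 itself was not shown apart from this. Hspa1a in excitatory neurons was at 2.92% of its endothelial level, above the 0.0858% to 0.201% of endothelial genes, which argues against free RNA as the whole source of its rise, and its change with age stays open. In endothelial cells, 0.228% of the called genes were at least 10 times higher in excitatory neurons, which argues against free RNA of those neurons.

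The numbers of called genes still varied 8.56-fold between the excitatory subtypes with equal cells and 33.5-fold with equal cells and UMIs, so neither the numbers of cells nor the UMIs per cell account for the whole spread. Over the 7 subtypes with all 9 libraries the spread was 3.89-fold and 2.35-fold. The number of libraries with enough cells differs between the subtypes and stays open.

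With the authors' class in place of the cluster, 1895 genes were called in microglia, against 29. Of these, 268 (14.1%) were at least 10 times higher in another class at P60, 267 of them lower at P60, against 15 of 29 (51.7%) with the cluster, and 20 genes were called with both. RNA of other classes in the added cells and a change in microglia cannot be told apart by this share.

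Values that belong to no comparison made here are the levels in the PFC of genes that the paper compares with other areas. At P60, Scn7a was at 71.0 ± 22.4 CPM in Exc-11 and 34.3 ± 6.57 CPM in Exc-6, Cacna1i at 58.2 ± 18.9 CPM in Exc-11 and 48.6 ± 12.9 CPM in Exc-1, Rspo2 at 58.1 CPM in Exc-7 and 55.8 CPM in Exc-5, and Nnat at 687 ± 153 CPM in Exc-5 and 207 ± 149 CPM in Exc-10 (mean ± SD over libraries).

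The genes called alike between P21 and P60 in all 7 testable types were Pfn1 (mean log2 fold change -2.37), Tmem93 (-2.24) and Marcksl1 (-2.20). Pfn1 and Tmem93 also differ between libraries of 1 group, and Pfn1 and Marcksl1 have near-identical copies. Of the 32 genes called alike in at least 5 types, all lower at P60, 12 differ between libraries of 1 group.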
